# Evidence of Superior and Inferior Sinoatrial Nodes in the Mammalian Heart

**DOI:** 10.1016/j.jacep.2020.09.012

**Published:** 2020-11-25

**Authors:** Jaclyn A. Brennan, Qing Chen, Anna Gams, Jhansi Dyavanapalli, David Mendelowitz, Weiqun Peng, Igor R. Efimov

**Keywords:** arrhythmias, sinoatrial node, optical mapping, pacemaker

## Abstract

**OBJECTIVES:**

This study sought to investigate the shift of leading pacemaker locations in healthy and failing mammalian hearts over the entire range of physiological heart rates (HRs), and to molecularly characterize spatial regions of spontaneous activity.

**BACKGROUND:**

A normal heartbeat originates as an action potential in a group of pacemaker cells known as the sinoatrial node (SAN), located near the superior vena cava. HRs and the anatomical site of origin of pacemaker activity in the adult heart are known to dynamically change in response to various physiological inputs, yet the mechanism of this pacemaker shift is not well understood.

**METHODS:**

Optical mapping was applied to ex vivo rat and human isolated right atrial tissues, and HRs were modulated with acetylcholine and isoproterenol. RNA sequencing was performed on tissue areas that elicited spontaneous activity, and comparisons were made to neighboring myocardial tissues.

**RESULTS:**

Functional and molecular evidence identified and confirmed the presence of 2 competing right atrial pacemakers localized near the superior vena cava and the inferior vena cava—the superior SAN (sSAN) and inferior SAN (iSAN), respectively—which preferentially control the fast and slow HRs. Both of these regions were evident in non-failing rat and human hearts and maintained spontaneous activity in the rat heart when physically separated from one another. Molecular analysis of these 2 pacemaker regions revealed unique but similar transcriptional profiles, suggesting iSAN dominance when the sSAN is silent.

**CONCLUSIONS:**

The presence of 2 spatially distinct dominant pacemakers, sSAN and iSAN, in the mammalian heart clarifies previous identification of migrating pacemakers and corresponding changes in P-wave morphology in mammalian species.

For years, the “textbook” location of the sinoatrial node (SAN) has generally been depicted at the junction of the superior vena cava (SVC) and the right atrium (RA) (Figure 1A). However, the site of origin of the electrical activity of the heart— also referred to as the leading pacemaker site—has been shown to anatomically shift with various types of interventions that modify heart rate (HR) (1,2). Over the past century, spatial shifts of the dominant leading pacemaker site have been identified in the mouse (3), rabbit (4–6), dog (7), and human (8) heart, with influence from external factors such as sympathetic and parasympathetic stimulation, cardiac glycosides, temperature changes, and alterations of extracellular Na^+^, K^+^, Ca^2+^, and Cl^–^ concentrations (2,9). Although pacemaker cells are known to be widely distributed throughout the entire venae cavae region between the crista terminalis and interatrial septum (10), the rationale for the observed anatomical shifts of spontaneous electrical activity are still incompletely understood, and the demarcation of the center and periphery (or head and tail) of the SAN continues to be ill-defined.

Optical mapping has evolved over the years as a valuable technique for investigating cardiac electrophysiology (11). Utilizing voltage-sensitive dyes that bind to cell membranes, it offers high spatial and temporal resolutions for isolated preparations of complex electrically active tissues (12). Traditional electrophysiological methods for investigating the SAN involve string galvanometers, intracellular microelectrodes, extracellular bipolar or multielectrode arrays, and unipolar surface electrograms. However, for intricate cardiac tissues such as the SAN, optical mapping is arguably one of the best technologies currently available for identifying beat-to-beat changes over the full range of physiological conditions, a concept that we are only just beginning to explore.

Given the large but currently conflicting published data on the anatomical shift of the leading pacemaker site, it was the aim of this study to quantify changes in SAN dynamics using optical mapping techniques on a beat-to-beat basis during changes in HR. HRs are known to dynamically change in vivo to adjust cardiac output to meet physiological demands, as they are altered by factors such as autonomic tone, exercise, stress, temperature, and circadian variability (2). HRs can also change with age, dysfunction of the SAN, and various illnesses such as myocardial infarctions and heart failure (13,14). Therefore, we sought to: 1) elucidate temporal and spatial changes of the leading pacemaker in ex vivo healthy and failing SAN preparations over the range of physiological HRs using optical mapping techniques; and 2) characterize the specific gene expression profile of the notable pacemaking regions in comparison with neighboring atrial tissues. Rat and human hearts were chosen for this study because their SANs have been relatively less studied in the field to date (15).

## METHODS

### ETHICAL APPROVAL.

All animal procedures were completed in agreement with the George Washington University’s institutional guidelines and in compliance with suggestions from the panel of Euthanasia of the American Veterinary Medical Association and the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Procurement of de-identified donor human hearts rejected for transplant were approved for research by the Institutional Review Board (Office of Human Research) at the George Washington University (Washington, DC) and by the organ procurement organization Washington Regional Transplant Community (Falls Church, Virginia).

### RAT MODEL OF HEART FAILURE.

Ascending aortic constriction was performed on 1-week-old male Sprague-Dawley rat pups to induce left ventricular hypertrophy. Briefly, the aorta of deeply anesthetized neonatal rats was constricted with a silk suture tied around a custom-made 20-gauge spacer. After ligation, the spacer was removed and the chest of the animal sutured shut. Rats were monitored daily until animals were sacrificed for experiments.

### RAT HEART EXCISION AND ISOLATION OF THE RIGHT ATRIA.

For functional studies, healthy (n = 8) and failing (n = 6) adult male rats (8 to 12 weeks of age) were deeply anesthetized until unconscious. Hearts were quickly excised, cannulated, and placed in a constant-pressure Langendorff system with warmed (37°C) and oxygenated Tyrode’s solution. The RA of each heart was isolated, opened, and pinned to a Sylgard-coated chamber for visualization of the SAN and superfused with warmed Tyrode’s solution to maintain viability.

### HUMAN HEART PROCUREMENT AND ISOLATION OF THE RA.

De-identified human hearts were procured from the Washington Regional Transplant Community and arrested in an ice-cold cardioplegic solution upon excision from the donor (Supplemental Table 1). Hearts were then shipped on ice to our laboratory, where the entire RA was carefully isolated, and the right coronary artery was cannulated with a custom flexible plastic cannula for optical mapping (n = 3). All major transected arteries were tied off, and the tissue was stretched across a custom frame and transferred to a vertical bath of warmed and oxygenated Tyrode’s solution for dual-sided optical mapping of both the epicardial and endocardial surfaces. Adequate perfusion (60 to 80 mm Hg) was maintained for the duration of the experiment.

### OPTICAL MAPPING.

Both the rat and human isolated RA preparations were electromechanically uncoupled with blebbistatin (5 to 10 μM) and fluorescently stained with di-4-ANEPPS. Optical action potentials (OAPs) were captured with high-resolution cameras (100 × 100 pixels, 1- to 2-kHz sampling frequency, Ultima-L or MiCAM05 CMOS cameras, SciMedia, Costa Mesa, California). For each recording, tissues were illuminated with a 520-nm light-emitting diode (Prizmatix, Holon, Israel), and emitted fluorescence was captured through a 650-nm long-pass filter (Thorlabs, Newton, New Jersey). Rat tissues were treated with increasing dosages of acetylcholine (ACh) (1, 10, 100, 500, and 1,000 μM; Millipore-Sigma, Burlington, Massachusetts) and increasing dosages of isoproterenol (1, 10, 100, 500, and 1,000 nM; Tocris Bioscience, Ellisville, Missouri), with a washout step in-between the 2 drugs. Human tissues were treated with 500-nM ACh and 100-nM ISO, also with a washout step in-between. Optical recordings were taken during normal sinus rhythm and under the influence of each dosage of drug (usually 5 to 10 min after administration of each dose), and HRs were monitored with sensing electrodes for pseudo-electrocardiography recodings with LabChart (AD Instruments, Sydney, Australia).

### IDENTIFICATION OF THE LEADING PACEMAKER LOCATION.

A modified version of RHYTHM, a custom-made MATLAB 2016b program (The Math-Works, Natick, Massachusetts) designed for optical mapping data analysis, was used for the creation of activation maps. OAPs were filtered in space (3 × 3 or 5 × 5 pixel neighborhood for rat and human, respectively) and in time (low-pass Butterworth filter at 150 to 200 Hz), and activation maps were created by calculating 50% of the maximum OAP amplitudes (Figure 1A). The location of the earliest activation time was identified from its spatial neighbors, and this site within the SAN was automatically plotted on a beat-to-beat basis. To compare beats across hearts, each leading pacemaker site was replotted onto a new y-axis in arbitrary units (AU) between the inferior vena cava (IVC) (y = 0) and SVC (y = 1) along the crista terminalis, and onto a perpendicular x-axis (mm) (Figure 1B).

### RNA SEQUENCING SAMPLE PREPARATION AND ANALYSIS.

RNA sequencing was performed on tissues of age-matched healthy male rat hearts (n = 4) and healthy human donor hearts (n = 8) that were not used for functional experiments (Supplemental Table 1). The preparation of whole-transcriptome libraries and next-generation sequencing were conducted using the Illumina HiSeq System with paired-end 150 reads (Novogene, Sacramento, California). Raw reads were filtered by removing reads containing adapters, reads containing N >0.1% (N represents base that could not be determined), and low-quality reads. Rat sample reads were aligned to the reference genome Rattus norvegicus release 98 by HISAT2, and expression values were calculated using HTSeq v0.6.1 (16). Human sample reads were aligned to the reference genome hg38 using STAR (v2.5) (17). featureCounts was used to count the read numbers mapped of each gene (18). Differential expression analysis was carried out using DESeq2 (19). Differentially expressed genes (DEGs) were identified with the significance criterion p_adj_ < 0.05 for loose analysis, and p_adj_ < 0.01, fold change (FC) > 3 for stringent analysis. ClusterProfiler (20) was used for Gene Ontology (GO) analysis.

### STATISTICAL ANALYSIS.

Statistical analysis was performed using Prism 7 (GraphPad Software, San Diego, California). Significant differences were labeled with individual p values. Two different statistical tests were used in this study: 1- and 2-way analyses of variance with a Sidak post-test for multiple comparisons. Statistical tests were chosen and used as necessary and are indicated in the text.

## RESULTS

### EFFECTS OF PHARMACOLOGICAL INTERVENTION ON THE HEALTHY RAT SAN.

In healthy, conscious rats, the average in vivo resting HR was 395.50 ± 22.20 beats/min, while the average ex vivo baseline HR was 280.90 ± 43.00 beats/min (p < 0.0001) (Figure 1C). Baseline ex vivo HRs significantly dropped by 31.5% to 192.30 ± 50.15 beats/min with the addition of 100-μM ACh and increased from baseline by 57.0% to 426.00 ± 57.12 beats/min with the addition of 500-nM ISO (p = 0.0001 and p < 0.0001, respectively; 1-way analysis of variance). In the complete dose-response protocol of ACh and ISO (5 doses each) of the isolated rat RA, we observed the full range of physiologically possible ex vivo HRs (mean 324.89 ± 92.32 beats/min; range 102.47 to 502.09 beats/min) as well as corresponding spatial shifts of the leading pacemaker site on a beat-to-beat basis (Figure 1D). Two distinct clusters of pacemaking activity were observed along the normalized y-axis between the IVC and SVC, with preferential activity dictated by HR and drug influence. Specifically, one cluster centered close to the IVC at an average of 0.24 ± 0.14 AU, while the other, higher cluster centered around 0.80 ± 0.09 AU on the y-axis. Under baseline conditions (i.e., without any pharmacological influence), only 3 of the 8 rat RA preparations displayed leading pacemaker site activity from the higher cluster, corresponding to the traditional “textbook” location near the orifice of the SVC; the other 5 preparations exhibited a lower clustering of leading pacemaker activity close to the orifice of the IVC (Supplemental Figure 1). However, pacemaking activity always originated close to the SVC in the presence of ISO (or when HRs exceeded 400.00 beats/min) and from the IVC region in the presence of ACh (or when HRs were <250.00 beats/min). Representative activation maps under baseline conditions and in the presence of high muscarinic and adrenergic pharmacological stimulation are shown in Figure 1E. Based on the 2 observed clusters of intrinsic pacemaking activity, a complete schematic indicating the physiological presence of both a superior SAN (sSAN) and inferior SAN (iSAN) pacemaker region in the rat heart is displayed in Figure 1F.

### PACEMAKING ACTIVITY OF THE PHYSICALLY DISSECTED RAT sSAN AND iSAN.

To examine the independent behavior of the newly identified sSAN and iSAN regions, we surgically separated the ex vivo rat SAN into 2 distinct tissues (Figure 2A). Though there were no significant differences between the HRs of the intact and separated tissues, the iSAN possessed intrinsic automaticity with a similar mean and small standard deviation as the intact preparation under baseline conditions (intact: 284.90 ± 14.46 beats/min; sSAN: 188.10 ± 112.30 beats/min; iSAN: 286.70 ± 25.50 beats/min; n = 5) (Figure 2B). With high parasympathetic stimulation (100-μM ACh), all but 1 cut sSAN became completely quiescent (Supplemental Figure 2), while the iSAN maintained an average HR of 213.60 ± 50.77 beats/min. Upon washout of ACh and administration of 500-nM ISO, all sSAN tissues regained automaticity and possessed intrinsic HRs comparable to the iSAN under ISO exposure (sSAN: 400.00 ± 58.20 beats/min; iSAN: 393.50 ± 14.63 beats/min; n = 5). Similar to the intact SAN, a hierarchical clustering distribution along the SVC-IVC axis is evident within each of the 2 separated tissues (i.e., pacemaker beats originate superiorly with sympathetic stimulation and inferiorly with parasympathetic stimulation). Representative optical activation maps from the surgically dissected SAN are shown in Figure 2C. In this particular preparation, the intact SAN exhibited a baseline HR of 290.00 beats/min prior to physical separation into 2 tissues.

### EFFECTS OF PHARMACOLOGICAL INTERVENTION ON THE FAILING RAT SAN.

In all end-stage failing rat hearts induced by ascending aortic constriction (Figure 3A), it was found that only 1 of the 2 pacemaker regions displays automaticity for each heart, despite ex vivo changes of HR by autonomic stimulation (mean 289.47 ± 71.40 beats/min; range 120.72 to 372.67 beats/min) (Figures 3B–E). As seen in Supplemental Figure 3 and Supplemental Table 2, clear significant anatomical differences in heart weights and inner and outer dimensions were observed between the normal and failing groups. However, between healthy and failing hearts, there were no significant differences between in vivo HRs (Supplemental Figure 3) or ex vivo sinus node recovery times (SNRTs) following a 12-pulse drive train at a pacing cycle length of 100 ms (Supplemental Figure 4). A prolonged SNRT is often coupled to SAN dysfunction, but this feature was not evident in the failing rats created for this study. Still, optical mapping data uniquely identified complete sSAN dominance in 66% of the failing hearts and complete iSAN dominance in 33% of the failing hearts (Figure 3E, Supplemental Figure 5).

### RNA SEQUENCING OF RAT sSAN AND iSAN.

RNA was isolated and sequenced from 4 regions of the healthy rat heart: sSAN, iSAN, RA, and left atrium (Figure 4A). 

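RNA from the sSAN, iSAN, RA and left atrium (LA) of 4 healthy male Sprague Dawley rats was sequenced, with the left ventricle (LV) of 2 of the rats besides. The chambers differed in their myosin light chains. Myl2, the ventricular regulatory light chain, was at 2500.2 ± 649.9 CPM (counts scaled to library size, SD, n = 2) in the LV and 0.180 ± 0.169 (n = 4) in the RA. Myl7, the atrial regulatory light chain, was at 6245 ± 549 CPM (n = 4) in the LA, 6045 ± 447 (n = 4) in the RA and 1.58 ± 0.159 (n = 2) in the LV. Transcripts of the mitochondrial genome took 31.2% ± 7.08 of the counts in the sSAN, 21.7% ± 4.23 in the iSAN, 17.5% ± 1.01 in the RA and 19.5% ± 0.892 in the LA (SD, n = 4 each). Each node piece held a larger share of them than each RA piece (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Between the sSAN and the iSAN the same exact test, which does not use the pairing by rat, gave p = 0.0571, and the share was higher in the sSAN in 4 of 4 rats.
Libraries were sequenced on an Illumina HiSeq as pairs of 150-base reads. The authors aligned the reads with HISAT2 to the rat reference that the paper names, counted reads per Ensembl gene with HTSeq 0.6.1 and compared regions with DESeq2. The deposited table of 32883 genes holds raw counts, FPKM (fragments scaled to transcript length and library size) and the authors' comparisons. Total counts per library were 19945216 to 24252103 in the sSAN (median 21141982), 18027671 to 21240502 in the iSAN (median 19486871.5), 18548014 to 19946678 in the RA (median 19747852.5), 20756462 to 22562828 in the LA (median 21645693) and 17334954 to 19632186 in the LV. From the raw counts, each pair of regions was tested here with edgeR's quasi-likelihood test after TMM scaling and edgeR's filter on low counts, with p adjusted by Benjamini-Hochberg. CPM are TMM-scaled, and errors are SD over rats. A gene with 0 counts in a region has its fold bounded at 3 counts over the 4 libraries, and such bounds and intervals cover counting error only. Rats 1 and 2 were 59 days old and rats 3 and 4 were 70 days old, with each age present in the 4 atrial regions. Age was not a term in the fit, and each age was also fitted alone. A fit of 1 age holds 2 libraries per region, so calls can be lost there with the fold unchanged. In simulated data of this spread, 61% of genes given a 2-fold change in the sSAN and 74% in the iSAN were called against the RA. Genes were drawn independently there, without shifts shared within a library, so the real share may be lower.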

Quantification of DEGs (p_adj_ < 0.05) identified that both the sSAN and iSAN contain more up-regulated than down-regulated DEGs when compared with the RA (Figure 4B). 

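Among the genes furthest above the RA in both nodes were genes of fat cells. Adipoq, which encodes the fat-cell hormone adiponectin (ENSRNOG00000001821, chromosome 11, 81330293 to 81344488), was at 603 ± 429.8 CPM (SD, n = 4) in the sSAN, 334 ± 259.6 in the iSAN and 0.216 ± 0.252 in the RA. Its log2 fold change against the RA was 11.42 in the sSAN (standard error 1.00, adjusted p = 6.6e-04 from edgeR's quasi-likelihood test) and 10.58 in the iSAN (standard error 1.32, adjusted p = 0.0033). Among the 59-day rats alone it was 11.13 (adjusted p = 3.9e-06) and 9.64 (adjusted p = 0.317), and in the 70-day rats alone the adjusted p was 2.4e-04 and 0.0042. Without RA replicate 1 it was 12.15 and 11.30. Ucp1, the uncoupling protein of brown fat, was at 730.0 ± 651 CPM in the sSAN and had 3 counts in the RA, a count ratio of 19562 (95% counting interval 6693 to 94860.0). Slc36a2, an amino acid transporter of brown fat, had 0 counts in the RA and was at least 1466-fold higher in the sSAN. Among the lower genes was Mef2a, a transcription factor of muscle genes, at 104 ± 4.38 CPM in the sSAN and 179 ± 8.11 in the RA (log2 fold change -0.77, adjusted p = 7.0e-04). Bmp5, a bone morphogenetic protein, had a log2 fold change of -1.80 in the sSAN (adjusted p = 0.0015). In the iSAN, the growth factor gene Igf2 fell by 3.12 on the log2 scale (adjusted p = 1.6e-06), together with Mir675, a microRNA made from the neighboring H19 transcript (log2 fold change -3.95, adjusted p = 3.1e-06). Log2 fold changes in the 59-day and the 70-day rats alone were -0.79 and -0.76 for Mef2a in the sSAN, -1.85 and -1.77 for Bmp5 in the sSAN, -3.01 and -3.23 for Igf2 in the iSAN and -3.85 and -4.04 for Mir675 in the iSAN.
Of 14038 genes tested, 1932 were higher and 1191 lower in the sSAN than in the RA, so that 61.9% of the calls were higher. In the iSAN, 1463 were higher and 867 lower of 14066, or 62.8% higher. The median log2 fold change of all genes was 0.02 and 0.01. In the 59-day rats alone, 2024 genes were higher and 1169 lower in the sSAN, and 26 higher and 5 lower in the iSAN. In the 70-day rats alone the counts were 924 and 786 in the sSAN and 1174 and 496 in the iSAN. Without RA replicate 2 the sSAN count of higher genes was 1179. The count of lower genes was 691, 642, 702 and 681 without RA replicates 1, 2, 3 and 4 in the sSAN. In the iSAN it was 512, 567, 491 and 487 without these and 432 without iSAN replicate 3. With Adipoq as a covariate, chosen after seeing the data, 1003 genes were higher and 677 lower in the sSAN, and 503 higher and 78 lower in the iSAN. Without rat 2, also chosen after, they were 1010 and 741, and 1060 and 498.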

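Both nodes held more transcripts of connective tissue, smooth muscle and glia than the RA. Pi16, a marker of adventitial fibroblasts, was at 179.6 ± 40.1 CPM (SD, n = 4) in the sSAN, 214 ± 66.7 in the iSAN and 24.4 ± 2.62 in the RA. Its log2 fold change was 2.90 in the sSAN (adjusted p = 7.2e-05 from edgeR's quasi-likelihood test) and 3.16 in the iSAN (adjusted p = 1.3e-04). Tagln, an actin-binding protein of smooth muscle, rose from 7.85 ± 0.551 CPM in the RA to 152 ± 49.3 in the sSAN (log2 fold change 4.29, adjusted p = 9.0e-05). Myh11, the smooth muscle myosin heavy chain, rose by 2.11 on the log2 scale in the iSAN (adjusted p = 1.7e-04). S100b, a calcium-binding protein of glia, had a log2 fold change of 6.24 in the sSAN (adjusted p = 0.0011). Erbb3, a neuregulin receptor of Schwann cells, had one of 1.18 in the iSAN (adjusted p = 4.7e-04). Tagln, Myh11, S100b and Erbb3 were each called higher in both nodes. Pi16, Tagln and Myh11 were also called higher in the LA than in the RA, and S100b and Erbb3 were not. By age (59-day, then 70-day rats), log2 fold changes were 3.05 and 2.69 for Pi16 in the sSAN, 3.19 (adjusted p = 0.068) and 3.14 for Pi16 in the iSAN, 3.96 and 4.55 for Tagln in the sSAN, 2.00 and 2.21 for Myh11 in the iSAN, 7.17 and 4.86 for S100b in the sSAN and 1.11 (adjusted p = 0.093) and 1.26 for Erbb3 in the iSAN.
Of 17 fibroblast and matrix genes, 10 were higher in the sSAN (10 when adjusted over the list alone) and 14 in the iSAN (15 when adjusted over the list alone), and none was lower in either (DESeq2 also called none lower). Without RA replicate 4 the sSAN count was 6. Of 10 smooth muscle markers, 8 were higher in the sSAN (the same count when adjusted over the list alone) and 7 in the iSAN (8 higher and 2 lower when adjusted over the list alone, and DESeq2 called 2 lower). Myocd, a co-activator of smooth muscle and heart genes, was the 1 lower in the sSAN. Of 10 Schwann cell and glia markers, 9 were higher in the sSAN and 8 in the iSAN (9 and 9 when adjusted over the list alone). Of 11 macrophage markers, 8 were higher in the iSAN (9 when adjusted over the list alone), among them Cd14, a co-receptor for bacterial lipopolysaccharide, with a log2 fold change of 1.15 (adjusted p = 0.0014). In the sSAN 2 were higher (the same count when adjusted over the list alone), and 0 without any one of RA replicates 1, 2, 3 and 4 and sSAN replicates 2 and 4, 1 without sSAN replicate 1 and 8 without sSAN replicate 3. As sets, the fibroblast genes ranked above other genes by limma's camera (sSAN adjusted p = 3.3e-07, and adjusted p = 0.080 with an estimated correlation; iSAN adjusted p = 1.2e-21, and adjusted p = 0.075 with an estimated correlation). Smooth muscle markers gave adjusted p = 1.5e-11, and adjusted p = 0.080 with an estimated correlation in the sSAN, and adjusted p = 4.0e-10, and adjusted p = 0.075 with an estimated correlation in the iSAN. Glia markers gave adjusted p = 5.9e-08, and adjusted p = 0.131 with an estimated correlation in the sSAN, and adjusted p = 5.0e-09, and adjusted p = 0.098 with an estimated correlation in the iSAN. Macrophage markers gave adjusted p = 6.8e-07, and adjusted p = 0.234 with an estimated correlation in the iSAN, and adjusted p = 0.304 in the sSAN. Among the 59-day rats alone 7 fibroblast, 6 smooth muscle and 7 glia genes were higher in the sSAN and 1, 3 and 0 in the iSAN. In the 70-day rats alone the counts were 8, 8 and 3, and 12, 6 and 6. Medians in the iSAN at 59 and 70 days were 0.85 and 1.25 for fibroblast, 1.63 and 1.71 for smooth muscle and 1.29 and 1.47 for glia genes. With replicate as a block, 10, 8 and 7 were higher in the sSAN, with 1 macrophage marker, and 15, 5 and 8 in the iSAN, where 2 smooth muscle markers were lower. With Adipoq as a covariate, the counts were 6, 6 and 5 in the sSAN and 10, 3 and 4 in the iSAN. Median log2 fold changes then went from 0.68 to 0.74 for fibroblast, from 2.30 to 2.07 for smooth muscle and from 1.41 to 1.39 for glia genes in the sSAN. In the iSAN they went from 1.13 to 1.12, from 1.75 to 1.42 and from 1.37 to 1.00. Between the nodes, camera gave adjusted p = 1.2e-05, and adjusted p = 0.279 with an estimated correlation for fibroblast genes, with a median log2 fold change of -0.33, sSAN over iSAN, and adjusted p = 0.143 for smooth muscle, 0.633 for glia and 0.053 for macrophage markers.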

GO analyses of up-regulated DEGs spanning molecular functions, biological processes, and cellular components are displayed in Figure 4C. In addition to the unique GOs (sSAN: regulation of fatty acid metabolic processes, blood circulation, and small molecule catabolic processes; iSAN: regulation of blood circulation, angiogenesis, and wound healing), there is a higher overall prevalence of metabolic genes in the sSAN than the iSAN.

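Some genes of coagulation and tissue repair were higher in the nodes than in the RA, more of them in the iSAN. Thbd, the endothelial anticoagulant thrombomodulin, was at 92.8 ± 8.23 CPM (SD, n = 4) in the iSAN, 89.9 ± 11.7 in the sSAN and 51.7 ± 6.01 in the RA (log2 fold change 0.87 in the iSAN, adjusted p = 4.4e-04 from edgeR's quasi-likelihood test). Plau, which encodes the urokinase plasminogen activator, rose by 1.79 on the log2 scale in the iSAN (adjusted p = 6.0e-04). In the sSAN, Anxa1, which encodes the anti-inflammatory protein annexin A1, rose by 0.66 (adjusted p = 0.0010) and F3, the tissue factor that starts coagulation, by 2.37 (adjusted p = 0.0015). Thbd, Plau, Anxa1 and F3 were each called higher in both nodes. Of 19 wound healing and coagulation genes, 11 were higher and 2 lower in the iSAN, and 6 higher and 1 lower in the sSAN. Adjusted over the list alone, they were 14 and 2, and 6 and 1. The lower genes were Tfpi and F2r in the iSAN and Tfpi in the sSAN, which encode a coagulation inhibitor and a thrombin receptor. The sSAN count of lower genes was 0 without any one of RA replicates 1, 2, 3 and 4 and sSAN replicate 1 and 2 without sSAN replicate 3. In the 59-day and the 70-day rats alone, log2 fold changes were 0.74 (adjusted p = 0.129) and 1.01 for Thbd in the iSAN, 1.59 (adjusted p = 0.129) and 2.00 for Plau in the iSAN, 0.65 and 0.66 for Anxa1 in the sSAN, 2.78 and 1.86 (adjusted p = 0.061) for F3 in the sSAN, -1.74 and -1.33 for Angpt1 in the sSAN, -1.43 (adjusted p = 0.210) and -1.54 for Angpt1 in the iSAN, 2.32 and 1.91 for Agtr1a in the sSAN and 1.61 (adjusted p = 0.176) and 2.34 for Agtr1a in the iSAN. In the 59-day rats alone 0 were higher in the iSAN and 7 in the sSAN, and in the 70-day rats alone 9 and 6. Angiogenesis genes went both ways. Angpt1, a ligand of the endothelial receptor Tie2, fell to 24.6 ± 6.58 CPM in the sSAN and 24.3 ± 6.42 in the iSAN from 69.7 ± 9.77 in the RA (adjusted p = 0.0016 and 0.0018). Sox17, a transcription factor of arterial endothelium, rose by 1.31 and 0.95 (adjusted p = 0.0022 and 0.0070). Of 25 angiogenesis genes, 3 were higher and 2 lower in the sSAN and 4 and 2 in the iSAN (adjusted over the list alone, 3 and 2, and 5 and 4). Of 17 vascular tone genes, 5 were higher and 3 lower in the sSAN and 6 and 1 in the iSAN (adjusted over the list alone, 6 and 3, and 6 and 4). Agtr1a, the angiotensin II receptor, rose by 2.15 in the sSAN and 2.00 in the iSAN (adjusted p = 0.0011 and 8.0e-04). Npr3, the clearance receptor of natriuretic peptides, fell by 0.95 and 1.23 (adjusted p = 0.0019 and 2.0e-04). By camera, wound healing genes gave adjusted p = 5.3e-07, and adjusted p = 0.176 with an estimated correlation in the iSAN, and adjusted p = 0.017, and adjusted p = 0.131 with an estimated correlation in the sSAN. Angiogenesis gave adjusted p = 0.867 in the sSAN and 0.412 in the iSAN, and vascular tone 0.721 and 0.669. Between the nodes, edgeR called no member of the 3 lists, with 4 wound healing, 3 angiogenesis and 4 vascular tone genes at an unadjusted p under 0.05, and DESeq2 called 1, a wound healing gene lower in the sSAN. As a set, wound healing genes ranked lower in the sSAN than in the iSAN (median log2 fold change -0.24, camera adjusted p = 0.0025, and adjusted p = 0.279 with an estimated correlation), and angiogenesis and vascular tone gave adjusted p = 0.149 and 0.775. An adjusted p (in brackets) at or above 0.05 came with the Adipoq covariate for Sox17 in the iSAN (0.164).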

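Genes of fatty acid oxidation were higher in the sSAN than in the RA, together with markers of fat cells. Acadm, the medium-chain acyl-CoA dehydrogenase of fatty acid oxidation (ENSRNOG00000009845, chromosome 2, 260124418 to 260148589), was at 878 ± 515 CPM (SD, n = 4) in the sSAN, 414 ± 300.4 in the iSAN and 183 ± 20.5 in the RA. Its log2 fold change against the RA was 2.28 in the sSAN (standard error 0.39, adjusted p = 0.0056 from edgeR's quasi-likelihood test) and 1.19 in the iSAN (adjusted p = 0.123). Without iSAN replicate 2 the iSAN value was 0.56 (adjusted p = 0.041). Eci1, an enoyl-CoA isomerase of the same pathway, rose by 1.23 on the log2 scale in the sSAN (adjusted p = 0.0039) and Acads, the short-chain acyl-CoA dehydrogenase, by 0.96 (adjusted p = 0.0046). Log2 fold changes in the 59-day and the 70-day rats alone were 2.95 and 1.22 for Acadm in the sSAN, 1.64 (adjusted p = 0.506) and 0.65 for Acadm in the iSAN, 1.61 and 0.73 for Eci1 in the sSAN and 1.27 and 0.57 for Acads in the sSAN. Of 22 fatty acid oxidation genes, 18 were higher in the sSAN (20 higher and 1 lower when adjusted over the list alone). In the iSAN edgeR called none, alone or over all genes, with 6 at an unadjusted p under 0.05, and DESeq2 called 1. The sSAN count was 8 without RA replicate 2, 9 without any one of RA replicates 1 and 3 and 11 without sSAN replicate 1. Of 16 genes of fatty acid and triglyceride synthesis, 12 were higher in the sSAN and 7 in the iSAN (13 and 11 when adjusted over the list alone). The iSAN count was 3 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicate 3, 4 without iSAN replicate 4 and 11 without iSAN replicate 1. Fads1, a fatty acid desaturase, rose by 1.27 in the sSAN (adjusted p = 7.0e-04), and Fads2, another, by 1.44 in the iSAN (adjusted p = 1.7e-04). Fads1 and Fads2 were each called higher in both nodes, and in the LA too, than in the RA. By age (59-day, then 70-day rats), log2 fold changes were 1.39 and 1.13 for Fads1 in the sSAN and 1.31 (adjusted p = 0.063) and 1.56 for Fads2 in the iSAN.
Adipocyte markers had a median log2 fold change of 5.98 in the sSAN and 4.51 in the iSAN, with 17 and 15 of 19 higher (18 and 18 when adjusted over the list alone). The iSAN count was 8 without RA replicate 4 and 9 without RA replicate 3. Of the brown adipocyte markers tested, 7 of 7 were higher in the sSAN and 3 of 5 in the iSAN (7 and 4 when adjusted over the list alone), and the iSAN count was 1 without any one of RA replicates 1, 2 and 3 and iSAN replicate 3. In LA and RA, 13 adipocyte and 3 brown adipocyte markers had enough counts to be tested. A marker that passes the filter on low counts through the node alone can hardly come out lower, so these shares are not independent of the filter. By camera, fatty acid oxidation genes ranked above other genes in the sSAN (adjusted p = 1.9e-08, and adjusted p = 0.356 with an estimated correlation) and in the iSAN (adjusted p = 0.040, and adjusted p = 0.737 with an estimated correlation, adjusted p = 0.142 with replicate as a block). Synthesis genes gave adjusted p = 1.6e-08, and adjusted p = 0.269 with an estimated correlation in the sSAN, and adjusted p = 4.6e-07, and adjusted p = 0.253 with an estimated correlation in the iSAN. Adipocyte markers gave adjusted p = 8.9e-31, and adjusted p = 0.131 with an estimated correlation in the sSAN, and adjusted p = 5.3e-13, and adjusted p = 0.234 with an estimated correlation in the iSAN. Brown adipocyte markers gave adjusted p = 1.3e-10, and adjusted p = 0.131 with an estimated correlation in the sSAN, and adjusted p = 0.0024, and adjusted p = 0.315 with an estimated correlation in the iSAN. Between the nodes, edgeR called none of these genes over all genes. When adjusted over the list alone, 1 synthesis gene was lower and 1 brown adipocyte gene higher in the sSAN. The unadjusted p was under 0.05 for 5 oxidation, 1 synthesis, 0 adipocyte and 1 brown adipocyte genes, and DESeq2 called 1, a brown adipocyte marker. Their median log2 fold change, sSAN over iSAN, was 0.67 for oxidation (camera adjusted p = 9.6e-10, and adjusted p = 0.351 with an estimated correlation), 0.77 for synthesis (adjusted p = 0.025, and adjusted p = 0.609 with an estimated correlation) and 1.12 for adipocyte markers (adjusted p = 2.6e-06, and adjusted p = 0.481 with an estimated correlation). Brown adipocyte markers had a median of 1.29 (adjusted p = 7.7e-06, and adjusted p = 0.332 with an estimated correlation). In the 59-day and 70-day rats, the median between the nodes was 0.92 and 0.27 for oxidation, 1.21 and -0.11 for synthesis and 1.49 and 0.24 for adipocyte markers. Against the RA, 21 and 10 oxidation genes were higher in the sSAN at these ages. In the iSAN, 0 and 7 synthesis, 0 and 17 adipocyte and 0 and 4 brown adipocyte genes were higher at these ages, with adipocyte medians of 4.95 and 3.74. The sSAN counts were 15 and 6, 20 and 16, and 7 and 5. With Adipoq as a covariate, higher genes in the sSAN were 3 of oxidation, 6 of synthesis, 15 adipocyte and 4 brown adipocyte, and without rat 2 8, 7, 17 and 6. In the iSAN, synthesis, adipocyte and brown adipocyte counts were 2, 8 and 0 with the covariate and 4, 8 and 2 without rat 2. Both alternatives were chosen after seeing the data. The covariate took the medians in the sSAN from 1.06 to 0.21 for oxidation, from 1.70 to 0.35 for synthesis and from 5.98 to 3.98 for adipocyte genes. Taking replicate as a block, 11 oxidation genes were higher and 1 lower in the sSAN, and 8 synthesis, 17 adipocyte and 6 brown adipocyte genes were higher. In the iSAN these last counts were 4, 9 and 4.

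**Figure D1:**
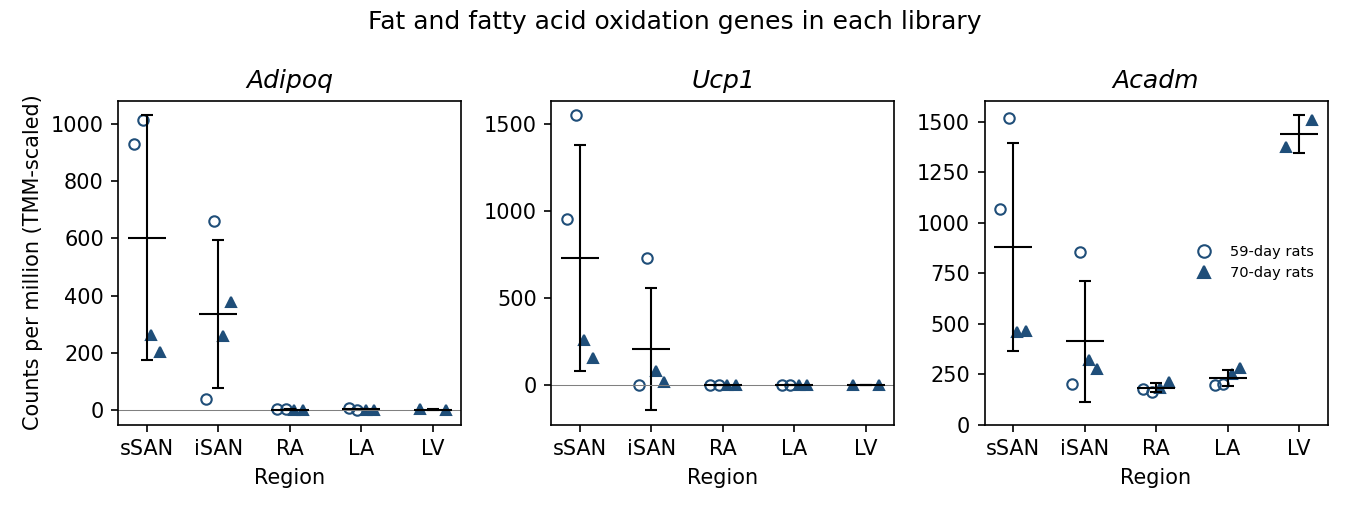
TMM-scaled CPM of Adipoq, Ucp1 and Acadm in each library by region of the rat heart. Open circles are 59-day rats and filled triangles are 70-day rats, the horizontal bar is the mean and the error bar the SD. The 4 sSAN libraries span 203 to 1015 CPM for Adipoq and the 4 RA libraries reach 0.478.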

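Among the cardiac genes that the study chose, more transcription factors were higher than lower in the nodes against the RA, and ion channels, receptors and neural proteins went both ways. Smoc2, a matrix protein that the study lists with the transcription factors, rose by 2.79 on the log2 scale in the sSAN and 2.35 in the iSAN (adjusted p = 2.8e-04 and 1.3e-04 from edgeR's quasi-likelihood test). Smoc2 was also called higher in the LA than in the RA. Gja5, the gap junction protein connexin 40, rose from 3.98 ± 1.27 CPM (SD, n = 4) in the RA to 21.5 ± 8.18 in the sSAN (log2 fold change 2.44, adjusted p = 0.0016) and 10.6 ± 3.86 in the iSAN (log2 fold change 1.44, adjusted p = 0.011). Of the receptors, Atp2b4, a plasma membrane calcium pump that the study lists with them, rose by 0.96 in the iSAN (adjusted p = 9.2e-04), and Chrm2, the muscarinic acetylcholine receptor of the heart, fell by 0.96 in the sSAN (adjusted p = 0.0028). Atp2b4 was called higher and Chrm2 lower in both nodes. In the 59-day and the 70-day rats alone, log2 fold changes were 2.63 and 2.95 for Smoc2 in the sSAN, 2.26 and 2.45 for Smoc2 in the iSAN, 2.54 and 2.30 for Gja5 in the sSAN, 1.24 (adjusted p = 0.439) and 1.65 for Gja5 in the iSAN, 0.87 (adjusted p = 0.176) and 1.04 for Atp2b4 in the iSAN and -1.05 and -0.89 for Chrm2 in the sSAN. Calls were lost, at the adjusted p in brackets, with the Adipoq covariate for Gja5 in the iSAN (0.247). Of 27 transcription factors tested in the sSAN, 13 were higher and 2 lower, and of 26 in the iSAN, 14 and 4. Of 64 ion channels in the sSAN, 13 were higher and 22 lower, and of 66 in the iSAN, 16 and 15. Of 27 receptors in the sSAN, 6 were higher and 7 lower, and of 28 in the iSAN, 8 and 7. Of 31 neural proteins in the sSAN, 9 were higher and 6 lower, and of 29 in the iSAN, 6 and 4. Adjusted over the list alone, the sSAN counts were 14 and 5, 16 and 23, 9 and 7, and 9 and 8, and the iSAN counts 14 and 5, 19 and 22, 11 and 11, and 9 and 5. The study chose these lists from published data. By camera, the transcription factors ranked above other genes in the sSAN (adjusted p = 1.5e-04, and adjusted p = 0.131 with an estimated correlation) and in the iSAN (adjusted p = 3.9e-07, and still adjusted p = 0.037 with an estimated correlation). The other 3 lists gave adjusted p = 0.245, 0.867 and 0.845 in the sSAN and 0.866, 0.866 and 0.669 in the iSAN. The count of lower ion channels in the sSAN was 12 without any one of RA replicates 3 and 4 and 13 without any one of RA replicates 1 and 2, and of lower neural proteins 3 without any one of RA replicates 1 and 4. In the iSAN, higher receptors were 5 without any one of RA replicate 1 and iSAN replicate 3, lower receptors 3 without RA replicate 4 and 4 without iSAN replicate 3 and lower neural proteins 2 without any one of RA replicates 1 and 3 and iSAN replicates 2 and 3. Among the 59-day rats alone, 11 transcription factors were higher in the sSAN and 1 in the iSAN, and in the 70-day rats alone 12 and 13.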

Cluster analysis was performed to categorize expression levels of particular cardiac genes of interest into 4 main groups: 1) cardiac ion channels; 2) cardiac receptors; 3) neural proteins; and 4) transcription factors (Figure 4D). The cardiac genes of interest were selected from a thorough review of published data (21–26), including the most recent “novel” SAN genes identified and published by van Eif et al. (27). and Goodyer et al. (28). 

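In FPKM, the pacemaker channel gene Hcn4 was at 15.9 ± 8.66 in the sSAN and 11.3 ± 2.31 in the iSAN (SD, n = 4), 3.66 ± 0.423 in the RA, 1.04 ± 0.338 in the LA and 2.02 ± 0.724 in the LV (n = 2). The transcription factor Shox2, which represses the working atrial program in the node, was at 25.2 ± 10.8 in the sSAN, 32.4 ± 2.93 in the iSAN and 1.79 ± 0.775 in the RA. Tbx3, a transcriptional repressor of the conduction system, was at 6.72 ± 1.49, 6.28 ± 1.40 and 1.60 ± 0.239. Mean FPKM from the deposited table equal those of the study's list of genes of interest to within 0.001 for all 905 means of its 181 genes. FPKM are the authors' values. For 8146 of 11749 genes with over 100 counts in a library (69.3%), the FPKM equals the count divided by the deposited gene length and the library total, in FPKM units, to within 0.1%, and for 1027 it is over 1.5 times that, so FPKM compare 1 gene across regions rather than different genes.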

The full list of the genes of interest with corresponding FPKM (fragments per kilobase of transcript per million mapped reads) values for the rat is shown in Supplemental Table 3, and the complete heatmap with labeled genes for the rat is shown in Supplemental Figure 6A. 

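The sSAN and the iSAN differed in 1 gene by edgeR's quasi-likelihood test. Coch, which encodes the extracellular protein cochlin (ENSRNOG00000005286, chromosome 6, 72359791 to 72373695), was at 16.3 ± 7.27 CPM (SD, n = 4) in the iSAN and 0.219 ± 0.162 in the sSAN (log2 fold change, sSAN over iSAN, -6.25, standard error 0.61, adjusted p = 0.047), and lower in the sSAN in 4 of 4 rats. Among the receptors, Chrm2 was at 105 ± 22.4 CPM in the sSAN and 150.1 ± 15.7 in the iSAN (log2 fold change -0.53, adjusted p = 0.429), and Ramp3, a partner of the calcitonin family of receptors, had a log2 fold change of -0.93 (adjusted p = 0.481). Kcna5, the potassium channel of the atrial ultrarapid current, was at 13.4 ± 2.30 CPM in the sSAN and 7.94 ± 2.45 in the iSAN (log2 fold change 0.75, adjusted p = 0.427). Cadps, a protein of vesicle release, had a log2 fold change of -1.02 (adjusted p = 0.357). Of 14301 genes tested, none was higher in the sSAN and Coch alone was lower, with 1398 at an unadjusted p under 0.05. DESeq2 called 61 higher and 75 lower. Coch was among the lower, and its adjusted p in the authors' deposited DESeq2 comparison was 2.7e-23. By edgeR, the call of Coch was lost with replicate as a block (adjusted p = 0.103), without the filter on low counts (adjusted p = 0.067), in the 59-day rats alone (adjusted p = 0.634) and with the Adipoq covariate (adjusted p = 0.073). Its adjusted p was 0.099 to 0.281 without any one of iSAN replicates 1, 3 and 4 and sSAN replicates 1, 2, 3 and 4. In the 70-day rats alone it was 0.016. Without iSAN replicate 2, 4 genes were lower in the sSAN. Of the study's lists, 66 ion channels, 31 receptors, 32 neural proteins and 27 transcription factors were tested, and edgeR called none over all genes, with 15, 7, 8 and 7 at an unadjusted p under 0.05. Adjusted over the list alone, 1 receptor and 2 transcription factors were lower in the sSAN. DESeq2 called 1 receptor (Chrna7), 1 neural protein and 2 transcription factors, each lower in the sSAN. The median log2 fold change was -0.20 for ion channels, -0.13 for receptors, -0.26 for neural proteins and -0.10 for transcription factors. By camera, ion channels gave adjusted p = 0.025, and adjusted p = 0.459 with an estimated correlation, and neural proteins adjusted p = 0.040, and adjusted p = 0.279 with an estimated correlation. Receptors gave adjusted p = 0.056 and transcription factors adjusted p = 0.188. Of 16 neuron markers, none was called by edgeR (1 lower when adjusted over the list alone, 6 at an unadjusted p under 0.05, 2 lower by DESeq2), and their median was -2.27 (camera adjusted p = 4.6e-05, and adjusted p = 0.428 with an estimated correlation), or -0.71 without rat 2, an alternative chosen after seeing the data.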

Differential expression patterns are observed between the sSAN and iSAN, with significant differences identified for the cardiac receptor group from gene set enrichment analysis (Supplemental Figure 6B), which is consistent with the functional differences observed between the sSAN and iSAN during autonomic stimulation. 

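Of the cardiac genes that the study draws for the sSAN, the sodium channel subunit gene Scn3a, the connexin gene Gjd3 and the potassium channel gene Kcnk5 were among those higher than in the RA. Kcnk5, a channel of background potassium current, had a log2 fold change of 0.90 in the sSAN (adjusted p = 0.023 from edgeR's quasi-likelihood test) and 1.19 in the iSAN (adjusted p = 0.0073). Gjd3, which encodes a connexin of the conduction system, had one of 1.62 in the sSAN (adjusted p = 0.0079) and 1.15 in the iSAN (adjusted p = 0.040). Scn7a, a sodium channel of glia, was at 98.5 ± 9.10 CPM (SD, n = 4) in the iSAN and 58.7 ± 7.47 in the RA (log2 fold change 0.77, adjusted p = 9.2e-04). Sema3c, a secreted guidance protein, rose by 1.31 on the log2 scale in the iSAN (adjusted p = 0.0016). Sema3c was called higher in both nodes, and in the LA too, than in the RA. The adjusted p of Kcnk5 in the sSAN was 0.052 to 0.069 without any one of RA replicates 1, 3 and 4 and sSAN replicates 1 and 2, and that of Gjd3 in the iSAN 0.054 to 0.110 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicates 2, 3 and 4. Log2 fold changes in the 59-day and the 70-day rats alone were 0.98 (adjusted p = 0.071) and 0.78 (adjusted p = 0.184) for Kcnk5 in the sSAN, 1.06 (adjusted p = 0.360) and 1.34 for Kcnk5 in the iSAN, 0.87 (adjusted p = 0.131) and 2.30 for Gjd3 in the sSAN, 1.10 (adjusted p = 0.428) and 1.22 (adjusted p = 0.088) for Gjd3 in the iSAN, 0.85 (adjusted p = 0.070) and 0.70 for Scn7a in the iSAN and 0.97 (adjusted p = 0.077) and 1.59 for Sema3c in the iSAN. An adjusted p (in brackets) at or above 0.05 came with the Adipoq covariate for Kcnk5 in the sSAN (0.334), Kcnk5 in the iSAN (0.198), Gjd3 in the iSAN (0.625) and Scn3a in the sSAN (0.317), and without rat 2 for Kcnk5 in the sSAN (0.053), Gjd3 in the iSAN (0.080) and Scn3a in the sSAN (0.063). Of 49 genes given to the sSAN, 44 were tested and 41 were higher than in the RA, while Adra2b and Bmp4 were among those that did not pass (adjusted p = 0.053 and 0.060). Chga, Chrm3, Adra2a, Adra2c and Nefm were left out by edgeR's filter on low counts, and each had an adjusted p under 0.05 in the authors' DESeq2 comparison. Of 54 genes given to the iSAN, 50 were tested and 44 were higher. Kcnd1, Adra1d, Adrb3, Nrp2, Uchl1 and Nos1 did not pass (adjusted p from 0.054 to 0.123), and genes that edgeR's filter on low counts left out included Scn9a, Adra2c and Isl1. Isl1 was not low in the iSAN relative to the sSAN (log2 fold change, sSAN over iSAN, -0.95, edgeR adjusted p = 0.589). In the authors' DESeq2 comparison of iSAN with RA its adjusted p was 7.7e-08. In a test between the nodes, none of the 21 tested genes given to 1 node alone passed by edgeR, 11 had an unadjusted p under 0.05, and DESeq2 called Chrna7 and Bmp1. The study chose these genes on these libraries, so the tallies are not independent evidence.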

Specific up-regulated DEGs from each category of the heatmap are shown for the sSAN and iSAN in Figure 4E, with overlapping genes listed in the center column. 

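Shox2 and Tbx3, transcription factors of the sinus node, were higher in both nodes than in the RA. Shox2 (ENSRNOG00000012478, chromosome 2, 164118191 to 164126783) was at 40.8 ± 14.1 CPM (SD, n = 4) in the sSAN, 45.6 ± 1.69 in the iSAN and 2.62 ± 1.19 in the RA. Its log2 fold change was 3.97 in the sSAN (standard error 0.38, adjusted p = 7.3e-04 from edgeR's quasi-likelihood test) and 4.14 in the iSAN (standard error 0.29, adjusted p = 1.7e-04). Tbx3 had a log2 fold change of 2.27 in the sSAN and 1.96 in the iSAN (adjusted p = 4.7e-04 and 2.6e-04), and Notch3, a receptor of vascular smooth muscle, 0.99 and 0.82 (adjusted p = 0.0016 and 0.0019). Tbx5, a transcription factor of heart chambers, fell by 0.88 in the sSAN and 0.64 in the iSAN (adjusted p = 0.0079 and 0.0046). Notch3 was also called higher, and Tbx5 lower, in the LA than in the RA. Tbx18, which helps form the node in the embryo, did not pass in the sSAN or the iSAN (adjusted p = 0.508 and 0.935). By age (59-day, then 70-day rats), log2 fold changes were 3.96 and 3.95 for Shox2 in the sSAN, 4.57 (adjusted p = 0.069) and 3.83 for Shox2 in the iSAN, 2.33 and 2.20 for Tbx3 in the sSAN, 2.06 (adjusted p = 0.075) and 1.88 for Tbx3 in the iSAN, -1.21 and -0.63 for Tbx5 in the sSAN, -0.63 (adjusted p = 0.310) and -0.65 for Tbx5 in the iSAN and 0.91 (adjusted p = 0.133) and 0.75 for Notch3 in the iSAN. Calls were lost, at the adjusted p in brackets, with the Adipoq covariate for Tbx5 in the sSAN (0.090), Tbx5 in the iSAN (0.104) and Notch3 in the iSAN (0.051). Of the 29 factors that the study draws, 13 were higher and 2 lower of 27 tested in the sSAN, and 14 higher and 4 lower of 26 tested in the iSAN. Between the nodes none of 27 passed by edgeR, and DESeq2 called Bmp1 (adjusted p = 0.014) and Tbx20 (adjusted p = 0.023), both lower in the sSAN.

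**Figure D2:**
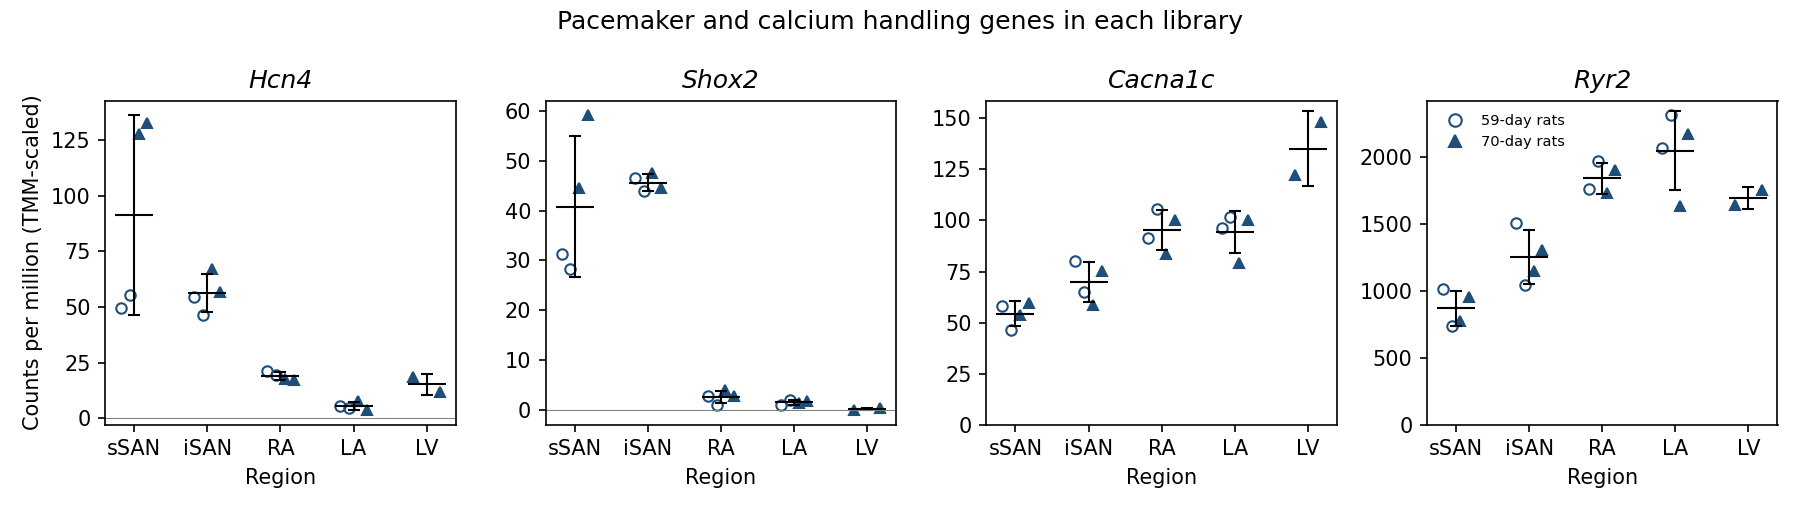
TMM-scaled CPM of Hcn4, Shox2, Cacna1c and Ryr2 in each library by region of the rat heart. Open circles are 59-day rats and filled triangles are 70-day rats, the horizontal bar is the mean and the error bar the SD.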

FPKM values for transcription factors across tissues are shown in Figure 4F, and common ion channels and surface receptors associated with spontaneous diastolic depolarization are shown for the nodal and RA tissues in Figure 5.

### EFFECTS OF PHARMACOLOGICAL INTERVENTION ON HUMAN SAN ACTIVITY.

Similar to the intact ex vivo rat SAN experiments, we optically mapped intact human RA preparations containing the SAN pacemaking complex (Figure 6A). Here, the average ex vivo human HR at baseline was 71.45 ± 2.91 beats/min, which decreased to 63.52 ± 9.92 beats/min with 500-nM ACh and increased to 101.20 ± 25.25 with 100-nM ISO (n = 3) (Figure 6B). Similar to the rat RA, the spatial distribution of leading pacemaker sites of the human RA fits into 2 binary logistic regression curves (sSAN: 0.90 ± 0.05 AU; iSAN: 0.36 ± 0.09 AU) when plotted against corresponding HR (range 52.50 to 118.40 beats/min). Unlike the rat heart, however, the human heart did not display the same preferential sSAN activity with adrenergic stimulation or iSAN activity with muscarinic stimulation. Nevertheless, complete regional dominance of the iSAN was still identified in situations of low HRs (<66.00 beats/min), while the sSAN dominated at high HRs (>81.00 beats/min) in the human heart. Representative optical activation maps are shown in Figure 6C, and a novel schematic indicating the physiological presence of both a superior and inferior pacemaker region from the compilation of ex vivo leading pacemaker points in the human heart is displayed in Figure 6D.

### RNA SEQUENCING OF HUMAN sSAN AND iSAN.

RNA sequencing was performed on human tissues that were not used for functional experiments in an additional 3 hearts for SAN tissues and 5 hearts for myocardial tissues (Supplemental Table 1). Although there were no DEGs observed between the 2 sSAN and iSAN regions, the human sSAN possessed 4-fold as many up-regulated DEGs and 2-fold as many down-regulated DEGs (p_adj_ < 0.05) than the iSAN when compared with RA genes (Figure 6E). Even with more stringent statistical boundaries (p_adj_ < 0.01, FC > 3), there were still hundreds of DEGs observed for both regions (Figure 6F). Leukocyte migration, positive regulation of cytokine production, and cell chemotaxis were among the most significantly enriched GOs for both the human sSAN and iSAN (Supplemental Figure 7A). In observing a heatmap of genes known to play a role in cardiac function (Figure 4G, Supplemental Figure 8), gene set enrichment analysis found no significant differences between the sSAN and iSAN in any of the 4 gene sets examined for the human (data not shown). The full list of the genes of interest with corresponding FPKM (fragments per kilobase of transcript per million mapped reads) values for the human heart is shown in Supplemental Table 4. Comparisons of common cardiac transcription factors are shown for the human sSAN, iSAN, RA, and left atrium in Figure 6H.

## DISCUSSION

Here, we show that the healthy, denervated ex vivo isolated rat and human RA both exhibit 2 distinct clusters of functional pacemaking activity specifically located near the SVC and IVC—denoted here as the sSAN and iSAN—which preferentially control high and low HRs, respectively (Central Illustration). Previous reports from various species (3,12,29–33) have also demonstrated that leading pacemaker sites can and generally do move toward an inferior location within the SAN with high vagal tone (in addition to activity from the atrioventricular node or atrioventricular ring) (34), but this inferior, or “backup,” pacemaker located near the IVC has not yet been fully characterized. With the application of state-of-the-art optical mapping and novel signal processing techniques on a beat-to-beat basis, we observed a clear phenomenon of 2 distinct RA pacemaking regions over the entire range of SAN-initiated physiological HRs in the healthy rat heart and over a normal range of physiological HRs in the healthy human heart. Additionally, these leading pacemaker sites, sSAN and iSAN, within the pacemaker complex do not appear to show gradual shifting capabilities when the intrinsic HR is altered, but rather they cluster into 2 discrete anatomical regions of automaticity, “jumping” between the 2 sites when HR is altered. Tissue-level RNA sequencing confirmed unique, distinctive mRNA profiles for both the sSAN and iSAN regions, suggesting the ability of the iSAN to behave as its own dominant pacemaker and thus providing a second available pacemaking region within the SAN complex to achieve the full range of physiological HRs when the sSAN is silent.

### DUAL SAN PACEMAKERS IN THE RAT RA.

Although the ex vivo intact healthy rat sSAN was shown to only dominate at normal-to-high physiological HRs, we found that the physically separated iSAN can robustly support almost the entire range of physiological HRs. These findings agree with previously held notions that a “latent” pacemaker can serve as a “dominant” pacemaker when cells with higher automaticity have been suppressed or removed (4), as well as the knowledge that latent pacemaking activity occurs close to the IVC (29). This also sheds new light on the important functionality of the iSAN, a structure that has otherwise only minimally been studied to date.

Interestingly, under failing conditions, only one SAN region remained present. Though SNRT analyses initially suggested that the rat SAN was not detrimentally affected by the severe and aggressive form of left ventricular hypertrophy via ascending aortic constriction, optical mapping identified distinct functional changes of the SAN complex in end-stage heart failure. Though only functionally explored in this paper, the failing rat heart findings emphasize the importance and rationale of 2 distinct pacemaking clusters for normal, healthy hearts to achieve the wide range of physiological HRs.

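Over a longer list of genes of the sinus node, more were higher than lower in both nodes. Of 17 genes of the SAN core program, listed before the data were examined, 9 were higher and 4 lower in the sSAN (10 and 4 when adjusted over the list alone). Of 16 in the iSAN, 9 were higher and 4 lower (the same counts when adjusted over the list alone). The lower genes were the same in both nodes, namely the calcium channel genes Cacna1d, Cacna1g and Cacna2d2 and Rgs6, a regulator of muscarinic signaling. Cacna1g, Cacna2d2 and Rgs6 were also called lower in the LA than in the RA. The genes of the list had a median log2 fold change of 1.62 in the sSAN and 1.11 in the iSAN. By camera they ranked above other genes in the sSAN (adjusted p = 1.5e-05, and adjusted p = 0.310 with an estimated correlation) and in the iSAN (adjusted p = 8.2e-06, and adjusted p = 0.100 with an estimated correlation). The sSAN count of lower genes was 2 without any one of RA replicates 1 and 2. In the 59-day rats alone 7 were higher in the sSAN and 1 in the iSAN, and in the 70-day rats alone 10 and 7. Lower at these ages were 2 and 0, and 4 and 4. The list's median log2 fold change in the 59-day and 70-day rats was 0.87 and 2.20 in the sSAN and 1.00 and 1.22 in the iSAN. Under the Adipoq covariate 11 were higher in the sSAN and 8 in the iSAN, and 0 and 0 were lower, so that each of the lower calls was lost. Comparing the nodes, edgeR and DESeq2 called none, and 3 had an unadjusted p under 0.05.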

Relative to the RA, both the sSAN and iSAN in the healthy rat were found to contain a number of cardiac ion channels known to play a predominant role in pacemaking activity (Figures 4 and 5). Specifically, both nodal tissues expressed significantly higher levels of the voltage membrane currents *HCN1*, *HCN4*, *Scn3a* (Nav1.3), and *Kcnk1* (TWIK1). However, neither of the calcium channels known to play a role in nodal activity was found to be relatively higher in either nodes; the 2 L-type calcium channels *Cacna1c* (CaV1.2) and *Cacna1d* (CaV1.3) as well as the 2 T-type calcium channels *Cacna1h* (CaV3.2) and *Cacna1g* (CaV3.1) were significantly higher in the right atria. However, calmodulin (CALM1), which is known to play a role in calcium binding and the regulation of HR, was higher in both nodes respective to the adjacent myocardium.

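Channel genes Hcn4, Scn3a and Kcnk1 were higher in both nodes than in the RA. Scn3a and Kcnk1 were also called higher in the LA than in the RA, while Hcn4 was lower there. Hcn4, the main pacemaker channel of the node (ENSRNOG00000009450, chromosome 8, 63600663 to 63639654), was at 91.3 ± 45.0 CPM (SD, n = 4) in the sSAN, 56.2 ± 8.48 in the iSAN and 18.9 ± 1.91 in the RA. Its log2 fold change was 2.29 in the sSAN (standard error 0.34, adjusted p = 0.0033 from edgeR's quasi-likelihood test) and 1.60 in the iSAN (standard error 0.12, adjusted p = 8.9e-05). Scn3a, a sodium channel mostly of neurons, was at 2.31 ± 1.5 CPM in the sSAN, 2.61 ± 0.867 in the iSAN and 0.504 ± 0.226 in the RA (log2 fold change 2.19 and 2.38, adjusted p = 0.015 and 0.0026). Kcnk1, a background potassium channel, was at 2.70 ± 0.829, 1.85 ± 0.706 and 0.335 ± 0.206 CPM (log2 fold change 3.00 and 2.47, adjusted p = 0.0039 and 0.010). In the 59-day and the 70-day rats alone, log2 fold changes were 1.38 and 2.90 for Hcn4 in the sSAN, 1.32 (adjusted p = 0.056) and 1.88 for Hcn4 in the iSAN, 3.10 and 1.04 (adjusted p = 0.239) for Scn3a in the sSAN, 2.75 (adjusted p = 0.141) and 2.08 for Scn3a in the iSAN, 3.92 and 2.32 for Kcnk1 in the sSAN and 2.76 (adjusted p = 0.283) and 2.33 for Kcnk1 in the iSAN. An adjusted p (in brackets) at or above 0.05 came with the Adipoq covariate for Scn3a in the sSAN (0.317), Scn3a in the iSAN (0.059) and Kcnk1 in the iSAN (0.154), and without rat 2 for Scn3a in the sSAN (0.063). The covariate and the fit without rat 2 were chosen after seeing the data. Between the nodes the adjusted p was 0.529 for Hcn4, 0.906 for Scn3a and 0.612 for Kcnk1.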

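The 4 calcium channel genes were lower in both nodes than in the RA. Cacna1g and Cacna1h were also called lower in the LA than in the RA, and Cacna1c and Cacna1d were not. Cacna1c, the main L-type channel of the working heart (ENSRNOG00000007090, chromosome 4, 150641066 to 150829913), was at 54.4 ± 5.95 CPM (SD, n = 4) in the sSAN, 69.7 ± 9.77 in the iSAN and 95.2 ± 9.69 in the RA (log2 fold change -0.80 and -0.42, adjusted p = 0.0021 and 0.031) from edgeR's quasi-likelihood test. Cacna1d, the L-type channel that opens at lower voltages, was at 15.0 ± 4.50 CPM in the sSAN, 17.2 ± 5.17 in the iSAN and 36.5 ± 5.71 in the RA (log2 fold change -1.26 and -1.05, adjusted p = 0.0058 and 0.012). Of the T-type channels, Cacna1h was at 26.1 ± 12.3 CPM in the sSAN, 33.0 ± 7.14 in the iSAN and 60.4 ± 5.94 in the RA (log2 fold change -1.20 and -0.84, adjusted p = 0.047 and 0.0063). Cacna1g was at 122 ± 41.1 CPM in the sSAN, 155 ± 12.9 in the iSAN and 241 ± 31.8 in the RA (log2 fold change -0.97 and -0.60, adjusted p = 0.020 and 0.0046). The adjusted p of Cacna1c in the iSAN was 0.061 to 0.084 without any one of RA replicates 1, 2 and 4 and iSAN replicates 2 and 3. That of Cacna1h in the sSAN was 0.064 to 0.097 without any one of RA replicates 1, 2, 3 and 4 and sSAN replicates 1 and 4, and that of Cacna1g in the sSAN was 0.051 to 0.060 without any one of RA replicates 1 and 2. Calls were lost, at the adjusted p in brackets, with the Adipoq covariate for Cacna1c in the iSAN (0.388), Cacna1d in the sSAN (0.118), Cacna1d in the iSAN (0.172), Cacna1h in the sSAN (0.568), Cacna1h in the iSAN (0.136), Cacna1g in the sSAN (0.347) and Cacna1g in the iSAN (0.115), and without rat 2 for Cacna1c in the iSAN (0.142), and without the filter on low counts for Cacna1h in the sSAN (0.099), and with all 5 regions in the fit for Cacna1h in the iSAN (0.057), and with replicate as a block for Cacna1g in the sSAN (0.056). So with the covariate, chosen after seeing the data, only the call of Cacna1c in the sSAN was kept. Log2 fold changes in the 59-day and the 70-day rats alone were -0.90 and -0.71 for Cacna1c in the sSAN, -1.47 (adjusted p = 0.063) and -1.08 for Cacna1d in the sSAN, -1.60 (adjusted p = 0.226) and -0.92 for Cacna1h in the sSAN and -1.49 and -0.53 for Cacna1g in the sSAN. By age (59-day, then 70-day rats), log2 fold changes were -0.43 (adjusted p = 0.360) and -0.42 (adjusted p = 0.150) for Cacna1c in the iSAN, -1.05 (adjusted p = 0.335) and -1.05 for Cacna1d in the iSAN, -0.83 (adjusted p = 0.332) and -0.85 for Cacna1h in the iSAN and -0.76 (adjusted p = 0.174) and -0.43 for Cacna1g in the iSAN.
Of 22 genes of the calcium clock, the cycle of calcium release that helps drive the pacemaker, 14 were lower and 1 higher in the sSAN (14 and 2 when adjusted over the list alone). In the iSAN 10 were lower and 2 higher (14 and 2 when adjusted over the list alone). Ryr2, the calcium release channel of the sarcoplasmic reticulum, fell by 1.07 on the log2 scale in the sSAN (adjusted p = 0.0017 from edgeR's quasi-likelihood test). The count of lower genes was 7 without any one of RA replicates 1 and 3 and 9 without RA replicate 2 in the sSAN. In the iSAN it was 3 without iSAN replicate 3, 4 without any one of RA replicates 1 and 4 and 5 without any one of RA replicates 2 and 3. The count of higher genes was 0 without RA replicate 4 and 2 without any one of sSAN replicates 3 and 4 in the sSAN, and 1 without any one of RA replicates 1, 2 and 4 and iSAN replicate 3 in the iSAN. Among the 59-day rats alone 10 were lower in the sSAN and 0 in the iSAN, and in the 70-day rats alone 12 and 11. Higher in the sSAN and the iSAN were 4 and 0 in the 59-day rats, and 0 and 0 in the 70-day rats. The list's median in the 59-day and 70-day rats was -0.87 and -0.52 in the sSAN and -0.31 and -0.41 in the iSAN. With replicate as a block 13 and 13 were lower. With the Adipoq covariate 5 were lower in the sSAN and 0 in the iSAN, and the median log2 fold change went from -0.70 to -0.32 and from -0.37 to -0.13. By camera they ranked below other genes in the sSAN (adjusted p = 5.0e-07, and adjusted p = 0.177 with an estimated correlation) and in the iSAN (adjusted p = 1.6e-04, and adjusted p = 0.315 with an estimated correlation). Between the nodes their median log2 fold change was -0.23 (camera adjusted p = 2.0e-04, and adjusted p = 0.409 with an estimated correlation), edgeR and DESeq2 called none, and 5 had an unadjusted p under 0.05.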

In terms of unique genetic profiling, the relative density of certain adrenergic receptors and neuronal proteins might explain preferential activation of one SAN region over the other. For instance, only the sSAN displayed statistically higher expression levels of the alpha-2B adrenergic receptor and tyrosine hydroxylase, while only the iSAN expressed high levels of the cholinergic nicotinic receptor, Chrna7. Also interesting is the high number of metabolic markers that were uniquely identified in the sSAN; this confirms the “textbook” or sSAN’s unique ability to recover from severe hypoxic conditions that irreversibly damage the working myocardium (35) and further explains the ability of the healthy rat sSAN in this study to readily recover with high HRs, even after rendered functionally silent by ACh administration. Such findings warrant further investigations.

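Transcripts of Th, which encodes the enzyme that starts catecholamine synthesis (ENSRNOG00000020410, chromosome 1, 216073031 to 216080287), were at 0.987 ± 0.198 CPM (SD, n = 4) in the sSAN and 0.302 ± 0.271 in the iSAN, and had 0 counts in the RA. In the sSAN Th was at least 26.9-fold higher than in the RA (adjusted p = 0.0021 from edgeR's quasi-likelihood test, 0.013 in the 59-day and 0.016 in the 70-day rats). In the iSAN it had too few counts to be tested against the RA, and between the nodes its log2 fold change was 1.62 (adjusted p = 0.491). Adra2b, the alpha-2B adrenergic receptor, was at 1.28 ± 0.193 CPM in the sSAN, 0.857 ± 0.319 in the iSAN and 0.526 ± 0.314 in the RA. It did not pass in the sSAN (log2 fold change 1.28, standard error 0.41, adjusted p = 0.053, or 0.034 by DESeq2 and 0.028 without RA replicate 4). Between the nodes the log2 fold change of Adra2b was 0.56 (adjusted p = 0.584). Chrna7, the alpha-7 nicotinic acetylcholine receptor (ENSRNOG00000010853, chromosome 1, 123899657 to 124039196), was at 1.88 ± 1.34 CPM in the iSAN and 0.204 ± 0.242 in the RA (log2 fold change 3.17, standard error 0.90, adjusted p = 0.043). Its adjusted p was 0.051 to 0.101 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicates 2 and 3, 0.050 with replicate as a block, 0.077 without the filter on low counts, 0.396 with the Adipoq covariate, 0.127 without rat 2, 0.317 in the 59-day rats and 0.023 in the 70-day rats. Between the nodes Chrna7 had 12 counts in the sSAN and 157 in the iSAN (log2 fold change -3.61, adjusted p = 0.290, or 8.1e-04 by DESeq2).
Of 9 neuron markers tested in the sSAN, 5 were higher than in the RA, and of 10 in the iSAN, 6 (5 and 7 when adjusted over the list alone). In LA and RA, 6 neuron markers had enough counts to be tested. In the sSAN 1 was lower when adjusted over the list alone, and DESeq2 called 1 lower. The iSAN count was 2 without RA replicate 4, 3 without any one of RA replicates 2 and 3 and iSAN replicate 3 and 10 without iSAN replicate 1. In the 59-day rats alone it was 0, and in the 70-day rats alone 13. The iSAN median at these ages was 2.995 over 10 markers and 5.96 over 16 markers. By camera they ranked above other genes in the sSAN (adjusted p = 9.7e-04, and adjusted p = 0.131 with an estimated correlation) and in the iSAN (adjusted p = 6.2e-05, and adjusted p = 0.315 with an estimated correlation). Under the Adipoq covariate 4 were higher in the sSAN and 3 in the iSAN, and the median log2 fold change went from 1.62 to 1.62 and from 3.43 to 1.31. Of 24 neuron markers with enough counts in the iSAN libraries, iSAN replicate 2 was the highest of the 4 in 22. The median log2 fold change of the iSAN went from 3.43 to 2.29 without rat 2, an alternative chosen after seeing the data, with 6 higher. From these receptors and neuronal proteins, the paper proposes that their density could explain why one node is activated over the other.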

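Most mitochondrially encoded genes, and some nuclear genes of energy metabolism, were higher in the sSAN than in the RA. Mt-nd3, a subunit of respiratory complex I, was at 4992 ± 999 CPM (SD, n = 4) in the sSAN, 3135 ± 840.0 in the iSAN and 2488 ± 242 in the RA (log2 fold change 1.02 in the sSAN, adjusted p = 0.0049 from edgeR's quasi-likelihood test). Idh3b, a subunit of isocitrate dehydrogenase in the citric acid cycle, rose by 0.87 on the log2 scale in the sSAN (adjusted p = 0.013), and Auh, an enzyme of leucine breakdown, by 0.75 (adjusted p = 0.0054). Cyc1, a subunit of respiratory complex III, rose by 0.51 (adjusted p = 0.017, and 0.055 to 0.061 without any one of RA replicates 2 and 3). In the 59-day and the 70-day rats alone, log2 fold changes were 1.05 and 0.97 for Mt-nd3 in the sSAN, 1.23 and 0.42 for Idh3b in the sSAN, 1.04 and 0.42 for Auh in the sSAN and 0.68 and 0.31 (adjusted p = 0.058) for Cyc1 in the sSAN. In the sSAN, 10 of 12 mitochondrially encoded genes, 8 of 17 of the citric acid cycle, 7 of 20 of oxidative phosphorylation and 7 of 19 of amino acid catabolism were higher, and 2 of 17 of glycolysis. Adjusted over the list alone, the counts were 12, 12, 11, 7 and 1. The count for mitochondrially encoded genes was 6 without any one of RA replicates 2 and 4, for the citric acid cycle 1 without RA replicate 2 and 3 without any one of RA replicates 1, 3 and 4 and sSAN replicate 1, and for amino acid catabolism 3 without RA replicate 2. For oxidative phosphorylation it was 0 without any one of RA replicates 2 and 3, 1 without RA replicate 1 and 3 without any one of RA replicate 4 and sSAN replicate 1, and for glycolysis 0 without RA replicate 2 and 1 without any one of RA replicates 1, 3 and 4 and sSAN replicates 1 and 2. Among the 59-day rats alone they were 6, 12, 7, 10 and 5, in the 70-day rats alone 4, 3, 0, 1 and 0, with the Adipoq covariate 1, 0, 0, 0 and 0, and without rat 2 7, 3, 0, 3 and 0. Lower were 3 glycolysis genes and 1 of oxidative phosphorylation in the 59-day rats, and 1 of amino acid catabolism in the 70-day rats. With the covariate 1 gene each of glycolysis and amino acid catabolism was lower, and without rat 2 1 of glycolysis. With replicate as a block the counts of higher genes were 8, 5, 5, 7 and 2, and 3 glycolysis genes were lower (DESeq2 called 3 lower). The covariate took the median log2 fold change from 1.09 to 0.64 for mitochondrially encoded genes, from 0.59 to 0.12 for the citric acid cycle, from 0.33 to 0.18 for oxidative phosphorylation and from 0.29 to 0.11 for amino acid catabolism. An adjusted p (in brackets) at or above 0.05 came with the Adipoq covariate for Idh3b in the sSAN (0.240), Auh in the sSAN (0.066) and Cyc1 in the sSAN (0.214), and without rat 2 for Cyc1 in the sSAN (0.064).
In the iSAN, edgeR and DESeq2 called no gene of the mitochondrial genome, the citric acid cycle or oxidative phosphorylation, with 4, 0 and 1 at an unadjusted p under 0.05. Of amino acid catabolism, 1 gene was higher and 1 lower, and 4 of 17 glycolysis genes were lower, counts that adjustment over the list alone left unchanged. The lower glycolysis genes were 1 without any one of RA replicates 3 and 4 and iSAN replicate 3 and 2 without any one of RA replicates 1 and 2 and iSAN replicate 2, and the higher gene of amino acid catabolism 0 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicate 4. By camera, mitochondrially encoded genes ranked above other genes in the sSAN (adjusted p = 1.0e-07, and adjusted p = 0.310 with an estimated correlation), as did the citric acid cycle (adjusted p = 0.0010, and adjusted p = 0.565 with an estimated correlation). Oxidative phosphorylation gave adjusted p = 0.039, and adjusted p = 0.569 with an estimated correlation (0.166 with replicate as a block), and amino acid catabolism adjusted p = 0.017, and adjusted p = 0.569 with an estimated correlation (0.070 with replicate as a block). Glycolysis gave adjusted p = 0.993 in the sSAN, and adjusted p = 0.020, and adjusted p = 0.426 with an estimated correlation in the iSAN. The other lists gave adjusted p = 0.082, 0.866, 0.449 and 0.832 in the iSAN. Between the nodes edgeR called no gene of the 5 lists, with 10, 7, 6, 10 and 4 at an unadjusted p under 0.05 in the order above, and DESeq2 called 1 mitochondrially encoded gene and 1 of oxidative phosphorylation, both higher in the sSAN. Adjusted over the list alone, 10 mitochondrially encoded genes and 1 of oxidative phosphorylation were higher. As sets they ranked higher in the sSAN than in the iSAN. Mitochondrially encoded genes had a median log2 fold change of 0.75 (camera adjusted p = 1.4e-11, and adjusted p = 0.279 with an estimated correlation), and the citric acid cycle 0.43 (adjusted p = 8.7e-08, and adjusted p = 0.350 with an estimated correlation). Oxidative phosphorylation had 0.31 (camera adjusted p = 1.3e-06, and adjusted p = 0.336 with an estimated correlation), amino acid catabolism 0.26 (adjusted p = 2.0e-06, and adjusted p = 0.326 with an estimated correlation) and glycolysis 0.18 (adjusted p = 0.0053, and adjusted p = 0.279 with an estimated correlation).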

### DUAL SAN PACEMAKERS IN THE HUMAN RA.

Although the denervated human hearts in this study also displayed 2 spatially different pacemaking regions, preference for sSAN or iSAN initiation did not appear to solely depend on pharmacological intervention; the human sSAN could sometimes initiate in the presence of ACh, and the iSAN could sometimes initiate in the presence of ISO. Likely, this was due to an insufficient washout step which was limited due to the short lifetime of the perfused preparation, leaving residual “opposing” pharmacological stimuli effects in the tissue prior to the onset of the pharmacological stimulus. Additionally, though the human donor hearts taken for optical mapping studies in our lab are prescreened for underlying heart conditions, several other factors (e.g., age, sex, comorbidities, downtime, cardioplegic arrest, etc.) may contribute to heterogeneous functioning of the human SAN (mean human heart age in this study was 51 years). Still, the clear evidence of 2 distinct pacemakers in the human heart support the conclusion of spatial preferential control of high and low physiological HRs.

Tissue-level RNA sequencing data from the human SAN tissues extracted for this study did not identify markedly different levels of pacemaking specific ion channels (e.g., HCN1 or HCN4) or connexins (e.g., Cx40 or Cx43) between either pacemakers or atrial myocardium, indicating significant presence of remnant atrial tissue present in the nodal tissue samples. This is an apparent limitation of tissue-level RNA sequencing for large mammalian hearts, in which only very small spatial samples are used for analysis. Regardless, the high number of SAN-specific developmental transcription factors in both nodal regions support the hypothesis that the large region of tissue between the SVC-IVC axis is derived from the same cells during development, making this entire region capable of pacemaking activity. Future single-cell RNA sequencing studies will be required to address this limitation and further support this hypothesis.

### STUDY LIMITATIONS.

In addition to the novel findings presented here, several limitations are still noted. First, although the presence of only one active pacemaking region was found to be evident in the failing rat heart, our particular left ventricular hypertrophy model of end-stage heart failure did not elicit a bradycardic or sick sinus syndrome response. As a result, it can only be speculated how the sSAN and iSAN adapt under more physiologically relevant SA nodal failing conditions. Future studies should investigate regional SAN activity in a variety of heart failure models and correlate functional findings with cell- or tissue-level gene expression. Second, tissue-level RNA sequencing may have limitations for detailed investigations of SA nodal activity. Although we were able to observe certain similarities between the sSAN and iSAN in comparison with the neighboring myocardium, the manual dissection of these regions for RNA sequencing could only be based on functional findings from other hearts. We observed variability of pacemaking activity both within and across hearts, so the accurate anatomical dissection of true sSAN or iSAN for sequencing could only be assumed. Additionally, large amounts of atrial-specific genetic markers were still evident in the nodal regions, indicating that tissues along the SVC-IVC region contain variable amounts of nodal and myocardial cells. 

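Atrial genes were at high levels in the nodes and lower than in the RA. Myl7 was at 3848 ± 309.8 CPM (SD, n = 4) in the iSAN and 3779.9 ± 1645 in the sSAN, with a log2 fold change of -0.62 in the iSAN (adjusted p = 0.0040 from edgeR's quasi-likelihood test). Sln, which encodes an inhibitor of the calcium pump in atrial muscle, was at 1165 ± 140.2 CPM in the iSAN and 1882 ± 90.4 in the RA (log2 fold change -0.66, adjusted p = 0.0030). Kcnj3, a channel of the acetylcholine-gated potassium current, was at 129 ± 33.9 in the sSAN and 296 ± 18.2 in the RA (log2 fold change -1.18, adjusted p = 0.0033). Kcnj3 was called lower in both nodes, and in the LA too, than in the RA. Nebl, a protein of the Z-disk, fell by 1.13 in the sSAN and 0.68 in the iSAN (adjusted p = 0.0011 and 0.0054). Log2 fold changes in the 59-day and the 70-day rats alone were -0.67 (adjusted p = 0.265) and -0.57 for Myl7 in the iSAN, -0.73 (adjusted p = 0.202) and -0.60 for Sln in the iSAN, -1.28 (adjusted p = 0.055) and -1.12 for Kcnj3 in the sSAN, -1.09 and -1.19 for Nebl in the sSAN and -0.63 (adjusted p = 0.328) and -0.74 for Nebl in the iSAN. Calls were lost, at the adjusted p in brackets, with the Adipoq covariate for Myl7 in the iSAN (0.076), Sln in the iSAN (0.074), Kcnj3 in the sSAN (0.066) and Nebl in the iSAN (0.127), and with all 5 regions in the fit for Myl7 in the iSAN (0.059) and Sln in the iSAN (0.072). Of 13 genes of the atrial working myocardium, 8 were lower in the sSAN and 10 in the iSAN, and none was higher by edgeR or DESeq2 (adjusted over the list alone, 9 and 12 lower). Of 14 sarcomere genes, 6 were lower in the sSAN and 8 in the iSAN, and none was higher by edgeR or DESeq2 (adjusted over the list alone, 7 and 12 lower). The atrial count was 3 without any one of RA replicates 2, 3 and 4 and 4 without RA replicate 1 in the sSAN, and 6 without RA replicate 3 in the iSAN. The sarcomere count in the iSAN was 3 without any one of RA replicate 4 and iSAN replicate 3, 4 without RA replicate 3 and 5 without any one of RA replicates 1 and 2. In the 59-day rats alone 5 atrial and 12 sarcomere genes were lower in the sSAN and 0 and 0 in the iSAN, and in the 70-day rats alone 8 and 6, and 10 and 3. Medians in the iSAN at these ages were -0.66 and -0.60 for atrial and -0.39 and -0.37 for sarcomere genes. With replicate as a block the counts were 8 and 7 in the sSAN, and 12 and 12 in the iSAN. With the Adipoq covariate they were 0 and 1 in the sSAN, and 1 and 0 in the iSAN. Atrial medians then went from -0.80 to -0.37 and from -0.66 to -0.45, and sarcomere medians from -0.56 to -0.06 and from -0.38 to -0.17. By camera, atrial genes ranked below other genes in the sSAN (adjusted p = 1.3e-07, and adjusted p = 0.307 with an estimated correlation) and in the iSAN (adjusted p = 2.9e-11, and adjusted p = 0.176 with an estimated correlation). Sarcomere genes gave adjusted p = 5.0e-07, and adjusted p = 0.327 with an estimated correlation in the sSAN, and adjusted p = 3.1e-07, and adjusted p = 0.253 with an estimated correlation in the iSAN. Comparing the nodes, edgeR and DESeq2 called none of either list, with 0 atrial and 1 sarcomere genes at an unadjusted p under 0.05. Camera gave adjusted p = 0.028, and adjusted p = 0.609 with an estimated correlation for atrial genes, and adjusted p = 0.027, and adjusted p = 0.609 with an estimated correlation for sarcomere genes.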

Future studies should employ more specific cell-level RNA sequencing for more representative findings. Lastly, the findings from the intact and cut ex vivo rat SAN may present some results that could not be fully accounted for, as we physically cut through the nodal tissues, myocardial tissues, and areas of ganglionated plexi when separating the sSAN and iSAN. In addition to aberrant pacemaking activity at the edges of the cut tissues, general pathways of neuronal activity between the ganglionated plexi and nodal tissues in the rat heart are still not well understood. Physical separation of the nodal regions from their neighboring ganglionated plexi could have uniquely affected HR results and leading pacemaker site locations.

## CONCLUSIONS

Overall, in addition to contributing to basic biomedical science, the results presented here shed new light on the functionality of the heterogeneous pacemaking complex and offer a more complete understanding of the origin of the heartbeat. It is theorized that more than one distinct pacemaker site allows for the coordinated and integrated firing of nodal tissue to achieve a range of physiological HRs, particularly when these HRs change rapidly. These findings are particularly important for elucidating, and thus potentially clinically overcoming, pathological conditions such as SAN dysfunction, ectopic beats during atrial arrhythmias, junctional rhythms, and HR variability related to sudden cardiac death. Future studies should look at other potential pacemaker regions located near orifices of the coronary sinus and pulmonary veins using single-cell RNA sequencing and single-cell electrophysiology techniques. These studies should be also carried out in human hearts with a history of atrial arrhythmias, which tend to originate from these regions.

## Supplementary Material

mmc1

## Figures and Tables

**FIGURE 1:**
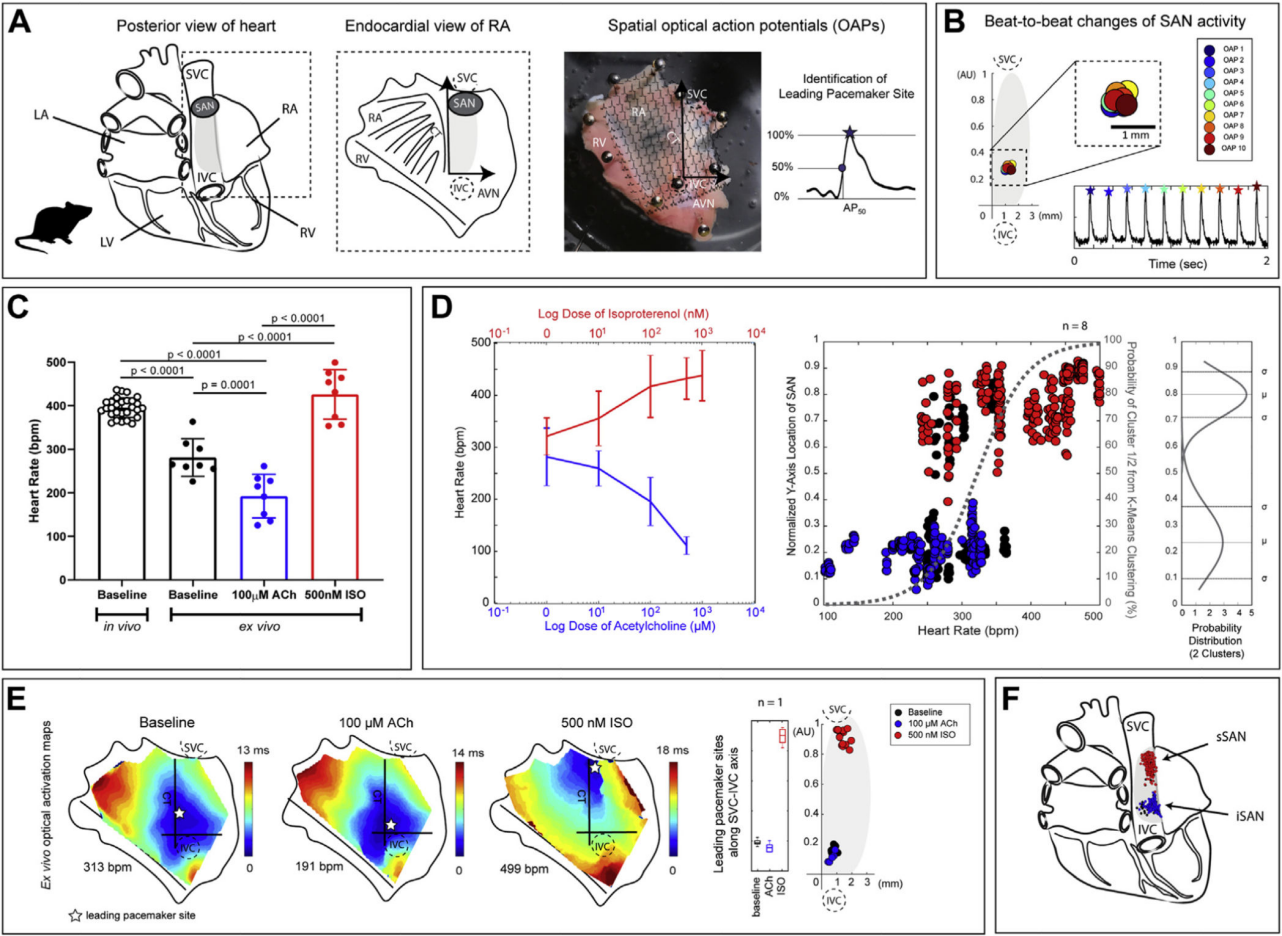
Functional Evidence of sSAN and iSAN in the Isolated Ex Vivo Rat Heart **(A) (Left)** Schematic of the posterior view of the rat heart with the “textbook” location of the sinoatrial node (SAN) located at the junction of the superior vena cava (SVC) and right atria (RA). **(Middle)** Schematic of the endocardial view of the isolated RA. **(Right)** Representative image of an isolated RA preparation of the rat heart overlaid with optical action potentials (OAPs) (time 100 ms). The leading pacemaker site is identified as the location within the preparation that displays the earliest activation time as identified during the upstroke by 50% of the OAP amplitude (AP_50_). **(B)** Representative OAPs for 10 consecutive beats over a 2-s optical recording. Points are replotted onto a new y-axis in arbitrary units (AU) along the crista terminalis (CT) between the inferior vena cava (IVC) to the SVC and normalized between 0 and 1. **(C)** Intrinsic heart rates (HRs) of in vivo (8 to 12 weeks of age; n = 7) rat hearts and ex vivo (8 to 12 weeks of age; n = 8) rat SANs. **(D) (Left)** HR changes caused by the administration of ACh or ISO in all rats (n = 8). **(Middle)** Normalized locations of leading pacemaker sites under baseline conditions **(black)**, ACh **(blue)**, and ISO **(red)** plotted against corresponding HRs. Points were assigned to 1 of 2 cluster locations (superior or inferior) and fitted with a logistic regression curve using k-means clustering analysis **(gray dashed line)**. **(Right)** The two clusters are fitted with a normal probability distribution (μ = mean, σ = standard deviation). Representative activation maps of an isolated RA tissue preparation during baseline sinus rhythm, high parasympathetic stimulation (100-mM acetylcholine chloride [ACh]), and high sympathetic stimulation (500-nM isoproterenol [ISO]). Points are replotted onto the new axis on a beat-to-beat basis and color-coded according to corresponding condition (baseline = **black**, ACh = **blue**, ISO = **red**). **(F)** New schematic of the posterior view of the rat heart with 2 spatially unique pacemakers: the superior SAN (sSAN) and inferior SAN (iSAN). A AVN = atrioventricular node; LA = left atria; RV = right ventricle.

**FIGURE 2:**
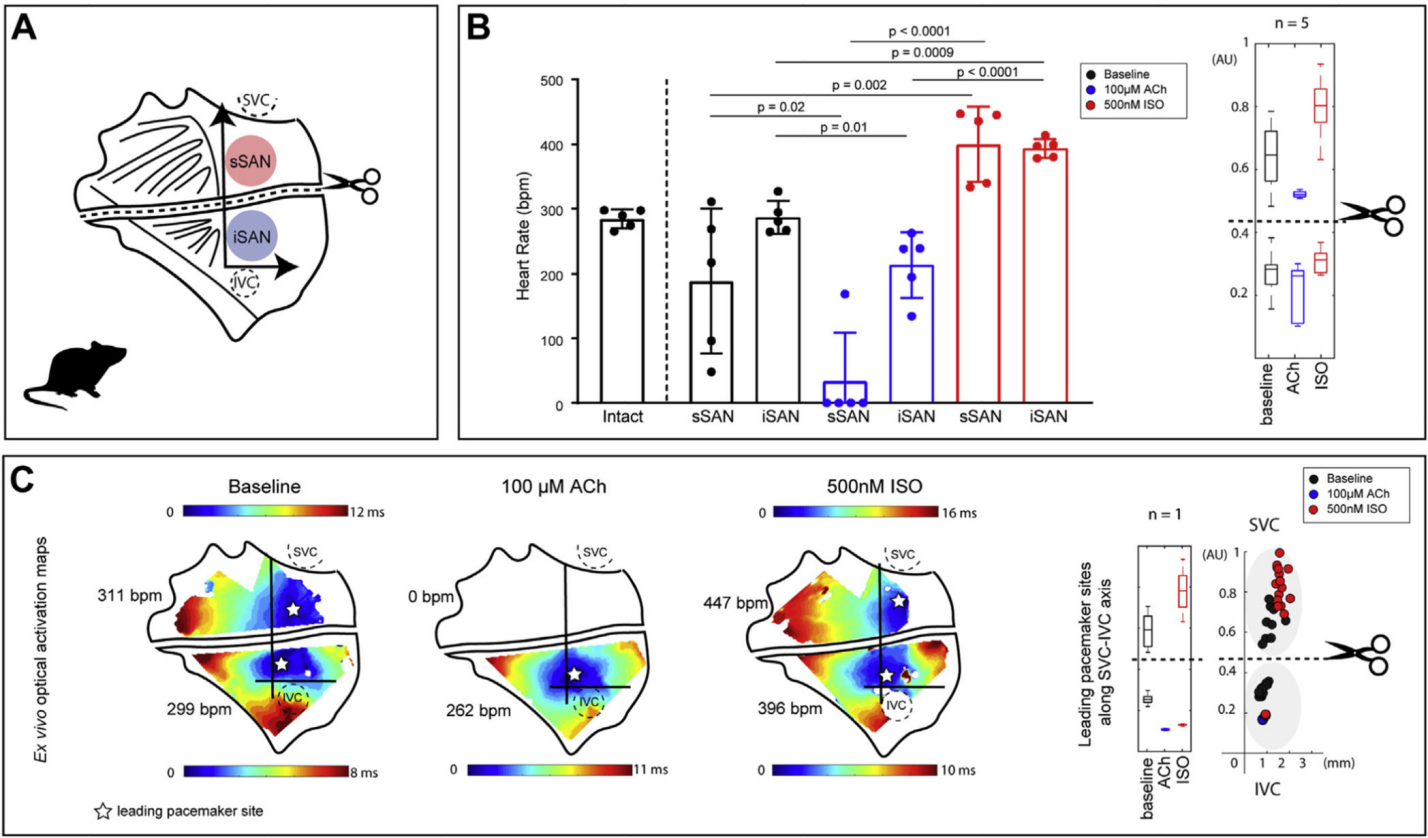
Functional Characterization of the Physically Separated Rat sSAN and iSAN **(A)** Schematic of the rat RA preparation surgically cut to isolate the sSAN and iSAN. **(B) (Left)** HR responses of ex vivo intact and physically separated SANs under baseline conditions **(black)** and after exposure to high parasympathetic stimulation (100-μM ACh **[blue]**) and high sympathetic stimulation (500 nM ISO **[red]**) (n = 5). **(Right)** Boxplots display the distribution of y-axis locations of leading pacemaker sites under each of the 3 experimental conditions after the physical separation of the SAN (n = 5). **(C) (Left)** Representative optical activation maps of a separated SAN during baseline sinus rhythm, high parasympathetic stimulation, and high sympathetic stimulation. **(Right)** Sites are replotted onto the new axis and color-coded according to corresponding condition (baseline = **black**, ACh = **blue**, ISO = **red**), with boxplots showing distribution of leading pacemaker locations (n = 1). Abbreviations as in Figure 1.

**FIGURE 3:**
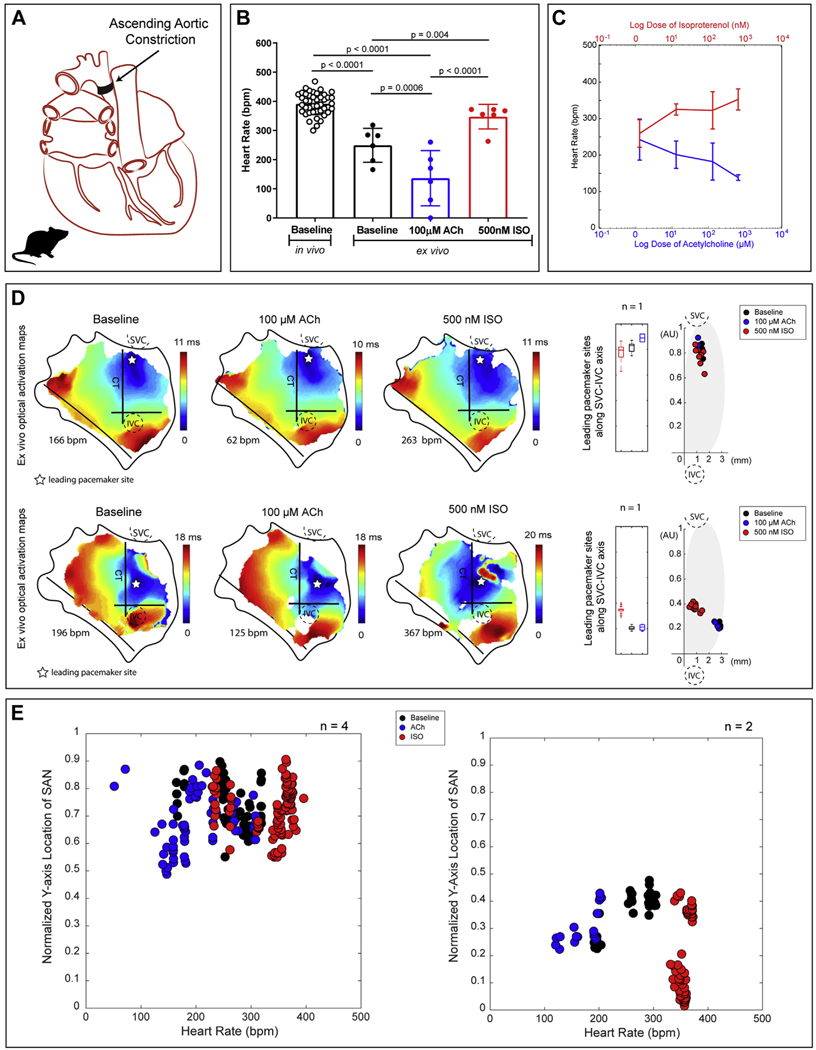
Functional Evidence of Only 1 Pacemaking Region, Either sSAN or iSAN, in the Failing Rat Heart **(A)** Schematic of the posterior view of a failing rat heart created by ascending aortic constriction. **(B)** Intrinsic HRs of in vivo (8 to 12 weeks of age; n = 11) failing rats and ex vivo (10 to 12 weeks of age; n = 6) end-stage failing rat SANs under baseline conditions (black), 100-µM ACh (blue), and 500-nM ISO (red). **(C)** HR changes with ACh and ISO in all ex vivo failing rat hearts (n = 6). **(D)** Representative activation maps of 2 isolated RA tissue preparation from heart failure rats during baseline sinus rhythm, high parasympathetic stimulation (100-µM ACh), and high sympathetic stimulation (500-nM ISO). Points are replotted onto the new axis on a beat-to-beat basis and color-coded according to corresponding condition (baseline = **black**, ACh = **blue**, ISO = **red**). **(E)** Four hearts displayed pacemaking activity from the sSAN alone during all treatment conditions, and 2 hearts displayed pacemaking activity from the iSAN alone during all treatment conditions. Abbreviations as in Figure 1.

**FIGURE 4:**
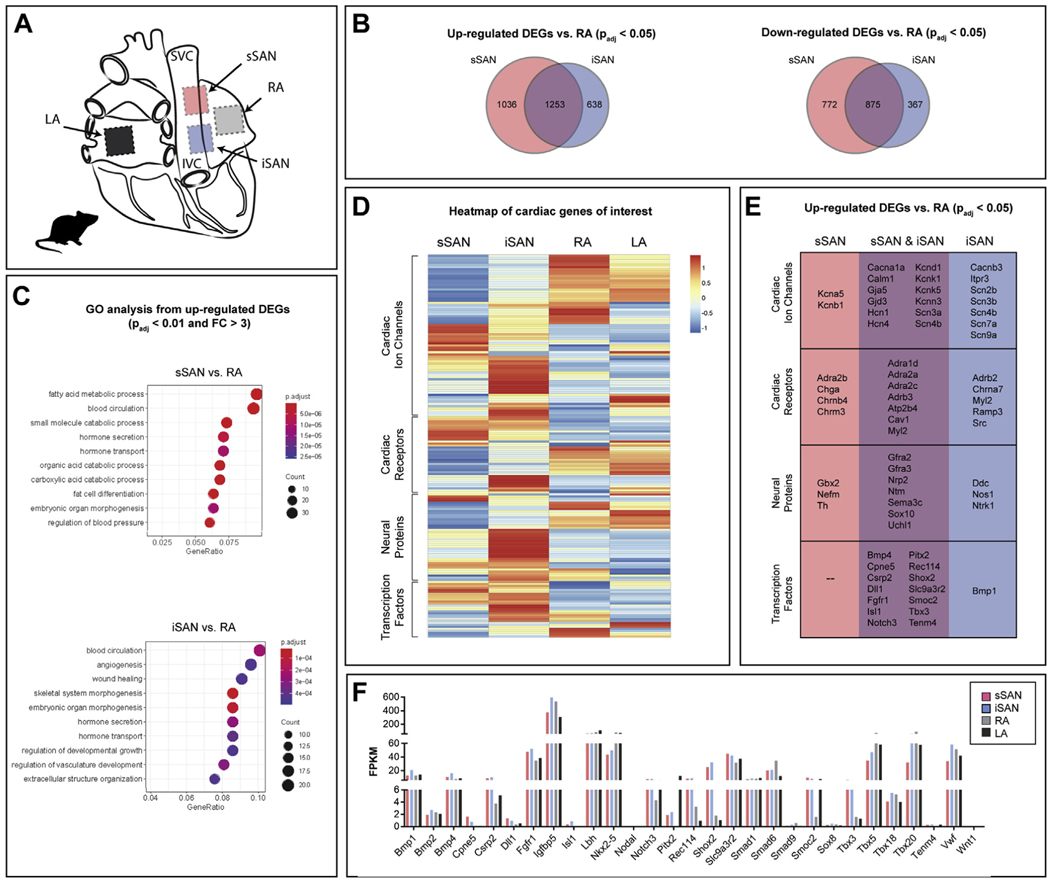
Molecular Characterization of the Rat sSAN and iSAN **(A)** Tissue segments of healthy rat hearts (n=4) were dissected for RNA sequencing from the sSAN, iSAN, RA, and LA. **(B)** Venn diagrams depict the number of up- and down-regulated differentially expressed genes (DEGs) (p_adj_ < 0.05) for the sSAN and iSAN as compared with the neighboring RA. **(C)** Most enriched Gene Ontology (GO) terms for up-regulated DEGs in the sSAN **(top)** and iSAN **(bottom)** as compared with the RA. **(D)** Heatmap showing the expression patterns of 4 categories of genes of interest for the different tissue regions. Genes within each category were subject to hierarchical clustering. Gene set enrichment analysis (GSEA) of the 4 gene sets found significant differences between sSAN and iSAN in the cardiac receptor group (data not shown). **(E)** List of up-regulated cardiac-specific DEGs for the sSAN and iSAN, as compared to the RA. **(F)** Fragments per kilobase of transcript per million mapped reads (FPKM) of cardiac-specific transcription factors across tissues. Abbreviations as in Figure 1.

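Genes called in both nodes included Shox2, Tbx3 and Hcn4 among the higher and Ryr2, Atp2a2 and Gja1 among the lower. Of 13886 genes tested in both comparisons by edgeR's quasi-likelihood test, 929 were higher than in the RA in both nodes, 928 in the sSAN only and 484 in the iSAN only. Of the lower genes, 550 were shared, 641 were called in the sSAN only and 317 in the iSAN only. Both nodes are compared with the same RA libraries, whose noise enters both sets of calls. With RA replicates 1 and 2 for the sSAN and 3 and 4 for the iSAN, 124 higher and 17 lower genes were shared, of 291 and 571 higher calls, where independent calls would share 11.6 and 0.912. With the RA replicates exchanged, 102 and 8 were shared, of 215 and 432 higher calls, where independent calls would share 6.51 and 0.379. Under the Adipoq covariate 281 higher and 15 lower genes were shared. An adjusted p (in brackets) at or above 0.05 came with the Adipoq covariate for Ryr2 in the iSAN (0.330), Atp2a2 in the sSAN (0.354), Atp2a2 in the iSAN (0.426), Gja1 in the sSAN (0.129) and Gja1 in the iSAN (0.225), and without rat 2 for Gja1 in the sSAN (0.060) and Gja1 in the iSAN (0.062). Including genes tested in 1 comparison only, 1003 genes were called higher in the sSAN alone and 534 in the iSAN alone. Tested between the nodes, 0 of the 1003 passed, with 359 at an unadjusted p under 0.05, and 1 of the 534, Coch, with 169. By DESeq2, 61 genes of all tested were higher and 75 lower in the sSAN than in the iSAN.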

**FIGURE 5:**
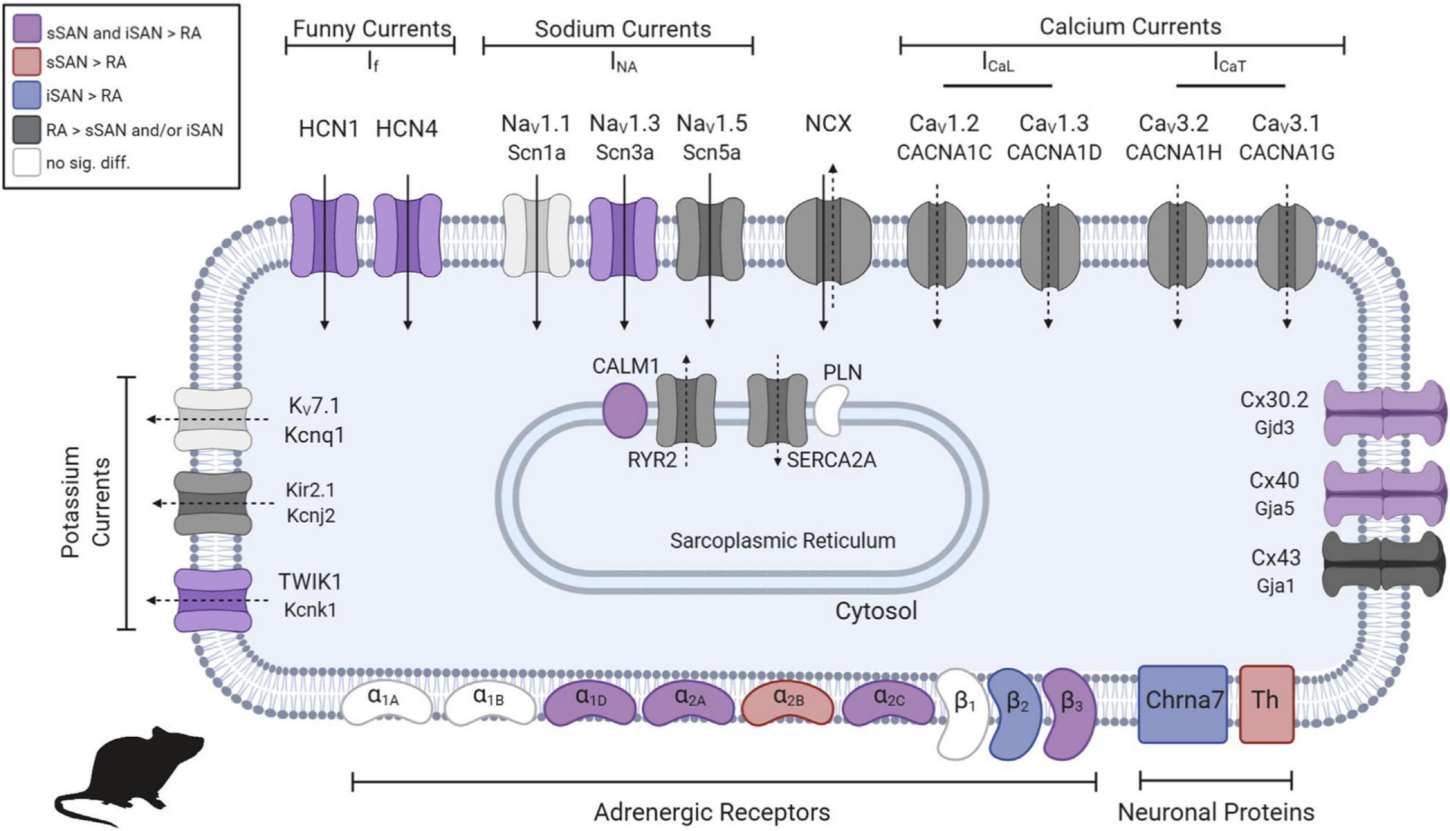
Ion Channels and Surface Receptors in the 2 Rat Pacemakers: sSAN and iSAN Channels which allow for the inward passage of sodium ions or outward passage of potassium ions are indicated with solid arrows (membrane clock). Channels which allow for the permeability of calcium ions are indicated with dashed arrows (calcium clock). Channels and receptors are colored according to the legend if their presence is statistically significant (p < 0.05). Created with BioRender.

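Genes drawn as higher in the RA encode channels and pumps of the working myocardium. Atp2a2, the calcium pump of the sarcoplasmic reticulum, was at 8057 ± 1989.6 CPM (SD, n = 4) in the sSAN, 9392 ± 1325 in the iSAN and 13471 ± 585 in the RA (log2 fold change -0.73 and -0.49, adjusted p = 0.031 and 0.027 from edgeR's quasi-likelihood test). Slc8a1, the sodium-calcium exchanger, fell by 0.95 on the log2 scale in the sSAN and 0.45 in the iSAN (adjusted p = 0.0036 and 0.027). Slc8a1 was also called lower in the LA than in the RA. Gja1, which encodes connexin 43, fell by 0.41 and 0.40 (adjusted p = 0.023 and 0.023), and Kcnj2, an inward rectifier potassium channel, by 1.06 and 0.64 (adjusted p = 0.0067 and 0.031). Ryr2 fell by 0.53 in the iSAN (adjusted p = 0.016). Of the 6 drawn without a difference (Scn1a, Kcnq1, Pln, Adra1a, Adra1b and Adrb1), none passed in the sSAN or the iSAN. Adra1a was lower in the 70-day rats alone, by 0.80 in the sSAN and 0.83 in the iSAN (adjusted p = 0.016 and 0.010), as was Adrb1 in the sSAN, by 0.50 (adjusted p = 0.048). Kcnq1 and Adra1b were lower in the sSAN of the 59-day rats alone, by 0.76 and 0.51 (adjusted p = 0.010 and 0.039). Kcnq1 also passed in the sSAN with all 5 regions in the fit (adjusted p = 0.043) and without sSAN replicate 3 (0.030), and in the iSAN without iSAN replicate 1 (0.0092). Adra1a passed in the iSAN without iSAN replicate 2 (0.012) and without rat 2 (0.016), and in the sSAN with the Adipoq covariate (0.0052). In the sSAN the adjusted p of Atp2a2 was 0.070 to 0.082 without any one of RA replicates 1, 2, 3 and 4 and sSAN replicate 1 and of Gja1 0.058 to 0.070 without any one of RA replicates 2, 3 and 4. In the iSAN it was 0.055 to 0.070 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicates 3 and 4 for Slc8a1, 0.055 to 0.076 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicate 3 for Atp2a2, 0.052 to 0.063 without any one of RA replicates 2, 3 and 4 for Gja1, 0.067 to 0.082 without any one of RA replicates 2, 3 and 4 and iSAN replicate 3 for Kcnj2 and 0.055 without iSAN replicate 3 for Ryr2. Calls were lost, at the adjusted p in brackets, with the Adipoq covariate for Atp2a2 in the sSAN (0.354), Atp2a2 in the iSAN (0.426), Slc8a1 in the iSAN (0.498), Gja1 in the sSAN (0.129), Gja1 in the iSAN (0.225), Kcnj2 in the sSAN (0.087), Kcnj2 in the iSAN (0.567) and Ryr2 in the iSAN (0.330), and without rat 2 for Gja1 in the sSAN (0.060), Gja1 in the iSAN (0.062) and Kcnj2 in the iSAN (0.075). By age (59-day, then 70-day rats), log2 fold changes were -0.98 and -0.54 for Atp2a2 in the sSAN, -1.06 and -0.86 for Slc8a1 in the sSAN, -0.34 (adjusted p = 0.123) and -0.50 for Gja1 in the sSAN and -1.07 (adjusted p = 0.058) and -1.06 for Kcnj2 in the sSAN. At the same ages they were -0.48 (adjusted p = 0.471) and -0.50 for Atp2a2 in the iSAN, -0.47 (adjusted p = 0.465) and -0.42 for Slc8a1 in the iSAN, -0.42 (adjusted p = 0.346) and -0.39 for Gja1 in the iSAN, -0.64 (adjusted p = 0.461) and -0.63 for Kcnj2 in the iSAN and -0.54 (adjusted p = 0.422) and -0.52 for Ryr2 in the iSAN.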

**FIGURE 6:**
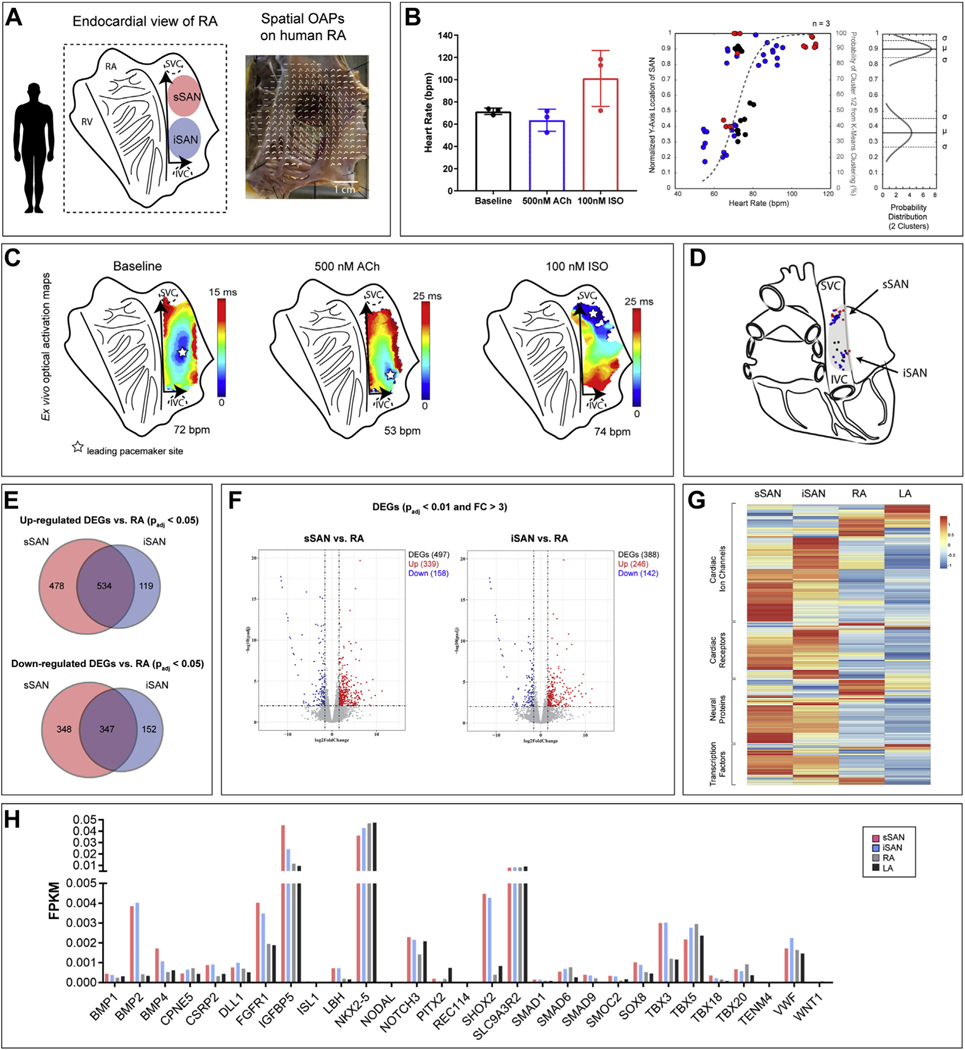
Functional and Molecular Characterization of the Human sSAN and iSAN **(A)** Schematic of the endocardial view of the isolated human RA as well as a representative image of an isolated RA preparation with spatially overlaid OAPs. **(B) (Left)** Intrinsic HRs ex vivo human SANs under baseline conditions and pharmacological stimulation (n = 3). **(Right)** Normalized y-axis locations of leading pacemaker sites under baseline conditions **(black)**, ACh **(blue)**, and ISO **(red)** plotted against corresponding HRs. Points were assigned to 1 of 2 cluster locations (superior or inferior) and fitted with logistic regression curves using k-means clustering analysis **(gray dashed line)** and a normal probability distribution. **(C)** Representative OAPs of an isolated human RA preparation during baseline sinus rhythm, high parasympathetic stimulation (500-nM ACh), and high sympathetic stimulation (100-nM ISO). **(D)** Schematic of the posterior view of the human heart with the 2 spatially distinct pacemakers. **(E)** Venn diagrams depicting the number of up- and down-regulated DEGs for the sSAN and iSAN as compared with the neighboring RA. **(F)** Volcano plots for the sSAN and iSAN as compared with RA. **(G)** Heatmap showing the expression patterns of 4 categories of genes of interest for 4 different tissue regions. Genes within each category were subject to hierarchical clustering. GSEA analysis of the 4 gene sets found no significant differences between sSAN and iSAN in any category. **(H)** Fragments per kilobase of transcript per million mapped reads (FPKM) of cardiac-specific transcription factors across tissues.

**CENTRAL ILLUSTRATION:**
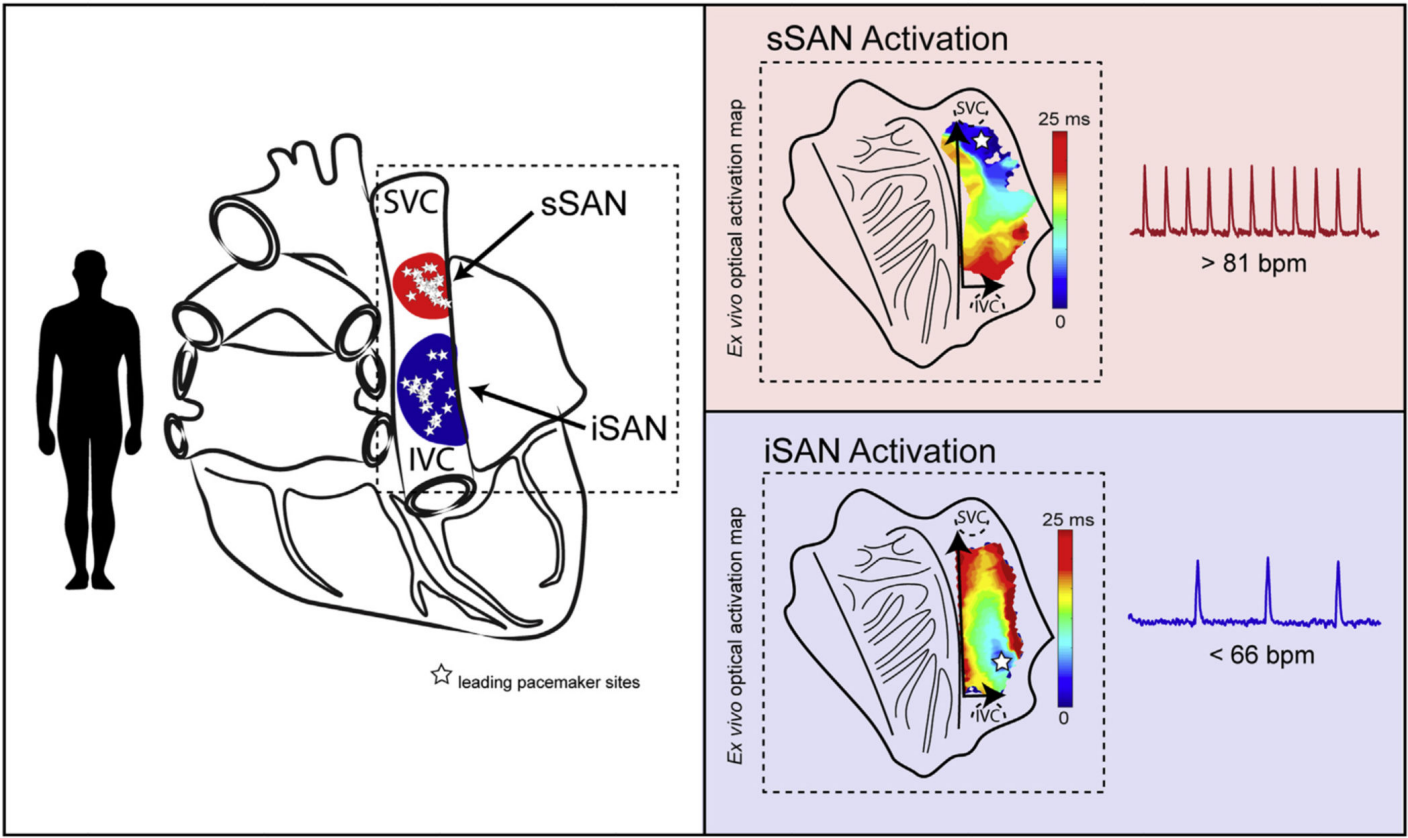
Sinus Rhythm Is Driven by 2 Distinct Pacemaking Regions in the Human Heart The normal sinus rhythm is driven by 2 distinct pacemaking regions in the human heart: the superior sinoatrial node (sSAN) and inferior SAN (iSAN), which are located near the superior vena cava (SVC) and inferior vena cava (IVC), respectively. The sSAN and iSAN preferentially control high and low physiological heart rates, respectively. **(Left)** Ex vivo leading pacemaker sites during normal sinus rhythm across a range of heart rates in 3 human hearts and **(right)** representative optical activation maps for beats during fast sinus rhythm **(top right)** and slow sinus rhythm **(bottom right)**. SVC = superior vena cava; IVC = inferior vena cava; sSAN = superior sinoatrial node; iSAN = inferior sinoatrial node.

## PERSPECTIVES

### COMPETENCY IN MEDICAL KNOWLEDGE:

The findings reported here shed light on the presence of 2 distinct RA pacemakers in the healthy human heart that dominate at distinct ranges of HRs. Identified in the human heart and fully characterized in the rat heart, these pacemakers are preferentially located at the 2 orifices of the venae cavae and abruptly switch their dominance to maintain stable physiological rates. Such novel findings may help clarify previous experimental and clinical observations of a P-wave inversion and wandering pacemaker. The results reported here also indicate that only 1 of these 2 pacemakers remain functional during end-stage heart failure, and SNRT evaluation is not a sufficient tool for elucidating the number of active pacemakers in the heart.

### TRANSLATIONAL OUTLOOK:

High-resolution ex vivo optical mapping affords the ability to deeply investigate changes in pacemaking activity in both healthy and failing hearts on a beat-to-beat basis. With the novel understanding that there are 2 distinct, functionally active sinoatrial nodal pacemakers in the mammalian heart, it will be imperative to further investigate the physiological rationale of their spatial dominance, especially during pathogenesis of heart failure. In addition to the up- or down-regulation of certain cardiac ion channels, cardiac receptors, neural proteins, and transcription factors within each of these nodal regions, it will be worth investigating other factors such as cell-to-cell coupling dynamics, adrenergic and cholinergic sensitivity, and cardiac remodeling of SA nodal tissue during heart failure to answer current unknowns about their spatial and temporal functionalities. Although tissue-level studies such as this are imperative for identifying broad and clinically relevant trends, future studies should examine cell- and protein-level contributions of pacemaking activity to clarify such findings. Deeper exploration into other regions of known ectopic activity at the orifices of major vessels (e.g., pulmonary veins) will also be crucial for providing clinicians with deeper insights into the inner workings of arrhythmogenicactivity.

## ABBREVIATIONS AND ACRONYMS

ACh: acetylcholine
DEG: differentially expressed gene
HR: heart rate
iSAN: inferior sinoatrial node
ISO: isoproterenol
IVC: inferior vena cava
OAP: optical action potential
RA: right atrium
SAN: sinoatrial node
sSAN: superior sinoatrial node
SNRT: sinus node recovery time
SVC: superior vena cava

## References

[1] SchuesslerRB, BoineauJP, BrombergBI. Origin of the sinus impulse. J Cardiovasc Electrophysiol 1996;7:263–74.886730110.1111/j.1540-8167.1996.tb00524.x

[2] BoyettMR, HonjoH, KodamaI. The sinoatrial node, a heterogeneous pacemaker structure. Cardiovasc Res 2000;47:658–87.1097421610.1016/s0008-6363(00)00135-8

[3] GlukhovAV, FedorovVV, AndersonME, MohlerPJ, EfimovIR. Functional anatomy of the murine sinus node: High-resolution optical mapping of ankyrin-B heterozygous mice. Am J Physiol Heart Circ Physiol 2010;299:H482–91.2052587710.1152/ajpheart.00756.2009PMC2930390

[4] LuHH. Shifts in pacemaker dominance within the sinoatrial region of cat and rabbit hearts resulting from increase of extracellular potassium. Circ Res 1970;26:339–46.541586210.1161/01.res.26.3.339

[5] MackaayAJC, Op’t HofT, BleekerWK, JongsmaHJ, BoumanLN. Interaction of adrenaline and acetylcholine on cardiac pacemaker function. Functional inhomogeneity of the rabbit sinus node. J Pharmacol Exp Ther 1980;214:417–22.7391985

[6] ShibataN, InadaS, MitsuiK, Pacemaker shift in the rabbit sinoatrial node in response to vagal nerve stimulation. Exp Physiol 2001;86: 177–84.1142963210.1113/eph8602100

[7] BoineauJP, SchuesslerRB, RoeskeWR, AutryLJ, MillerCB, WyldsAC. Quantitative relation between sites of atrial impulse origin and cycle length. Am J Physiol Heart Circ Physiol 1983; 245:H781–9.10.1152/ajpheart.1983.245.5.H7816638200

[8] FedorovVV, GlukhovAV, ChangR, Optical mapping of the isolated coronary-perfused human sinus node. J Am Coll Cardiol 2010;56:1386–94.2094699510.1016/j.jacc.2010.03.098PMC3008584

[9] OpthofT, VanGinnekenACG, BoumanLN, JongsmaHJ. The intrinsic cycle length in small pieces isolated from the rabbit sinoatrial node. J Mol Cell Cardiol 1987;19:923–34.343064210.1016/s0022-2828(87)80621-1

[10] MonfrediO, DobrzynskiH, MondalT, BoyettMR, MorrisGM. The anatomy and physiology of the sinoatrial node-A contemporary review. Pacing Clin Electrophysiol 2010;33: 1392–406.2094627810.1111/j.1540-8159.2010.02838.x

[11] BoukensBJ, EfimovIR. A century of optocardiography. IEEE Rev Biomed Eng 2014;7: 115–25.2415852110.1109/RBME.2013.2286296PMC4521770

[12] EfimovIR, FedorovVV, JoungB, LinSF. Mapping cardiac pacemaker circuits: Methodological puzzles of the sinoatrial node optical mapping. Circ Res 2010;106:255–71.2013391110.1161/CIRCRESAHA.109.209841PMC2818830

[13] YanniJ, TellezJO, SutyaginPV, BoyettMR, DobrzynskiH. Structural remodelling of the sinoatrial node in obese old rats. J Mol Cell Cardiol 2010;48:653–62.1972901610.1016/j.yjmcc.2009.08.023PMC2845824

[14] BuchmanTG, SteinPK, GoldsteinB. Heart rate variability in critical illness and critical care. Curr Opin Crit Care 2002;8:311–5.1238649110.1097/00075198-200208000-00007

[15] NabipourA. Comparative histological structure of the sinus node in mammals. Anim Sci 2012;36: 463–9.

[16] KimD, LangmeadB, SalzbergSL. HISAT: A fast spliced aligner with low memory requirements. Nat Methods 2015;12:357–60.2575114210.1038/nmeth.3317PMC4655817

[17] DobinA, DavisCA, SchlesingerF, STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 2013;29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[18] LiaoY, SmythGK, ShiW. FeatureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 2014;30:923–30.2422767710.1093/bioinformatics/btt656

[19] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 2014;15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[20] YuG, WangLG, HanY, HeQY. ClusterProfiler: An R package for comparing biological themes among gene clusters. OMICS 2012;16:284–7.2245546310.1089/omi.2011.0118PMC3339379

[21] FerdousZ, QueshiMA, JayaprakashP, Different profile of mRNA expression in sinoatrial node from streptozotocin-induced diabetic rat. PLoS One 2016;11:e0153934.2709643010.1371/journal.pone.0153934PMC4838258

[22] BultCJ, BlakeJA, SmithCL, KadinJA, RichardsonJE. Mouse Genome Database Group. Mouse Genome Database (MGD) 2019. Nucleic Acids Res 2019;47:D801–6.3040759910.1093/nar/gky1056PMC6323923

[23] Medical College of Wisconsin. Rat Genome Database. Available at: https://rgd.mcw.edu/. Accessed April 15, 2020.

[24] van WeerdJH, ChristoffelsVM. The formation and function of the cardiac conduction system. Development 2016;143:197–210.2678621010.1242/dev.124883

[25] ParkD, FishmanG. Basic science for clinicians: The cardiac conduction system. Circulation 2011; 123:904–15.2135784510.1161/CIRCULATIONAHA.110.942284PMC3064561

[26] van EifVWW, DevallaHD, BoinkGJJ, ChristoffelsVM. Transcriptional regulation of the cardiac conduction system. Nat Rev Cardiol 2018; 15:617–30.2987543910.1038/s41569-018-0031-y

[27] van EifVWW, StefanovicS, van DuijvenbodenK, Transcriptome analysis of mouse and human sinoatrial node cells reveals a conserved genetic program. Development 2019; 146:dev173161.10.1242/dev.17316130936179

[28] GoodyerWR, BeyersdorfBM, PaikDT, Transcriptomic profiling of the developing cardiac conduction system at single-cell resolution. Circ Res 2019;125:379–97.3128482410.1161/CIRCRESAHA.118.314578PMC6675655

[29] MorrisGM, D’SouzaA, DobrzynskiH, Characterization of a right atrial subsidiary pacemaker and acceleration of the pacing rate by HCN over-expression. Cardiovasc Res 2013; 100:160–9.2378700310.1093/cvr/cvt164

[30] LangD, PetrovV, LouQ, OsipovG, EfimovIR. Spatiotemporal control of heart rate in a rabbit heart. J Electrocardiol 2011;44:626–34.2193705710.1016/j.jelectrocard.2011.08.010PMC3220935

[31] AshtonJL, BurtonRAB, BubG, SmaillBH, MontgomeryJM. Synaptic plasticity in cardiac innervation and its potential role in atrial fibrillation. Front Physiol 2018;9:240.2961593210.3389/fphys.2018.00240PMC5869186

[32] AshtonJL, TrewML, LeGriceIJ, Shift of leading pacemaker site during reflex vagal stimulation and altered electrical source-to-sink balance. J Physiol 2019;597:3297–313.3108782010.1113/JP276876

[33] BoineauJP, CanavanTE, SchuesslerRB, CainME, CorrPB, CoxJL. Demonstration of a widely distributed atrial pacemaker complex in the human heart. Circulation 1988;77: 1221–37.337076410.1161/01.cir.77.6.1221

[34] LoganthaSJRJ, KharcheSR, ZhangY, Sinus node-like pacemaker mechanisms regulate ectopic pacemaker activity in the adult rat atrioventricular ring. Sci Rep 2019;9:11781.3140988110.1038/s41598-019-48276-0PMC6692414

[35] GuJ, GrijalvaSI, FernandezN, KimE, FosterDB, ChoHC. Induced cardiac pacemaker cells survive metabolic stress owing to their low metabolic demand. Exp Mol Med 2019;51:1–12.10.1038/s12276-019-0303-6PMC680264731519870

# Supplementary material for: Evidence of Superior and Inferior Sinoatrial Nodes in the Mammalian Heart
**Source:** JACC Clin Electrophysiol. Author manuscript; Available in PMC 2020 Dec 29.
**Supplement:** mmc1

**SUPPLEMENTARY MATERIAL

Supplementary Figure 1:** Spatial distribution of leading pacemaker sites in the normal, intact rat SAN plotted along a normalized y-axis between the SVC and IVC and a scaled x-axis in millimeters (n = 8). Colors correspond to treatment condition (black: baseline, blue: 100 μM ACh, red: 500 nM ISO).

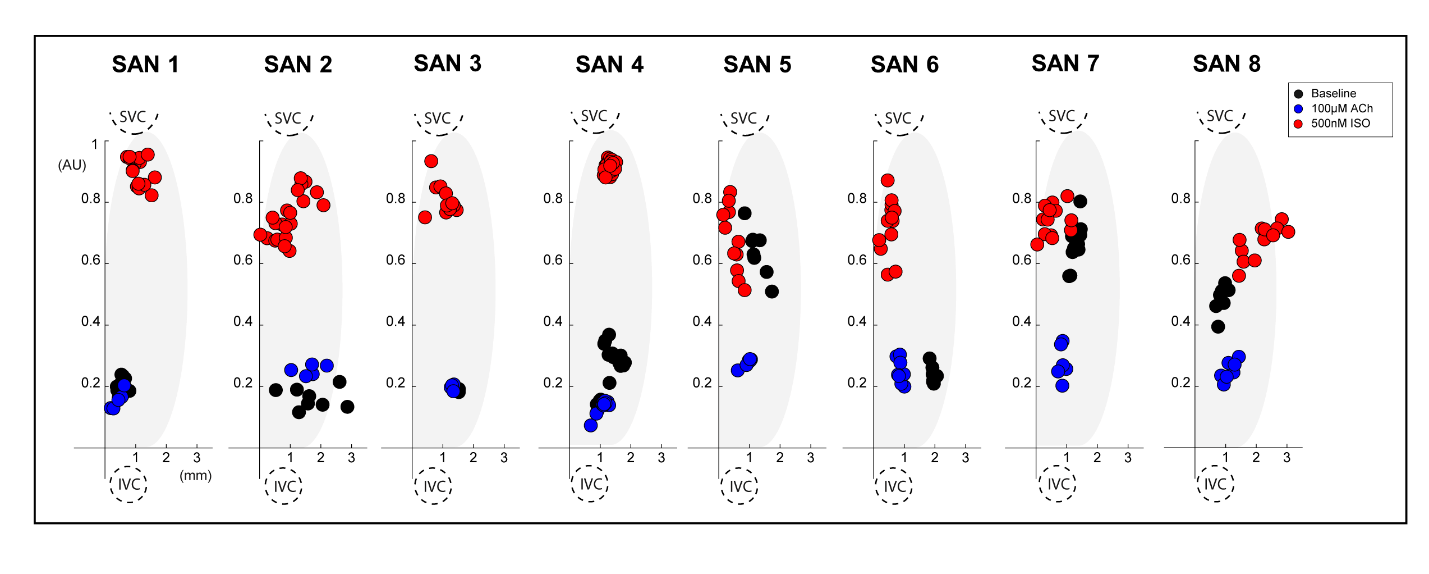

**Supplementary Figure 2:** Spatial distribution of leading pacemaker sites before and after surgical separation of the rat SAN (n = 5). *Top:* Intact SAN preparations with leading pacemaker sites plotted during baseline conditions. *Bottom:* Surgically cut SAN preparations with leading pacemaker sites plotted during baseline conditions (black) and exposure to pharmacological stimulation (blue: 100 μM ACh, red: 500 nM ISO).

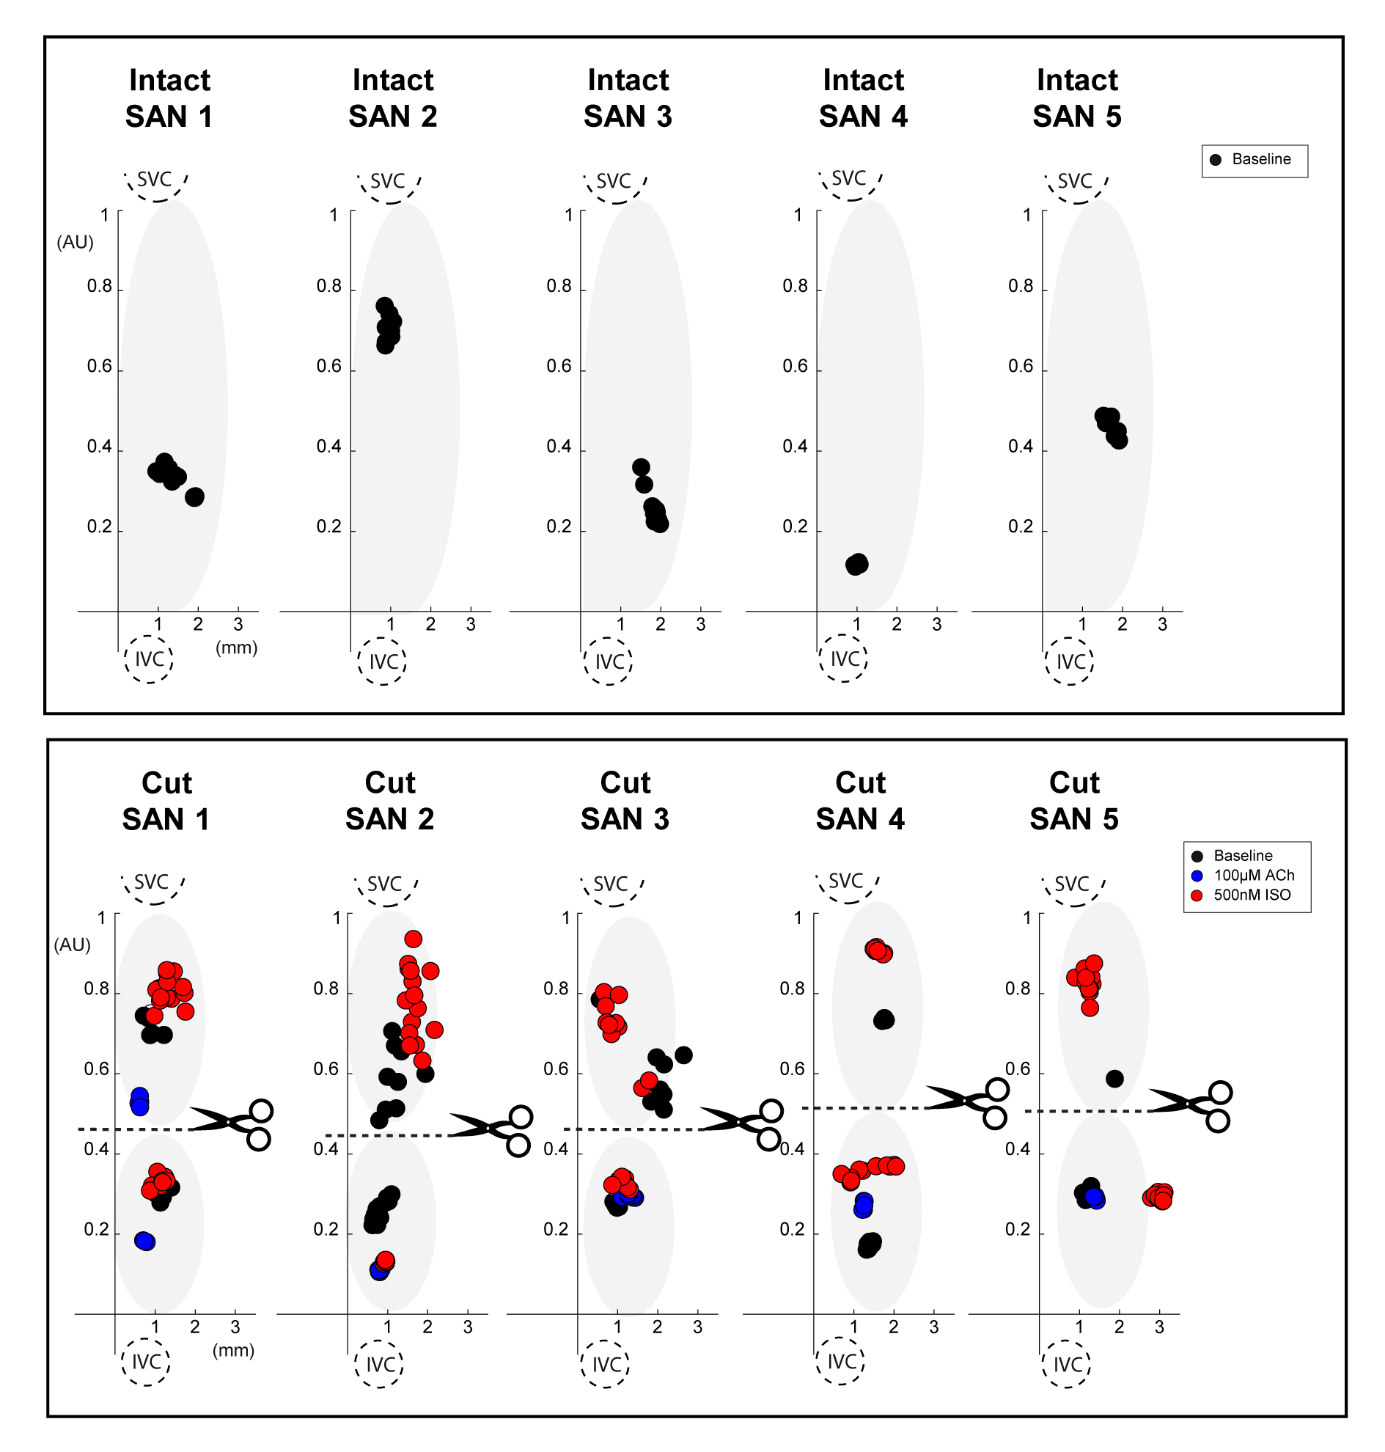

**Supplementary Figure 3: a)** Heatmaps of cardiac genes of interest for individual tissue regions of the rat heart: sSAN, iSAN, RA, and LA. **b)** GSEA analysis between the sSAN and iSAN showing significant differences identified for the cardiac receptor group.

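The enrichment score between the nodes was negative for each of the 4 gene groups. It was -0.47 for the ion channels (72 genes), -0.52 for the receptors (38 genes), -0.48 for the neural proteins (42 genes) and -0.42 for the transcription factors (29 genes). Gene set enrichment analysis asks if the members of a group gather at 1 end of a ranked list of all genes, and a negative score here means higher in the iSAN. By 1000 permutations of genes the adjusted p was 0.0041 for ion channels, 0.014 for receptors, 0.014 for neural proteins and 0.115 for transcription factors. By all 70 relabelings of the 8 libraries, an exact permutation test, p was 0.0286 for receptors, the smallest possible, 0.114 for ion channels, 0.257 for neural proteins and 0.371 for transcription factors, and adjusted over the 4 groups 0.114, 0.229, 0.343 and 0.371 in that order. With 70 relabelings, a single group at the smallest possible p gets 0.114 after this adjustment whatever its score, so it could not have passed alone. Permuting genes leaves out the correlation among members of a group, and relabeling libraries keeps it.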

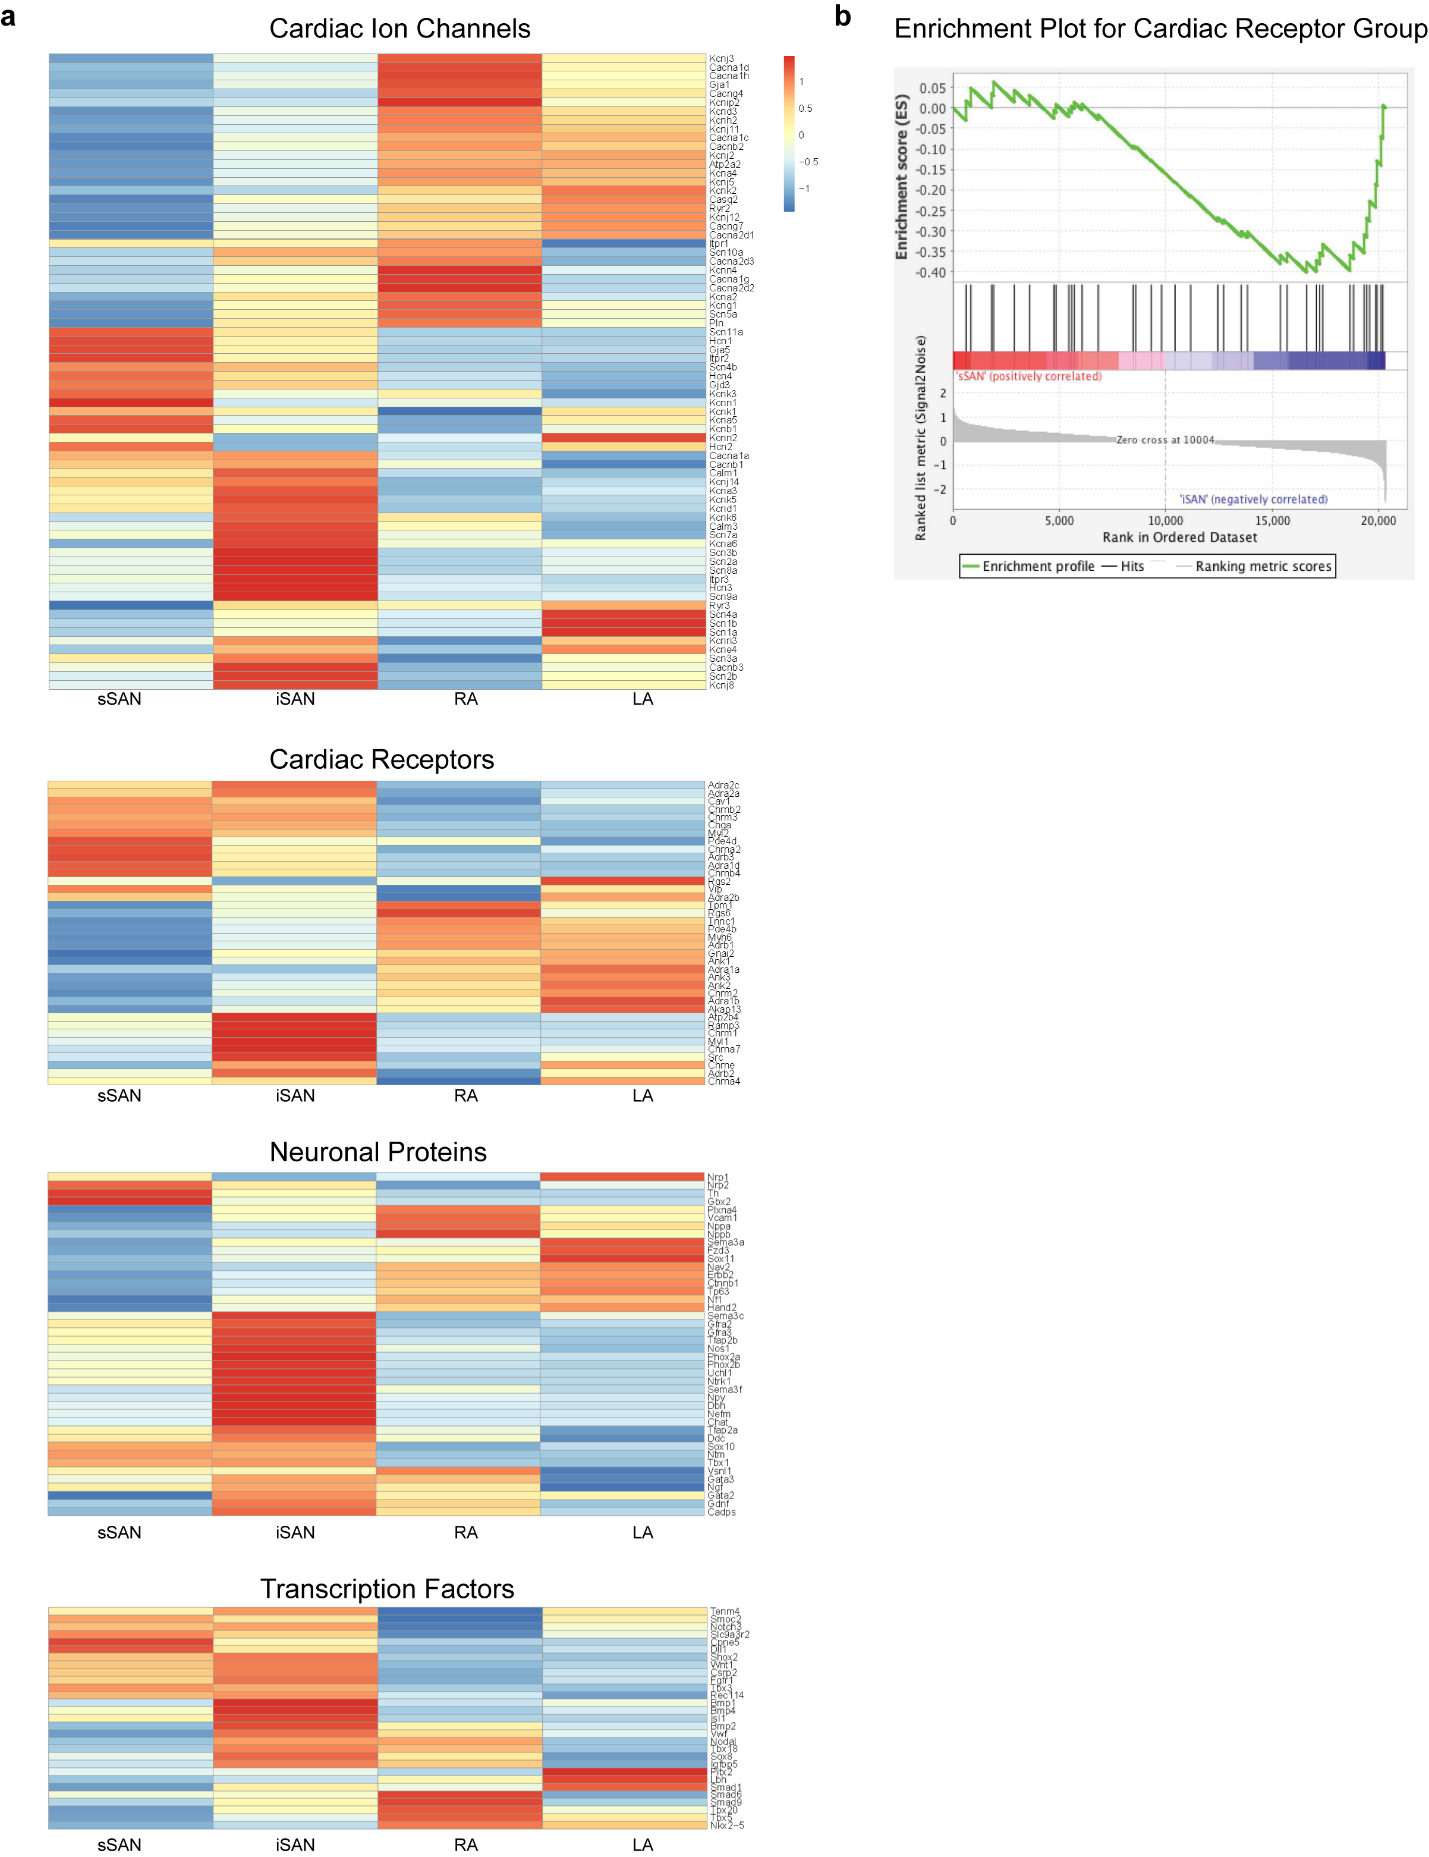

**Supplementary Figure 4:** Characterization of up-regulated DEGs in the human sSAN and iSAN as compared to the RA. **a)** GO analysis with stringent statistical conditioning (padj < 0.01 and FC > 3). **b)** List of up-regulated cardiac DEGs present in the sSAN and iSAN (statistical conditioning padj < 0.05).

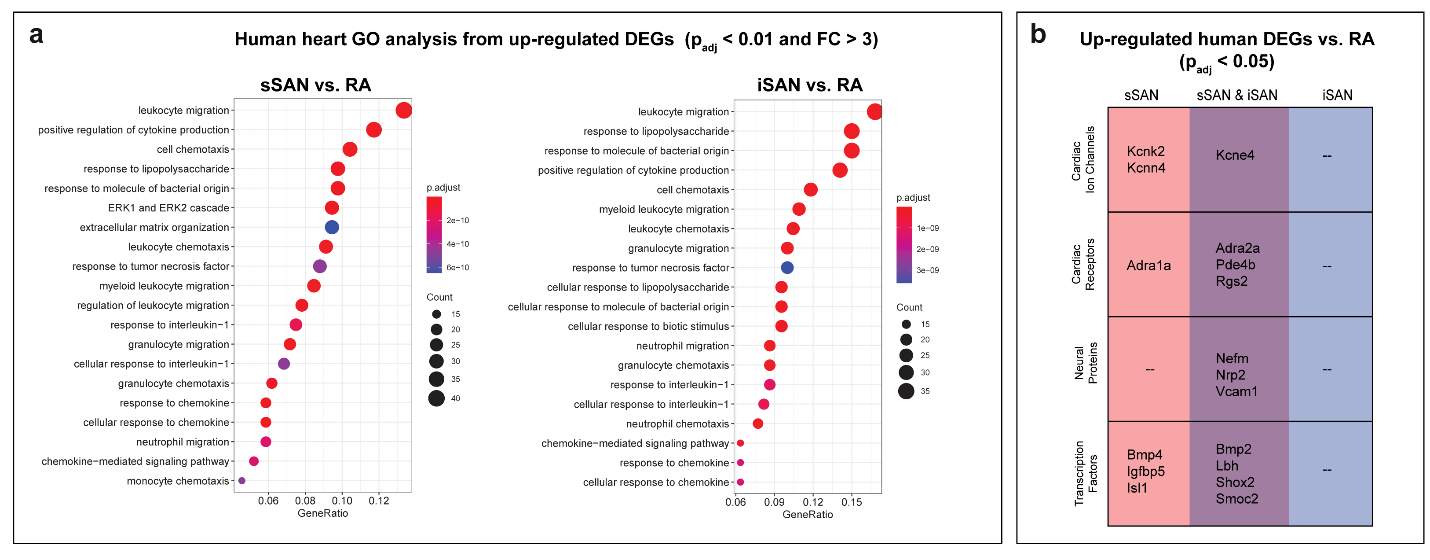

**Supplementary Figure 5:** Heatmaps of cardiac genes of interest for individual tissue regions of the human heart: sSAN, iSAN, RA, and LA.

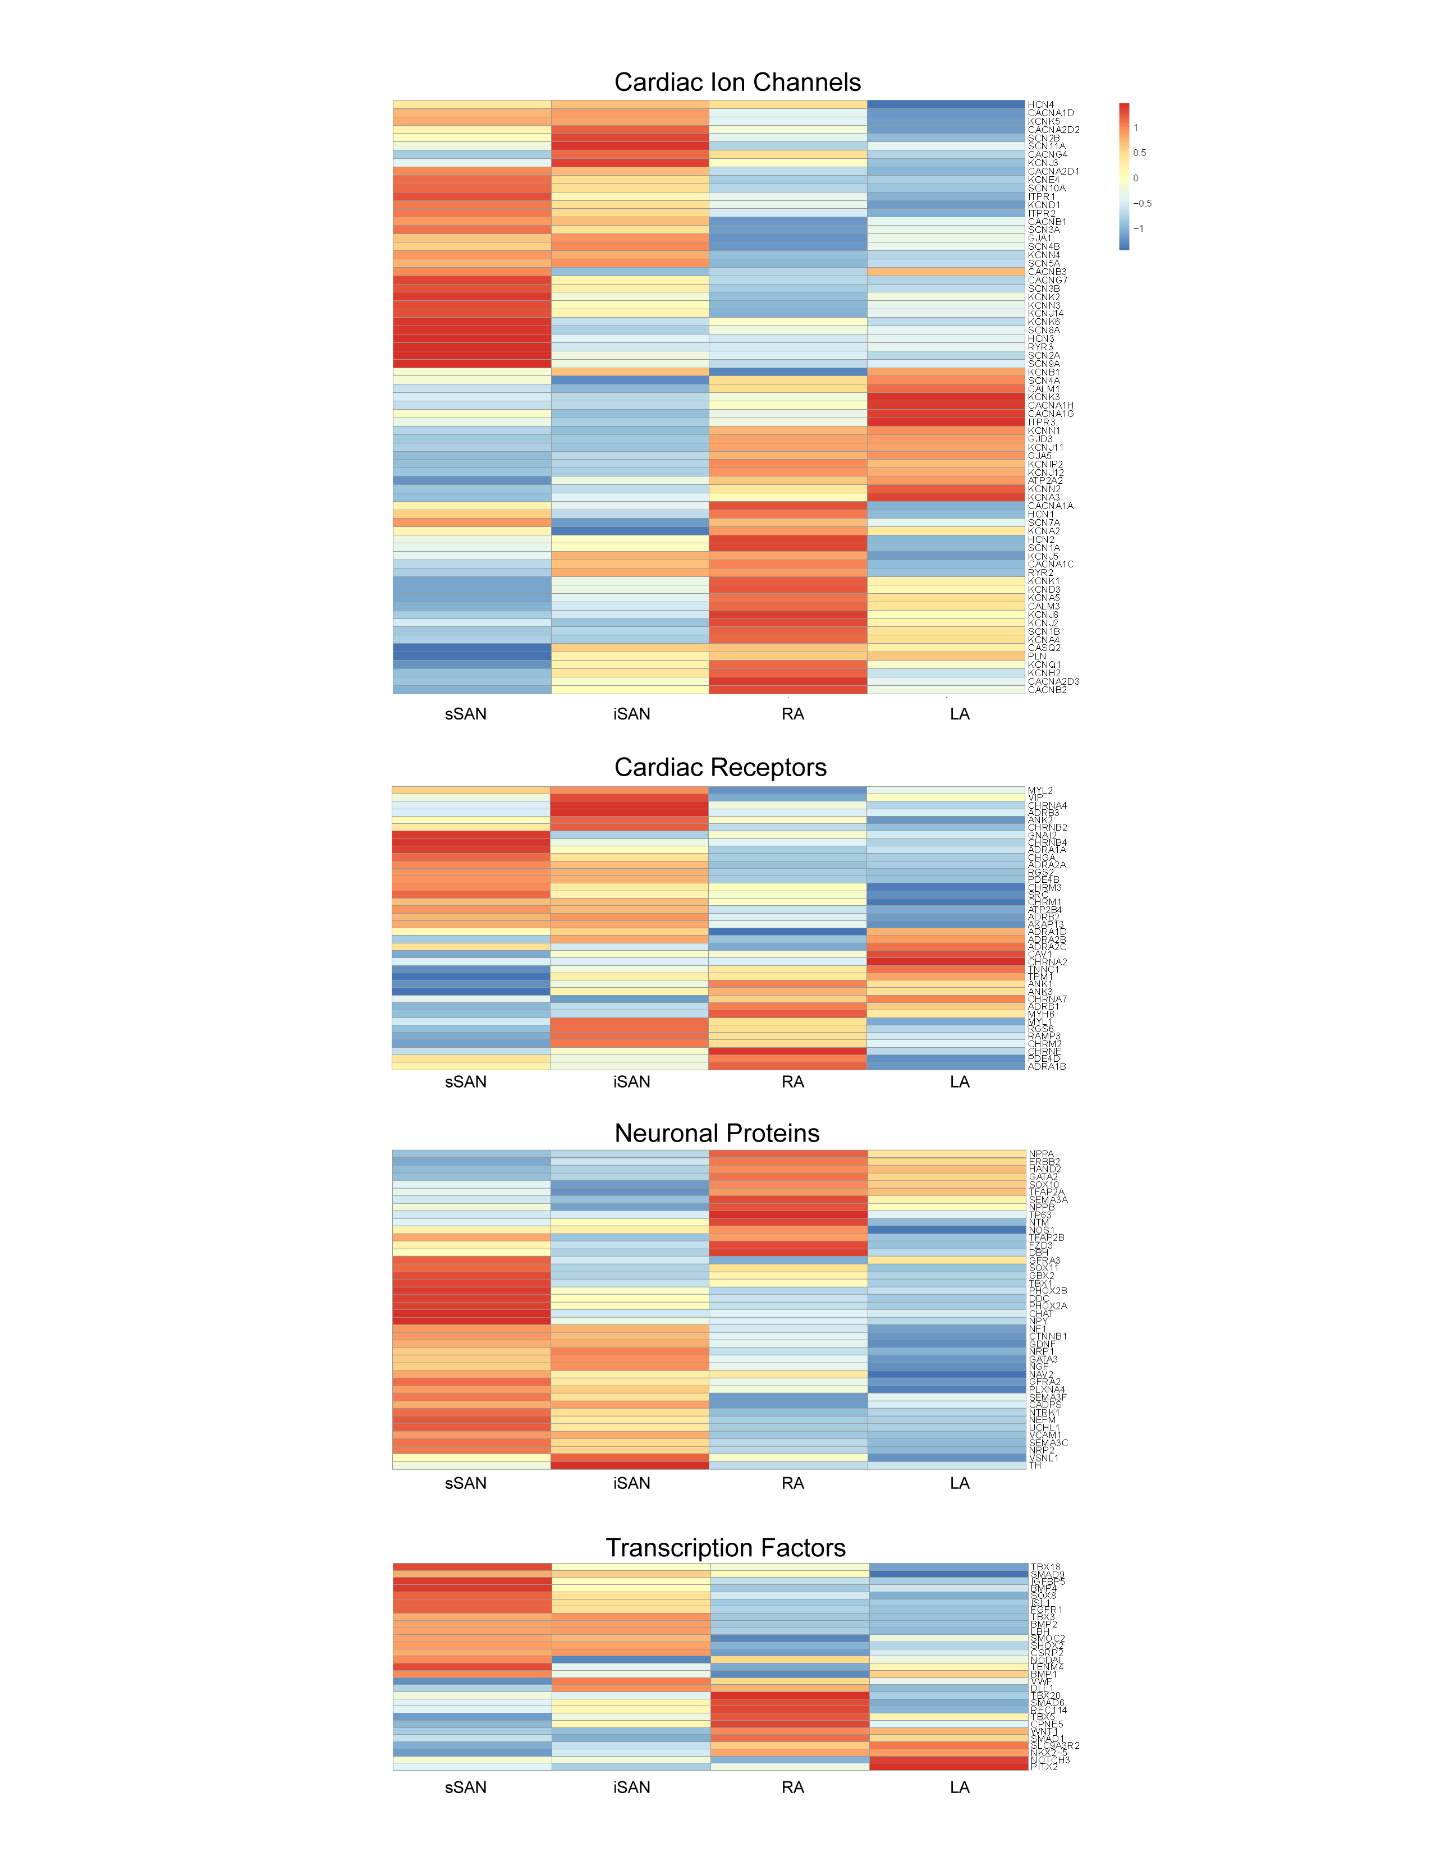

**Supplementary Figure 6: a)** Representative images of healthy and failing, Langendorff-perfused rat hearts. **b)** *In vivo* heart rates of healthy rats over time. **c)** *In vivo* heart rates of failing rats over time.

***
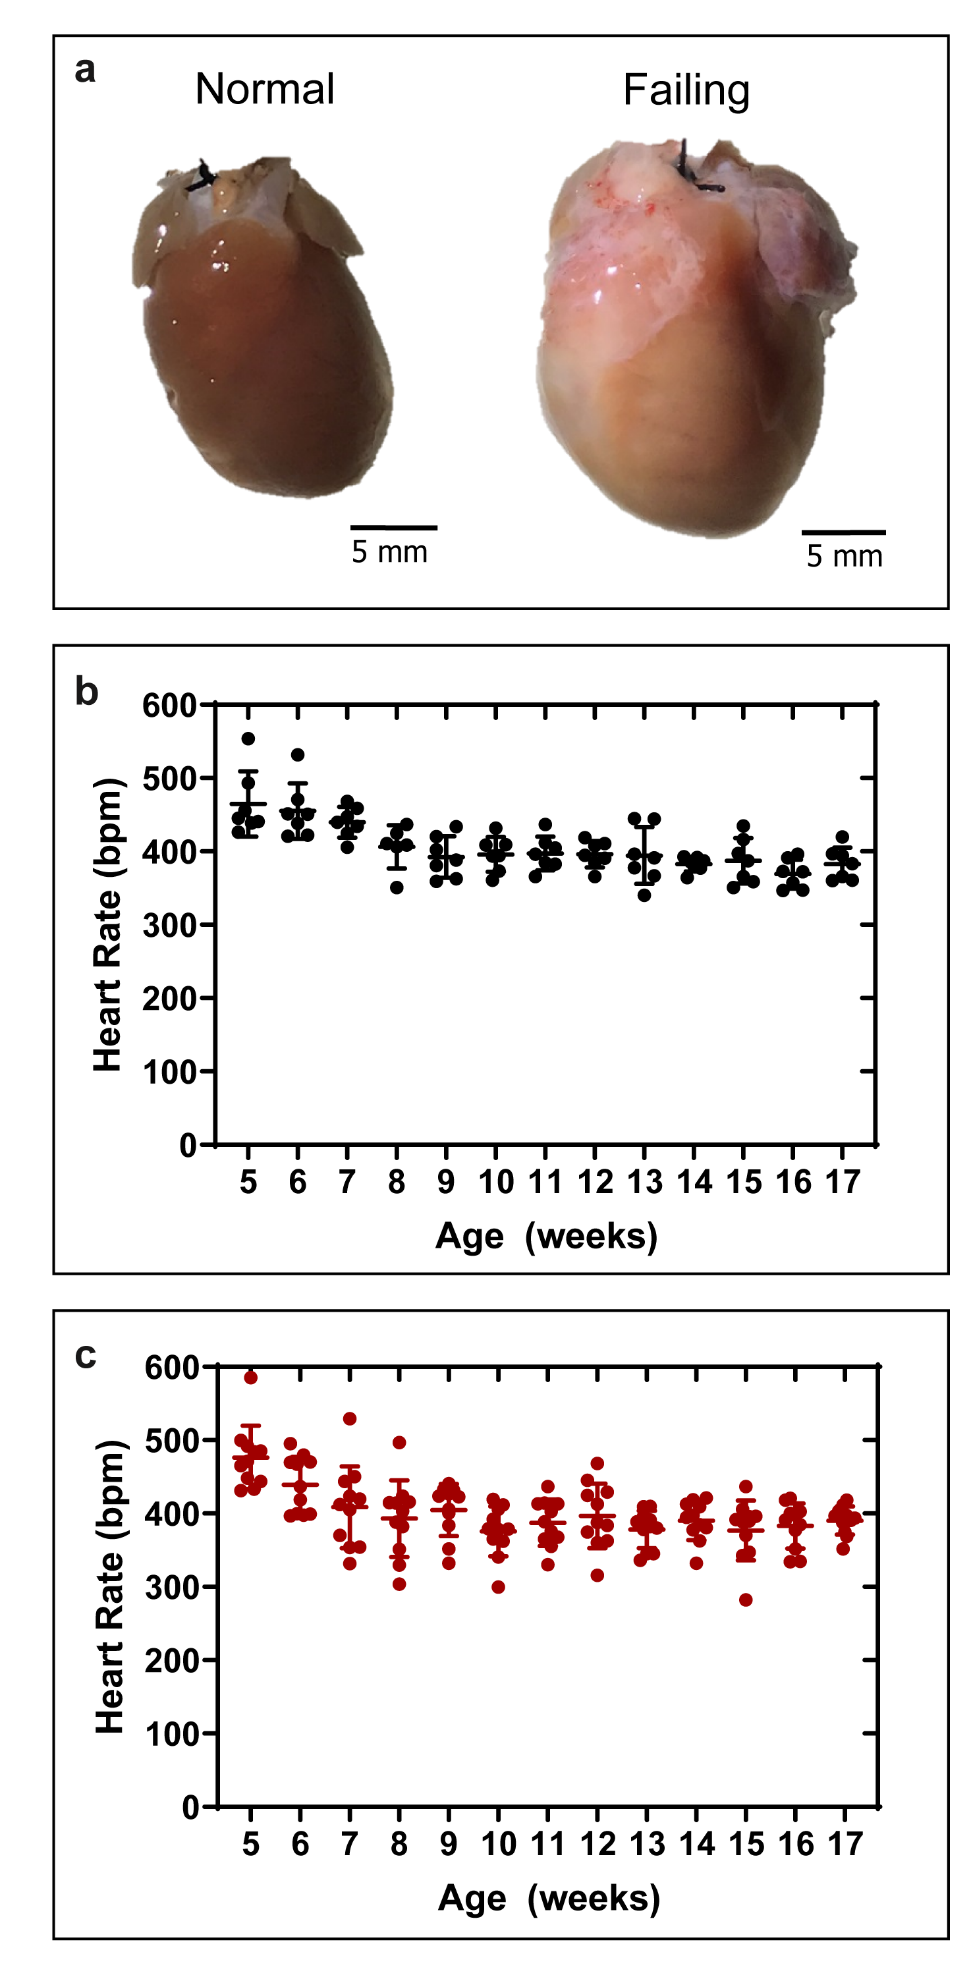
***

**Supplementary Figure 7:** SNRT values of normal/healthy and failing rat hearts. **a)** Process of measuring SNRT values from a stimulus protocol. **b)** All reported SNRT values replotted against heart rate and fit with nonlinear regression analysis. SNRT values for increasing dosages of **c)** ACh and **d)** ISO. No statistical differences were observed between the normal and failing rat heart.

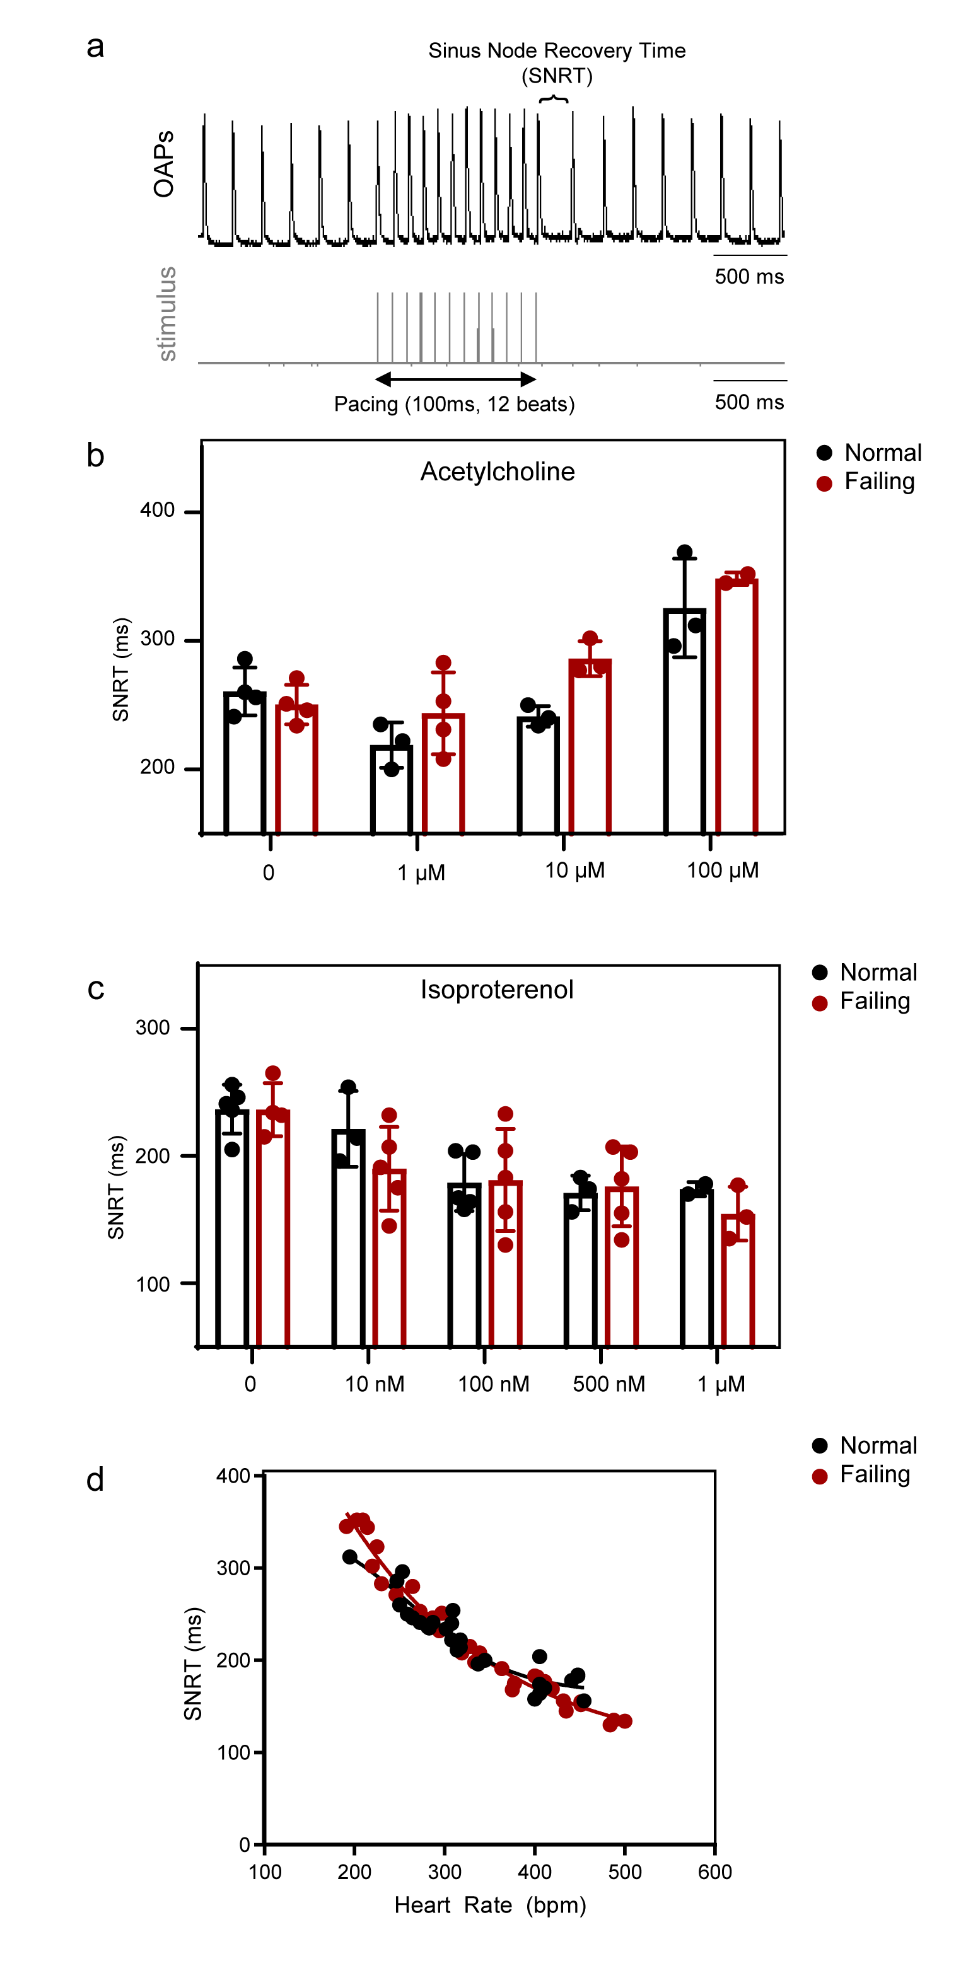

**Supplementary Figure 8:** Spatial distribution of leading pacemaker sites in the SAN of the failing rat heart, plotted along a normalized y-axis between the SVC and IVC and a scaled x-axis in millimeters (n = 6). Colors correspond to treatment condition (black: baseline, blue: 100 μM ACh, red: 500 nM ISO).

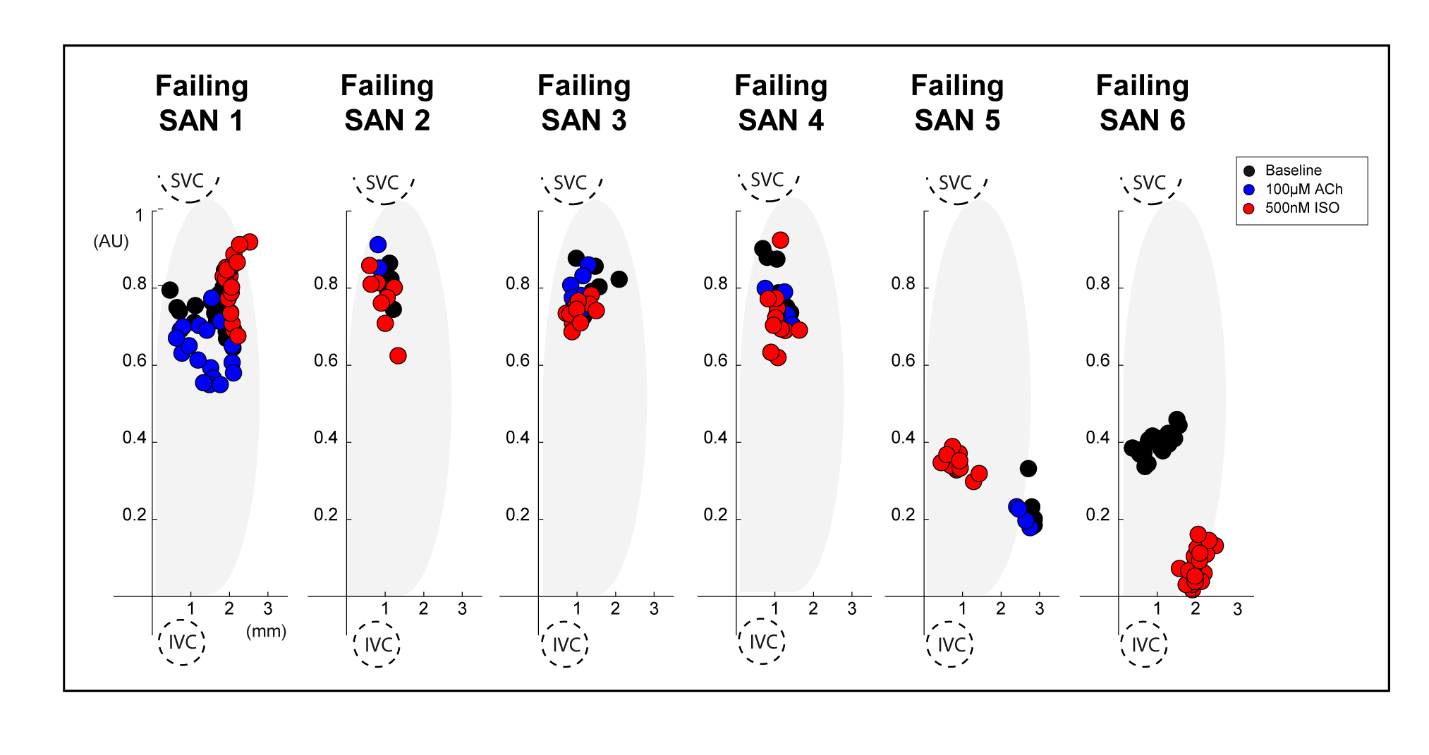

**Supplementary Table 1:** Donor human heart information (LVEF: left ventricular ejection fraction; BMI: body mass index; CVA: cerebrovascular accident).

**Supplementary Table 2:** Average FPKM values of the cardiac genes of interest for the rat heart and associated padj values between groups.

**Cardiac Ion Channels**

**Cardiac Receptors**

| **Gene Name** | **Protein** | **sSAN** | **iSAN** | **RA** | **LA** | **LV** | **padj (sSAN vs iSAN)** | **padj (sSAN vs RA)** | **padj (iSAN vs RA)** | **padj (sSAN vs LA)** | **padj (sSAN vs LV)** | **padj (iSAN vs LA)** | **padj (iSAN vs LV)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Adra1a | ADA1A | 6.6583 | 6.5142 | 8.8541 | 9.9719 | 10.5761 | 0.8290 | 0.5719 | 0.0524 | 0.2302 | 0.0088 | 0.0026 | 0.0000 |
| Adra1b | ADA1A | 10.0827 | 11.2595 | 13.4196 | 16.4799 | 27.3614 | 0.9822 | 0.4548 | 0.1237 | 0.0516 | 0.0000 | 0.0000 | 0.0000 |
| Adra1d | ADA1D | 3.4252 | 2.1572 | 0.6076 | 0.4481 | 5.0826 | 0.5498 | 0.0000 | 0.0098 | 0.0000 | 0.1037 | 0.0000 | 0.0021 |
| Adra2a | ADA2A | 0.3155 | 0.4058 | 0.0319 | 0.1229 | 0.0364 | 0.9511 | 0.0000 | 0.0000 | 0.0388 | 0.0304 | 0.0159 | 0.0110 |
| Adra2b | ADA2B | 0.2965 | 0.2325 | 0.1380 | 0.3146 | 0.4294 | 0.6593 | 0.0329 | 0.4166 | 0.9142 | 0.1216 | 0.4865 | 0.0219 |
| Adra2c | ADA2C | 0.2629 | 0.3536 | 0.0675 | 0.1008 | 0.0936 | 0.9419 | 0.0168 | 0.0240 | 0.1291 | 0.4588 | 0.1323 | 0.3550 |
| Adrb1 | ADRB1 | 16.2290 | 18.6480 | 22.5300 | 21.9175 | 10.2790 | 0.9900 | 0.2068 | 0.2038 | 0.0785 | 0.4288 | 0.0546 | 0.2907 |
| Adrb2 | ADRB2 | 1.8130 | 2.4303 | 1.3148 | 1.9610 | 2.1944 | 0.8690 | 0.0926 | 0.0027 | 0.9520 | 0.2047 | 0.6229 | 0.2601 |
| Adrb3 | ADRB3 | 12.1583 | 5.7706 | 0.0000 | 0.0309 | 0.0000 | 0.6504 | 0.0000 | 0.0147 | 0.0005 | 0.0000 | 0.1000 | 0.0143 |
| Akap13 | AKP13 | 12.2494 | 16.7111 | 19.0544 | 23.8364 | 8.6779 | 0.3785 | 0.0000 | 0.0448 | 0.0000 | 0.6530 | 0.0000 | 0.0332 |
| Ank1 | ANK1 | 21.6813 | 25.5450 | 28.8540 | 29.0878 | 28.2740 | 0.9727 | 0.4514 | 0.2296 | 0.4101 | 0.0533 | 0.1779 | 0.0000 |
| Ank2 | ANK2 | 9.6980 | 14.0879 | 18.3281 | 22.0737 | 11.9120 | 0.3757 | 0.0000 | 0.0011 | 0.0000 | 0.0050 | 0.0000 | 0.0385 |
| Ank3 | ANK3 | 12.2090 | 15.8799 | 22.9793 | 25.0015 | 11.6039 | 0.7811 | 0.0000 | 0.0001 | 0.0000 | 0.2834 | 0.0000 | 0.5778 |
| Atp2b4 | AT2B4 | 10.3225 | 15.7464 | 7.9897 | 8.6725 | 5.0829 | 0.3212 | 0.0000 | 0.0000 | 0.0084 | 0.0068 | 0.0000 | 0.0000 |
| Cav1 | CAV1 | 214.6342 | 205.6570 | 150.6337 | 174.7453 | 148.8934 | 0.5694 | 0.0001 | 0.0003 | 0.0155 | 0.6666 | 0.1898 | 0.5465 |
| Chga | CMGA | 0.1226 | 0.1136 | 0.0067 | 0.0000 | 0.0000 | 0.9344 | 0.0243 | 0.0979 | 0.0120 | 0.1398 | 0.0676 | 0.2108 |
| Chrm1 | ACM1 | 0.0127 | 0.0761 | 0.0000 | 0.0000 | 0.0000 | NA | NA | NA | NA | NA | NA | NA |
| Chrm2 | ACM2 | 45.7027 | 75.5627 | 100.6557 | 113.3595 | 19.9701 | 0.1467 | 0.0000 | 0.0002 | 0.0000 | 0.0056 | 0.0000 | 0.0000 |
| Chrm3 | ACM3 | 0.1534 | 0.1571 | 0.0498 | 0.0652 | 0.0794 | 0.9518 | 0.0345 | 0.1215 | 0.1053 | 0.7344 | 0.2576 | 0.8175 |
| Chrna2 | ACHA2 | 0.1125 | 0.0749 | 0.0329 | 0.0536 | 0.1327 | 0.8393 | 0.2647 | 0.6804 | 0.4019 | 0.7593 | 0.8641 | 0.4585 |
| Chrna4 | ACHA4 | 0.0286 | 0.0330 | 0.0082 | 0.0385 | 0.0397 | NA | NA | NA | 0.8948 | NA | 0.9352 | 0.7707 |
| Chrna7 | ACHA7 | 0.0627 | 0.9050 | 0.0993 | 0.1407 | 0.0813 | 0.0023 | 0.8722 | 0.0060 | 0.6149 | 0.7766 | 0.0076 | 0.0055 |
| Chrnb2 | ACHB2 | 0.1031 | 0.0991 | 0.0345 | 0.0412 | 0.0247 | 0.9693 | 0.4178 | 0.5368 | 0.3922 | 0.5477 | 0.5512 | 0.5820 |
| Chrnb4 | ACHB4 | 1.1325 | 0.6506 | 0.0000 | 0.0099 | 0.0000 | 0.8834 | 0.0000 | 0.4561 | 0.0000 | 0.0000 | 0.1755 | 0.4956 |
| Chrne | ACHE | 0.0199 | 0.0841 | 0.0281 | 0.0835 | 0.0931 | NA | NA | 0.4785 | 0.3232 | NA | 0.9891 | 0.7061 |
| Gnai2 | GNAI2 | 141.2814 | 158.7870 | 164.8379 | 167.8917 | 137.8831 | 0.9419 | 0.7526 | 0.4682 | 0.5623 | 0.1229 | 0.1259 | 0.0006 |
| Myh6 | MHC-α | 1775.1071 | 2615.5120 | 3933.1945 | 3786.7204 | 2916.5756 | 0.5909 | 0.0000 | 0.0001 | 0.0000 | 0.0004 | 0.0006 | 0.0003 |
| Myl1 | MLC1 | 10.5530 | 26.0630 | 9.4177 | 8.6830 | 1.2086 | 0.2232 | 0.6831 | 0.0694 | 0.4066 | 0.0000 | 0.0000 | 0.0000 |
| Myl2 | MLC2 | 10.8466 | 8.6661 | 0.3977 | 0.0984 | 3779.3539 | 0.8535 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 |
| Pde4b | PDE4B | 8.4845 | 11.4462 | 16.6925 | 15.5820 | 6.9080 | 0.7301 | 0.0000 | 0.0044 | 0.0000 | 0.8048 | 0.0114 | 0.6836 |
| Pde4d | PDE4D | 15.7715 | 11.8259 | 11.9324 | 8.8635 | 7.1702 | 0.7812 | 0.4885 | 0.9776 | 0.1939 | 0.5579 | 0.2598 | 0.7601 |
| Ramp3 | RAMP3 | 1.4795 | 3.2487 | 0.8384 | 0.8480 | 0.3874 | 0.2744 | 0.0503 | 0.0000 | 0.0790 | 0.0652 | 0.0000 | 0.0001 |
| Rgs2 | RGS2 | 27.8817 | 25.3996 | 27.8203 | 31.7811 | 4.8809 | 0.8204 | 0.6983 | 0.8197 | 0.9669 | 0.0000 | 0.4343 | 0.0000 |
| Rgs6 | RGS6 | 29.7601 | 42.7836 | 66.5547 | 42.8896 | 10.8748 | 0.7276 | 0.0004 | 0.0003 | 0.2579 | 0.0146 | 0.9100 | 0.0000 |
| Src | SRC | 6.6441 | 8.9090 | 6.2423 | 7.2484 | 3.8464 | 0.6232 | 0.2408 | 0.0088 | 0.9137 | 0.1846 | 0.1581 | 0.0079 |
| Tnnc1 | TN-C | 1262.1144 | 1549.9985 | 1964.4461 | 1829.1876 | 2412.7265 | 0.9426 | 0.1798 | 0.0048 | 0.2967 | 0.0020 | 0.0343 | 0.0000 |
| Tpm1 | TPM1 | 2571.0690 | 3212.4937 | 4012.9787 | 3435.6641 | 4818.8587 | 0.8954 | 0.0385 | 0.0144 | 0.3008 | 0.0000 | 0.4437 | 0.0000 |
| Vip | VIP | 0.1188 | 0.0988 | 0.0761 | 0.1065 | 0.0525 | NA | 0.6182 | 0.8810 | 0.8519 | 0.7620 | 0.9578 | 0.9083 |

**Neuronal Proteins**

| **Gene Name** | **Protein** | **sSAN** | **iSAN** | **RA** | **LA** | **LV** | **padj (sSAN vs iSAN)** | **padj (sSAN vs RA)** | **padj (iSAN vs RA)** | **padj (sSAN vs LA)** | **padj (sSAN vs LV)** | **padj (iSAN vs LA)** | **padj (iSAN vs LV)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Cadps | CAPS1 | 0.5657 | 1.3120 | 1.0657 | 0.6607 | 2.1193 | 0.0497 | 0.0242 | 0.5116 | 0.9077 | 0.0000 | 0.0050 | 0.0003 |
| Chat | CHAT | 0.0055 | 0.2050 | 0.0000 | 0.0000 | 0.0000 | 0.4505 | NA | 0.1154 | NA | NA | 0.1050 | 0.1826 |
| Ctnnb1 | CTNNB1 | 84.1409 | 88.9037 | 98.7676 | 101.7157 | 77.6451 | 0.7083 | 0.7641 | 0.0949 | 0.5280 | 0.2548 | 0.0317 | 0.0040 |
| Dbh | DOPO | 0.5524 | 1.2755 | 0.5229 | 0.4740 | 0.5617 | 0.6504 | 0.6999 | 0.1735 | 0.5278 | 0.6826 | 0.1216 | 0.6067 |
| Ddc | DDC | 13.8608 | 17.0017 | 12.1921 | 7.3774 | 7.6967 | 0.9452 | 0.4026 | 0.0007 | 0.0007 | 0.4412 | 0.0000 | 0.0146 |
| Erbb2 | ERBB2 | 1.9499 | 2.6758 | 3.8769 | 4.0866 | 0.8842 | 0.7321 | 0.0006 | 0.0002 | 0.0001 | 0.1113 | 0.0000 | 0.0002 |
| Fzd3 | FZD3 | 0.8150 | 1.2139 | 1.3975 | 1.9392 | 0.6214 | 0.7841 | 0.1899 | 0.5032 | 0.0046 | 0.9831 | 0.0020 | 0.4656 |
| Gata2 | GATA2 | 4.8870 | 5.3822 | 5.2309 | 5.2149 | 4.0165 | 0.9371 | 0.8034 | 0.9345 | 0.8315 | 0.8135 | 0.9709 | 0.4889 |
| Gata3 | GATA3 | 0.4330 | 0.6050 | 0.5747 | 0.2643 | 0.4931 | 0.8998 | 0.7684 | 0.9708 | 0.0959 | 0.4846 | 0.0468 | 0.7303 |
| Gbx2 | GBX2 | 2.5987 | 0.6311 | 0.0604 | 0.0115 | 0.0730 | 0.5913 | 0.0000 | NA | 0.0000 | 0.0002 | NA | 0.2793 |
| Gdnf | GDNF | 0.0343 | 0.0901 | 0.0749 | 0.0329 | 0.0000 | NA | NA | NA | NA | NA | NA | NA |
| Gfra2 | GFRA2 | 3.6275 | 4.6978 | 2.2616 | 2.5373 | 2.2239 | 0.8994 | 0.0011 | 0.0001 | 0.0224 | 0.5196 | 0.0025 | 0.2174 |
| Gfra3 | GFRA3 | 3.1340 | 5.0434 | 2.0318 | 1.8120 | 1.6127 | 0.5457 | 0.0105 | 0.0000 | 0.0045 | 0.3297 | 0.0000 | 0.0094 |
| Hand2 | HAND2 | 14.3168 | 20.0224 | 24.0825 | 26.1342 | 21.3698 | 0.7720 | 0.0801 | 0.1135 | 0.0308 | 0.0371 | 0.0200 | 0.0025 |
| Nav2 | NAV2 | 3.1797 | 3.9903 | 7.7448 | 8.5294 | 2.8925 | 0.9313 | 0.0000 | 0.0002 | 0.0000 | 0.5466 | 0.0000 | 0.7514 |
| Nefm | NFM | 0.1049 | 1.4269 | 0.0041 | 0.0115 | 0.0000 | 0.4371 | 0.0129 | 0.1353 | 0.0316 | 0.0931 | 0.1005 | 0.2885 |
| Nf1 | NF1 | 3.4166 | 4.4226 | 5.0893 | 5.0143 | 2.2369 | 0.8335 | 0.0809 | 0.1034 | 0.1094 | 0.5498 | 0.1768 | 0.0417 |
| Ngf | NGF | 2.1233 | 2.3106 | 2.1447 | 1.5297 | 1.6650 | 0.9605 | 0.7969 | 0.8756 | 0.1761 | 0.9708 | 0.1303 | 0.8278 |
| Nos1 | NOS1 | 1.0169 | 2.5999 | 0.9026 | 0.2618 | 0.1701 | 0.3191 | 0.6765 | 0.0403 | 0.0041 | 0.0030 | 0.0000 | 0.0000 |
| Nppa | NPPA | 13411.9419 | 19244.9247 | 40980.0987 | 31805.8394 | 343.9898 | 0.8536 | 0.0022 | 0.0000 | 0.0268 | 0.0000 | 0.0004 | 0.0000 |
| Nppb | NPPB | 261.8293 | 351.3728 | 1025.9621 | 587.7179 | 366.7850 | 0.9475 | 0.0180 | 0.0015 | 0.2681 | 0.5038 | 0.2805 | 0.3286 |
| Npy | NPY | 0.0602 | 1.2748 | 0.1093 | 0.0402 | 0.0502 | NA | NA | NA | NA | NA | NA | NA |
| Nrp1 | NRP1 | 44.4426 | 41.5970 | 42.7745 | 46.8042 | 53.4783 | 0.4873 | 0.2746 | 0.7145 | 0.6950 | 0.0258 | 0.0413 | 0.0000 |
| Nrp2 | NRP2 | 8.9378 | 7.5372 | 5.1420 | 6.4375 | 8.3950 | 0.5553 | 0.0022 | 0.0479 | 0.0488 | 0.6846 | 0.5524 | 0.0139 |
| Ntm | NTM | 0.3494 | 0.3285 | 0.0789 | 0.0822 | 0.1299 | 0.8598 | 0.0001 | 0.0004 | 0.0001 | 0.2930 | 0.0005 | 0.4245 |
| Ntrk1 | NTRK1 | 0.1234 | 0.3648 | 0.0150 | 0.0131 | 0.0000 | 0.6711 | NA | 0.0315 | NA | NA | 0.0260 | 0.1098 |
| Phox2a | PHOX2A | 0.4650 | 0.8920 | 0.3732 | 0.3604 | 0.5223 | 0.7957 | 0.6689 | 0.2284 | 0.6111 | 0.6756 | 0.1880 | 0.8824 |
| Phox2b | PHOX2B | 0.1652 | 0.5085 | 0.0342 | 0.0000 | 0.0000 | 0.7268 | 0.3383 | 0.0536 | 0.2184 | NA | 0.0360 | 0.1195 |
| Plxna4 | PLXNA4 | 2.8573 | 4.5128 | 5.8000 | 4.6645 | 0.9968 | 0.4531 | 0.0006 | 0.0370 | 0.0734 | 0.0026 | 0.8171 | 0.0000 |
| Sema3a | SEMA3A | 2.4851 | 4.1040 | 3.7278 | 5.7508 | 0.7311 | 0.1781 | 0.0645 | 0.7241 | 0.0000 | 0.0001 | 0.0014 | 0.0000 |
| Sema3c | SEMA3C | 20.6402 | 34.1153 | 13.4876 | 19.7140 | 12.3460 | 0.3846 | 0.0001 | 0.0000 | 0.3551 | 0.3021 | 0.0002 | 0.0010 |
| Sema3f | SEMA3F | 5.5364 | 7.9129 | 6.1002 | 5.4480 | 2.3384 | 0.4731 | 0.8849 | 0.0842 | 0.4894 | 0.0000 | 0.0379 | 0.0000 |
| Sox10 | SOX10 | 2.5874 | 2.6104 | 1.0332 | 1.3508 | 0.9846 | 0.8780 | 0.0000 | 0.0002 | 0.0005 | 0.0167 | 0.0085 | 0.0578 |
| Sox11 | SOX11 | 0.0591 | 0.1251 | 0.1365 | 0.2920 | 0.0253 | 0.8494 | 0.6302 | 0.9649 | 0.0768 | NA | 0.2877 | 0.4661 |
| Tbx1 | TBX1 | 0.2098 | 0.2185 | 0.0819 | 0.0748 | 0.1327 | 0.9823 | 0.5133 | 0.3883 | 0.2977 | 0.9313 | 0.1640 | 0.9319 |
| Tfap2a | AP2A | 0.1276 | 0.1685 | 0.1095 | 0.0733 | 0.0077 | 0.9600 | 0.7742 | 0.6372 | 0.4012 | 0.1006 | 0.2910 | 0.0583 |
| Tfap2b | AP2B | 0.0896 | 0.1397 | 0.0598 | 0.0480 | 0.0232 | 0.8780 | 0.4186 | 0.2127 | 0.2383 | 0.3170 | 0.1052 | 0.1562 |
| Th | TH | 0.5223 | 0.1954 | 0.0000 | 0.0000 | 0.0144 | 0.3083 | 0.0000 | 0.0967 | 0.0000 | 0.0006 | 0.0874 | 0.2809 |
| Tp63 | P63 | 0.0331 | 0.0457 | 0.0645 | 0.0736 | 0.0000 | NA | 0.6395 | 0.7693 | 0.5441 | NA | 0.6658 | NA |
| Uchl1 | UCHL1 | 2.5198 | 6.8831 | 0.9337 | 0.8533 | 0.2313 | 0.4504 | 0.0014 | 0.0131 | 0.0000 | 0.0000 | 0.0029 | 0.0062 |
| Vcam1 | VCAM1 | 10.3056 | 13.0153 | 15.9071 | 13.3704 | 2.1373 | 0.8967 | 0.0021 | 0.1766 | 0.2153 | 0.0000 | 0.8043 | 0.0000 |
| Vsnl1 | VISL1 | 28.4080 | 28.3516 | 31.0360 | 23.7078 | 1.2023 | 0.8501 | 0.9660 | 0.4804 | 0.2068 | 0.0000 | 0.3545 | 0.0000 |

**Transcription Factors**

| **Gene Name** | **Protein** | **sSAN** | **iSAN** | **RA** | **LA** | **LV** | **padj (sSAN vs iSAN)** | **padj (sSAN vs RA)** | **padj (iSAN vs RA)** | **padj (sSAN vs LA)** | **padj (sSAN vs LV)** | **padj (iSAN vs LA)** | **padj (iSAN vs LV)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Bmp1 | BMP1 | 12.8471 | 21.1851 | 12.8695 | 14.3738 | 5.4179 | 0.0147 | 0.4638 | 0.0000 | 0.9750 | 0.0005 | 0.0001 | 0.0000 |
| Bmp2 | BMP2 | 1.9524 | 2.7283 | 2.3386 | 2.0820 | 0.4778 | 0.8113 | 0.8084 | 0.5965 | 0.9322 | 0.0012 | 0.2842 | 0.0000 |
| Bmp4 | BMP4 | 10.6098 | 16.6180 | 7.7217 | 8.7917 | 4.1805 | 0.6093 | 0.0386 | 0.0000 | 0.1652 | 0.0227 | 0.0005 | 0.0001 |
| Cpne5 | CPNE5 | 1.6459 | 0.7918 | 0.1392 | 0.1403 | 0.0697 | 0.1829 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 |
| Csrp2 | CRP2 | 9.0276 | 10.3498 | 3.7935 | 5.1309 | 5.0726 | 0.9935 | 0.0001 | 0.0000 | 0.0120 | 0.5028 | 0.0000 | 0.1952 |
| Dll1 | DLL1 | 1.3639 | 0.9658 | 0.3771 | 0.5329 | 1.2150 | 0.3259 | 0.0000 | 0.0000 | 0.0000 | 0.8028 | 0.0089 | 0.0084 |
| Fgfr1 | FGFR1 | 47.8929 | 52.1090 | 35.1096 | 38.6117 | 20.6246 | 0.9175 | 0.0023 | 0.0001 | 0.0247 | 0.0039 | 0.0041 | 0.0001 |
| Igfbp5 | IBP5 | 375.5620 | 597.0261 | 537.2675 | 307.7379 | 70.2938 | 0.1061 | 0.0052 | 0.5392 | 0.0083 | 0.0000 | 0.0000 | 0.0000 |
| Isl1 | ISL1 | 0.3940 | 0.8870 | 0.0051 | 0.0000 | 0.0000 | 0.5911 | 0.0000 | 0.0000 | 0.0000 | 0.0001 | 0.0000 | 0.0000 |
| Lbh | LBH | 65.0875 | 71.1720 | 87.9223 | 113.6710 | 513.3480 | 0.9511 | 0.4165 | 0.1055 | 0.0155 | 0.0000 | 0.0000 | 0.0000 |
| Nkx2-5 | NKX25 | 43.7881 | 50.1414 | 81.0965 | 72.8121 | 50.2877 | 0.9915 | 0.0580 | 0.0000 | 0.1540 | 0.3111 | 0.0000 | 0.0004 |
| Nodal | NODAL | 0.0000 | 0.0068 | 0.0066 | 0.0000 | 0.0000 | NA | NA | NA | NA | NA | NA | NA |
| Notch3 | NOTC3 | 7.4479 | 7.7192 | 4.3242 | 6.2374 | 7.6032 | 0.7640 | 0.0000 | 0.0000 | 0.0112 | 0.3116 | 0.1500 | 0.0565 |
| Pitx2 | PITX2 | 1.9191 | 2.3888 | 0.0555 | 12.3048 | 0.2500 | 0.9591 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 |
| Rec114 | REC114 | 8.3433 | 9.1578 | 3.2576 | 0.9617 | 3.0539 | 0.9822 | 0.0007 | 0.0000 | 0.0000 | 0.1901 | 0.0000 | 0.0358 |
| Shox2 | SHOX2 | 25.2456 | 32.3653 | 1.7902 | 1.0545 | 0.0907 | 0.8636 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.0000 |
| Slc9a3r2 | NHRF2 | 45.0323 | 42.4191 | 31.7430 | 37.6515 | 54.2023 | 0.5440 | 0.0001 | 0.0014 | 0.0293 | 0.0253 | 0.4426 | 0.0000 |
| Smad1 | SMAD1 | 7.4446 | 8.5958 | 8.1787 | 9.3718 | 8.2892 | 0.9915 | 0.8662 | 0.8248 | 0.4010 | 0.0482 | 0.3873 | 0.0105 |
| Smad6 | SMAD6 | 20.6431 | 21.3248 | 34.7682 | 12.0542 | 5.7974 | 0.9245 | 0.0997 | 0.0000 | 0.0220 | 0.0027 | 0.0014 | 0.0000 |
| Smad9 | SMAD9 | 0.1430 | 0.3340 | 0.5949 | 0.1307 | 0.0768 | 0.7743 | 0.0233 | 0.4705 | 0.9060 | 0.8549 | 0.3883 | 0.4084 |
| Smoc2 | SMOC2 | 9.7980 | 8.2379 | 1.6050 | 7.5885 | 5.3434 | 0.2889 | 0.0000 | 0.0000 | 0.0119 | 0.2831 | 0.7411 | 0.9175 |
| Sox8 | SOX8 | 0.2852 | 0.4705 | 0.3720 | 0.1884 | 0.1899 | 0.6702 | 0.7453 | 0.6490 | 0.2158 | 0.8506 | 0.0230 | 0.3648 |
| Tbx3 | TBX3 | 6.7225 | 6.2828 | 1.5959 | 1.2873 | 2.6189 | 0.6776 | 0.0000 | 0.0000 | 0.0000 | 0.0039 | 0.0000 | 0.0330 |
| Tbx5 | TBX5 | 35.1108 | 47.3619 | 73.0955 | 58.3263 | 6.4525 | 0.7605 | 0.0000 | 0.0000 | 0.0085 | 0.0000 | 0.0325 | 0.0000 |
| Tbx18 | TBX18 | 4.0979 | 5.5194 | 5.2842 | 4.0586 | 0.9822 | 0.8428 | 0.5148 | 0.9623 | 0.5881 | 0.0000 | 0.1691 | 0.0000 |
| Tbx20 | TBX20 | 32.1895 | 63.9812 | 93.2214 | 57.9561 | 18.3026 | 0.0244 | 0.0000 | 0.0003 | 0.0023 | 0.3343 | 0.6836 | 0.0000 |
| Tenm4 | TN4 | 0.3007 | 0.3793 | 0.1318 | 0.3185 | 0.0228 | 0.9568 | 0.0158 | 0.0004 | 0.9280 | 0.0001 | 0.7566 | 0.0000 |
| Vwf | VWF | 33.9929 | 58.6170 | 51.6029 | 42.3021 | 8.5395 | 0.2211 | 0.0158 | 0.6981 | 0.7031 | 0.0000 | 0.4245 | 0.0000 |
| Wnt1 | WNT1 | 0.0364 | 0.0446 | 0.0053 | 0.0098 | 0.0000 | NA | NA | NA | NA | NA | NA | NA |

**Supplementary Table 3:** Comparisons of weights, dimensions, and thicknesses between normal and failing male rat hearts.

| **Measurement** | **Normal (n = 7)** | **Failing (n = 6)** | **p value** |
| --- | --- | --- | --- |
| Body weight (g) | 413.4 ± 49.8 | 362.8 ± 29.67 | ns |
| Heart weight (g) | 1.87 ± 0.24 | 3.36 ± 0.21 | 0.0001 |
| Heart/body weight (%) | 0.45 ± 0.02 | 0.95 ±0.08 | 0.0001 |
| **Measurement (mm)** | **Normal (n = 12)** | **Failing (n = 10)** | **p value** |
| Heart width | 14.29 ± 0.59 | 16.23 ± 1.27 | 0.01 |
| Hearth length | 22.18 ± 1.171 | 25.01 ± 2.25 | 0.002 |
| Septum thickness | 3.93 ± 0.66 | 4.81 ± 0.55 | 0.006 |
| LV wall thickness | 4.29 ± 0.84 | 5.92 ± 0.74 | <0.0001 |
| RV wall thickness | 1.71 ± 0.46 | 1.88 ± 0.36 | ns |

**Supplementary Table 4:** Average FPKM values of the cardiac genes of interest for the human heart and associated padj values between groups.

**Cardiac Ion Channels**

**Cardiac Receptors**

| Gene Name | Protein | sSAN | iSAN | RA | LA | padj sSAN vs iSAN | padj sSAN vs RA | padj sSAN vs LA | padj iSAN vs RA | padj iSAN vs LA | padj RA vs LA |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ADRA1A | ADA1A | 2.7E-05 | 1.2E-05 | 2.9E-06 | 4.4E-06 | 0.9998 | 0.0016 | 0.4759 | 0.2197 | 0.7017 | 0.9999 |
| ADRA1B | ADA1A | 3.3E-05 | 3.0E-05 | 2.9E-05 | 1.7E-05 | 0.9998 | 0.7408 | 0.6307 | 0.7656 | 0.7561 | 0.9999 |
| ADRA1D | ADA1D | 1.0E-05 | 1.2E-05 | 4.3E-06 | 9.6E-06 | 0.9998 | NA | 0.7495 | 0.6595 | 0.8980 | NA |
| ADRA2A | ADA2A | 1.5E-03 | 1.2E-03 | 2.6E-04 | 3.0E-04 | 0.9998 | 0.0049 | 0.0947 | 0.0125 | 0.1823 | 0.9999 |
| ADRA2B | ADA2B | 1.3E-03 | 2.2E-03 | 8.5E-04 | 1.6E-03 | 0.9998 | 0.9623 | 0.2455 | 0.5017 | 0.9088 | 0.4839 |
| ADRA2C | ADA2C | 3.5E-03 | 2.9E-03 | 2.1E-03 | 2.9E-03 | 0.9998 | 0.7852 | 0.6097 | 0.9977 | 0.4437 | 0.9999 |
| ADRB1 | ADRB1 | 8.0E-03 | 8.7E-03 | 1.1E-02 | 9.8E-03 | 0.9998 | 0.0649 | 0.0424 | 0.0980 | 0.0619 | 0.9999 |
| ADRB2 | ADRB2 | 2.9E-03 | 2.9E-03 | 1.4E-03 | 1.0E-03 | 0.9998 | 0.2862 | 0.0548 | 0.2281 | 0.0327 | 0.9999 |
| ADRB3 | ADRB3 | 0.0E+00 | 5.2E-05 | 0.0E+00 | 0.0E+00 | 0.9998 | NA | NA | NA | NA | NA |
| AKAP13 | AKP13 | 9.1E-04 | 9.1E-04 | 6.0E-04 | 5.7E-04 | 0.9998 | 0.8763 | 0.9527 | 0.7929 | 0.8671 | 0.9999 |
| ANK1 | ANK1 | 4.6E-04 | 5.3E-04 | 3.8E-04 | 3.5E-04 | 0.9998 | 0.7973 | 0.7351 | 0.9526 | 0.9543 | 0.9999 |
| ANK2 | ANK2 | 4.9E-04 | 5.3E-04 | 3.7E-04 | 3.2E-04 | 0.9998 | 0.8865 | 0.9501 | 0.8980 | 0.8720 | 0.9999 |
| ANK3 | ANK3 | 1.7E-04 | 2.0E-04 | 1.6E-04 | 1.5E-04 | 0.9998 | 0.3139 | 0.3611 | 0.8850 | 0.7890 | 0.9999 |
| ATP2B4 | AT2B4 | 2.2E-03 | 2.1E-03 | 1.2E-03 | 9.9E-04 | 0.9998 | 0.6831 | 0.3693 | 0.7375 | 0.3892 | 0.9999 |
| CAV1 | CAV1 | 1.2E-02 | 1.4E-02 | 1.1E-02 | 1.3E-02 | 0.9998 | 0.6178 | 0.1255 | 0.9403 | 0.3876 | 0.9999 |
| CHGA | CMGA | 3.2E-05 | 2.0E-05 | 2.0E-06 | 1.9E-06 | 0.9998 | NA | NA | NA | NA | NA |
| CHRM1 | ACM1 | 1.3E-05 | 1.2E-05 | 7.9E-06 | 2.9E-06 | 0.9998 | NA | NA | NA | NA | NA |
| CHRM2 | ACM2 | 6.4E-04 | 7.0E-04 | 5.4E-04 | 5.2E-04 | 0.9998 | 0.6599 | 0.5769 | 0.9348 | 0.8541 | 0.9999 |
| CHRM3 | ACM3 | 3.4E-06 | 2.5E-06 | 1.6E-06 | 2.6E-07 | 0.9998 | 0.6660 | 0.0008 | 0.9269 | 0.0136 | 0.3331 |
| CHRNA2 | ACHA2 | 0.0E+00 | 0.0E+00 | 0.0E+00 | 4.3E-07 | NA | NA | NA | NA | NA | NA |
| CHRNA4 | ACHA4 | 4.5E-06 | 9.7E-06 | 3.8E-06 | 2.6E-06 | 0.9998 | NA | NA | 0.7019 | 0.5518 | NA |
| CHRNA7 | ACHA7 | 1.3E-05 | 9.5E-06 | 4.7E-06 | 5.4E-06 | 0.9998 | 0.3436 | 0.6798 | 0.6948 | 0.9225 | 0.9999 |
| CHRNB2 | ACHB2 | 2.9E-05 | 3.8E-05 | 9.5E-06 | 6.6E-06 | 0.9998 | 0.5929 | NA | 0.5319 | 0.3840 | NA |
| CHRNB4 | ACHB4 | 3.8E-06 | 1.4E-06 | 1.0E-06 | 6.5E-07 | 0.9998 | 0.6555 | NA | NA | NA | NA |
| CHRNE | ACHE | 8.4E-04 | 1.1E-03 | 1.1E-03 | 4.6E-04 | 0.9998 | 0.2500 | 0.7718 | 0.6990 | 0.3480 | 0.5906 |
| GNAI2 | GNAI2 | 6.2E-03 | 5.9E-03 | 4.5E-03 | 4.5E-03 | 0.9998 | 0.9274 | 0.5803 | 0.8966 | 0.5218 | 0.9999 |
| MYH6 | MHC-α | 6.4E-01 | 6.8E-01 | 7.7E-01 | 6.6E-01 | 0.9998 | 0.1400 | 0.2358 | 0.2756 | 0.3831 | 0.9999 |
| MYL1 | MLC1 | 6.0E-06 | 2.0E-05 | 1.1E-05 | 1.7E-06 | 0.9998 | 0.5981 | NA | 0.8616 | 0.1580 | NA |
| MYL2 | MLC2 | 4.5E-02 | 5.4E-02 | 7.6E-03 | 2.0E-02 | 0.9998 | 0.3368 | 0.7508 | 0.3706 | 0.6009 | 0.9999 |
| PDE4B | PDE4B | 1.6E-04 | 1.5E-04 | 3.3E-05 | 2.9E-05 | 0.9998 | 0.0295 | 0.0271 | 0.0077 | 0.0135 | 0.9999 |
| PDE4D | PDE4D | 5.5E-05 | 4.7E-05 | 4.4E-05 | 2.9E-05 | 0.9998 | 0.9196 | 0.7102 | 0.7781 | 0.8577 | 0.9999 |
| RAMP3 | RAMP3 | 8.3E-04 | 9.1E-04 | 6.6E-04 | 6.1E-04 | 0.9998 | 0.8643 | 0.8255 | 0.9873 | 0.9557 | 0.9999 |
| RGS2 | RGS2 | 2.6E-02 | 2.4E-02 | 5.8E-03 | 5.3E-03 | 0.9998 | 0.0258 | 0.0565 | 0.0459 | 0.0909 | 0.9999 |
| RGS6 | RGS6 | 3.4E-05 | 4.8E-05 | 3.4E-05 | 2.6E-05 | 0.9998 | 0.6075 | 0.8403 | 0.9448 | 0.7295 | 0.9999 |
| SRC | SRC | 4.1E-04 | 3.3E-04 | 2.4E-04 | 1.8E-04 | 0.9998 | 0.6288 | 0.2400 | 0.9793 | 0.5959 | 0.9999 |
| TNNC1 | TN-C | 4.5E-01 | 5.9E-01 | 5.1E-01 | 5.9E-01 | 0.9998 | 0.2378 | 0.0281 | 0.8150 | 0.2734 | 0.9999 |
| TPM1 | TPM1 | 1.5E-01 | 1.7E-01 | 1.3E-01 | 1.4E-01 | 0.9998 | 0.5572 | 0.0827 | 0.9636 | 0.4920 | 0.9999 |
| VIP | VIP | 1.8E-05 | 3.3E-05 | 8.6E-06 | 1.7E-05 | 0.9998 | NA | NA | NA | 0.9201 | NA |

**Neuronal Proteins**

| Gene Name | Protein | sSAN | iSAN | RA | LA | padj sSAN vs iSAN | padj sSAN vs RA | padj sSAN vs LA | padj iSAN vs RA | padj iSAN vs LA | padj RA vs LA |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CADPS | CAPS1 | 9.0E-05 | 8.6E-05 | 4.7E-05 | 5.4E-05 | 0.9998 | 0.1902 | 0.9145 | 0.3102 | 0.9174 | 0.9999 |
| CHAT | CHAT | 4.1E-06 | 3.3E-07 | 4.9E-07 | 3.6E-07 | 0.9998 | NA | NA | NA | NA | NA |
| CTNNB1 | CTNNB1 | 3.6E-03 | 3.5E-03 | 2.1E-03 | 1.8E-03 | 0.9998 | 0.5510 | 0.2963 | 0.5635 | 0.2732 | 0.9999 |
| DBH | DOPO | 9.1E-06 | 4.2E-06 | 1.4E-05 | 2.4E-06 | 0.9998 | 0.5200 | NA | 0.2960 | NA | NA |
| DDC | DDC | 8.6E-06 | 2.9E-06 | 9.5E-07 | 3.8E-07 | 0.9998 | 0.1001 | 0.0083 | 0.7414 | NA | NA |
| ERBB2 | ERBB2 | 2.5E-03 | 2.8E-03 | 3.2E-03 | 2.8E-03 | 0.9998 | 0.0637 | 0.1979 | 0.2755 | 0.4127 | 0.9999 |
| FZD3 | FZD3 | 9.0E-05 | 7.7E-05 | 8.1E-05 | 5.8E-05 | 0.9998 | 0.5024 | 0.9886 | 0.4295 | 0.7649 | 0.9999 |
| GATA2 | GATA2 | 7.9E-04 | 8.0E-04 | 1.2E-03 | 1.0E-03 | 0.9998 | 0.0665 | 0.0361 | 0.0508 | 0.0179 | 0.9999 |
| GATA3 | GATA3 | 9.0E-05 | 8.2E-05 | 4.2E-05 | 2.9E-05 | 0.9998 | 0.6683 | 0.3835 | 0.6931 | 0.3185 | 0.9999 |
| GBX2 | GBX2 | 1.1E-05 | 0.0E+00 | 4.1E-06 | 0.0E+00 | 0.9998 | NA | NA | NA | NA | NA |
| GDNF | GDNF | 4.5E-05 | 3.8E-05 | 1.5E-05 | 1.0E-05 | 0.9998 | 0.5061 | 0.2277 | 0.6107 | 0.2654 | 0.9999 |
| GFRA2 | GFRA2 | 4.0E-05 | 3.1E-05 | 2.0E-05 | 1.2E-05 | 0.9998 | 0.7737 | 0.3900 | 0.9289 | 0.5244 | 0.9999 |
| GFRA3 | GFRA3 | 9.5E-05 | 5.4E-05 | 3.2E-05 | 5.3E-05 | 0.9998 | 0.4407 | 0.8830 | 0.9368 | 0.6565 | 0.9999 |
| HAND2 | HAND2 | 8.6E-03 | 9.5E-03 | 1.4E-02 | 1.2E-02 | 0.9998 | 0.0000 | 0.0009 | 0.0013 | 0.0158 | 0.9999 |
| NAV2 | NAV2 | 4.7E-05 | 4.2E-05 | 3.0E-05 | 2.3E-05 | 0.9998 | 0.9416 | 0.4807 | 0.9654 | 0.5591 | 0.9999 |
| NEFM | NFM | 7.6E-04 | 4.1E-04 | 1.8E-05 | 2.8E-05 | 0.9998 | 0.0002 | 0.0000 | 0.0106 | 0.0061 | NA |
| NF1 | NF1 | 3.5E-04 | 3.3E-04 | 1.9E-04 | 1.6E-04 | 0.9998 | 0.4868 | 0.2515 | 0.5708 | 0.3148 | 0.9999 |
| NGF | NGF | 1.8E-04 | 1.8E-04 | 1.0E-04 | 7.9E-05 | 0.9998 | 0.7298 | 0.4854 | 0.6451 | 0.3743 | 0.9999 |
| NOS1 | NOS1 | 3.1E-06 | 3.0E-06 | 2.8E-06 | 1.1E-06 | 0.9998 | 0.8042 | 0.5927 | 0.8538 | 0.5753 | 0.9999 |
| NPPA | NPPA | 3.3E+00 | 4.3E+00 | 6.6E+00 | 4.6E+00 | 0.9998 | 0.0039 | 0.0042 | 0.1087 | 0.1803 | 0.9999 |
| NPPB | NPPB | 1.0E+00 | 7.9E-01 | 1.1E+00 | 8.6E-01 | 0.9998 | 0.7967 | 0.8579 | 0.7887 | 0.8199 | 0.9999 |
| NPY | NPY | 8.3E-05 | 2.2E-05 | 1.2E-05 | 7.6E-06 | 0.9998 | 0.3815 | 0.2126 | NA | NA | NA |
| NRP1 | NRP1 | 8.8E-04 | 9.0E-04 | 4.8E-04 | 4.4E-04 | 0.9998 | 0.5399 | 0.5830 | 0.4956 | 0.5137 | 0.9999 |
| NRP2 | NRP2 | 2.9E-04 | 2.3E-04 | 7.1E-05 | 4.8E-05 | 0.9998 | 0.0003 | 0.0157 | 0.0008 | 0.0434 | 0.9999 |
| NTM | NTM | 1.9E-05 | 2.5E-05 | 3.6E-05 | 7.4E-06 | 0.9998 | 0.0901 | 0.3861 | 0.3443 | 0.1151 | 0.0497 |
| NTRK1 | NTRK1 | 5.0E-05 | 4.3E-05 | 1.9E-05 | 2.0E-05 | 0.9998 | 0.2548 | 0.4893 | 0.4121 | 0.6757 | 0.9999 |
| PHOX2A | PHOX2A | 6.2E-05 | 2.5E-05 | 5.5E-06 | 1.7E-06 | 0.9998 | NA | NA | NA | NA | NA |
| PHOX2B | PHOX2B | 1.3E-04 | 3.8E-05 | 0.0E+00 | 4.3E-06 | 0.9998 | 0.0660 | 0.0817 | NA | NA | NA |
| PLXNA4 | PLXNA4 | 9.8E-05 | 9.0E-05 | 5.1E-05 | 2.4E-05 | 0.9998 | 0.4965 | 0.0132 | 0.4359 | 0.0083 | 0.3141 |
| SEMA3A | SEMA3A | 4.4E-06 | 3.1E-06 | 8.5E-06 | 5.5E-06 | 0.9998 | 0.0885 | 0.2673 | 0.1095 | 0.2330 | 0.9999 |
| SEMA3C | SEMA3C | 5.7E-04 | 4.7E-04 | 2.1E-04 | 1.8E-04 | 0.9998 | 0.0887 | 0.0047 | 0.3031 | 0.0947 | 0.9999 |
| SEMA3F | SEMA3F | 5.3E-04 | 5.0E-04 | 3.4E-04 | 3.6E-04 | 0.9998 | 0.8752 | 0.9008 | 0.9260 | 0.8634 | 0.9999 |
| SOX10 | SOX10 | 3.6E-04 | 2.5E-04 | 4.1E-04 | 3.7E-04 | 0.9998 | 0.4943 | 0.3467 | 0.2082 | 0.0810 | 0.9999 |
| SOX11 | SOX11 | 3.7E-04 | 3.1E-04 | 2.6E-04 | 2.3E-04 | 0.9998 | 0.9980 | 0.9748 | 0.8511 | 0.8954 | 0.9999 |
| TBX1 | TBX1 | 3.5E-05 | 2.1E-05 | 2.2E-05 | 1.6E-05 | 0.9998 | 0.9494 | 0.7492 | 0.9007 | 0.9308 | 0.9999 |
| TFAP2A | AP2A | 1.1E-05 | 4.9E-06 | 1.6E-05 | 1.5E-05 | 0.9998 | 0.5247 | 0.3579 | 0.2583 | 0.1020 | 0.9999 |
| TFAP2B | AP2B | 5.6E-07 | 0.0E+00 | 4.9E-07 | 0.0E+00 | NA | NA | NA | NA | NA | NA |
| TH | TH | 1.0E-05 | 3.5E-05 | 3.3E-06 | 4.1E-06 | 0.9998 | NA | NA | NA | NA | NA |
| TP63 | P63 | 1.2E-06 | 1.2E-06 | 2.4E-06 | 1.1E-06 | 0.9998 | 0.2503 | 0.7941 | 0.4795 | 0.8960 | 0.9999 |
| UCHL1 | UCHL1 | 4.5E-03 | 3.2E-03 | 1.0E-03 | 1.1E-03 | 0.9998 | 0.1173 | 0.1596 | 0.2680 | 0.3523 | 0.9999 |
| VCAM1 | VCAM1 | 4.2E-03 | 4.0E-03 | 3.3E-04 | 2.4E-04 | 0.9998 | 0.0159 | 0.0045 | 0.0080 | 0.0023 | 0.9999 |
| VSNL1 | VISL1 | 4.0E-04 | 5.2E-04 | 2.9E-04 | 1.8E-04 | 0.9998 | 0.9792 | 0.4611 | 0.2447 | 0.1104 | 0.9999 |

**Transcription Factors**

| Gene Name | Protein | sSAN | iSAN | RA | LA | padj sSAN vs iSAN | padj sSAN vs RA | padj sSAN vs LA | padj iSAN vs RA | padj iSAN vs LA | padj RA vs LA |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BMP1 | BMP1 | 4.47E-04 | 3.88E-04 | 2.52E-04 | 3.23E-04 | 0.9998 | 0.5575 | 0.7716 | 0.8281 | 0.6410 | 0.9999 |
| BMP2 | BMP2 | 3.85E-03 | 4.03E-03 | 4.18E-04 | 3.42E-04 | 0.9998 | 0.0003 | 0.0000 | 0.0000 | 0.0000 | 0.9999 |
| BMP4 | BMP4 | 1.72E-03 | 1.07E-03 | 5.26E-04 | 6.23E-04 | 0.9998 | 0.0290 | 0.2127 | 0.3063 | 0.8072 | 0.9999 |
| CPNE5 | CPNE5 | 4.64E-04 | 6.53E-04 | 7.27E-04 | 4.41E-04 | 0.9998 | 0.1346 | 0.4173 | 0.5007 | 0.9645 | 0.9999 |
| CSRP2 | CRP2 | 8.86E-04 | 9.14E-04 | 3.34E-04 | 4.39E-04 | 0.9998 | 0.2211 | 0.5449 | 0.2048 | 0.4682 | 0.9999 |
| DLL1 | DLL1 | 7.71E-04 | 9.99E-04 | 7.06E-04 | 5.18E-04 | 0.9998 | 0.5612 | 0.9123 | 0.9490 | 0.4595 | 0.9999 |
| FGFR1 | FGFR1 | 4.03E-03 | 3.48E-03 | 1.95E-03 | 1.89E-03 | 0.9998 | 0.2034 | 0.2216 | 0.4742 | 0.5089 | 0.9999 |
| IGFBP5 | IBP5 | 4.52E-02 | 2.42E-02 | 1.15E-02 | 9.62E-03 | 0.9998 | 0.0025 | 0.0241 | 0.2831 | 0.4055 | 0.9999 |
| ISL1 | ISL1 | 5.68E-05 | 3.51E-05 | 0.00E+00 | 9.71E-07 | 0.9998 | 0.0074 | 0.0080 | NA | NA | NA |
| LBH | LBH | 7.30E-04 | 7.28E-04 | 2.02E-04 | 1.68E-04 | 0.9998 | 0.0004 | 0.0019 | 0.0001 | 0.0013 | 0.9999 |
| NKX2-5 | NKX25 | 3.60E-02 | 4.27E-02 | 4.70E-02 | 4.75E-02 | 0.9998 | 0.0027 | 0.0064 | 0.0941 | 0.0709 | 0.9999 |
| NODAL | NODAL | 2.10E-05 | 7.48E-06 | 1.03E-05 | 8.11E-06 | 0.9998 | 0.8661 | 0.7070 | NA | NA | NA |
| NOTCH3 | NOTC3 | 2.30E-03 | 2.16E-03 | 1.42E-03 | 2.08E-03 | 0.9998 | 0.9196 | 0.4264 | 0.9652 | 0.4258 | 0.9999 |
| PITX2 | PITX2 | 1.99E-04 | 5.56E-05 | 1.98E-04 | 7.43E-04 | 0.9998 | 0.8974 | 0.0017 | NA | 0.0000 | 0.9999 |
| REC114 | REC114 | 1.22E-05 | 1.56E-05 | 2.01E-05 | 5.53E-06 | 0.9998 | 0.2571 | 0.6321 | 0.4901 | 0.3394 | 0.2014 |
| SHOX2 | SHOX2 | 4.48E-03 | 4.27E-03 | 3.99E-04 | 8.36E-04 | 0.9998 | 0.0002 | 0.3613 | 0.0198 | 0.4121 | 0.9999 |
| SLC9A3R2 | NHRF2 | 7.99E-03 | 8.37E-03 | 8.22E-03 | 9.03E-03 | 0.9998 | 0.5727 | 0.2765 | 0.6844 | 0.3570 | 0.9999 |
| SMAD1 | SMAD1 | 1.53E-04 | 1.44E-04 | 9.11E-05 | 8.24E-05 | 0.9998 | 0.6030 | 0.6304 | 0.6568 | 0.6594 | 0.9999 |
| SMAD6 | SMAD6 | 5.55E-04 | 6.93E-04 | 7.83E-04 | 2.69E-04 | 0.9998 | 0.2102 | 0.4985 | 0.5525 | 0.2618 | 0.1729 |
| SMAD9 | SMAD9 | 4.00E-04 | 3.57E-04 | 2.16E-04 | 4.22E-05 | 0.9998 | 0.6933 | 0.0000 | 0.8401 | 0.0000 | 0.0039 |
| SMOC2 | SMOC2 | 3.47E-04 | 3.21E-04 | 1.04E-04 | 1.74E-04 | 0.9998 | 0.0281 | 0.7045 | 0.0419 | 0.7965 | 0.9797 |
| SOX8 | SOX8 | 1.02E-03 | 8.92E-04 | 5.28E-04 | 4.62E-04 | 0.9998 | 0.6366 | 0.6566 | 0.7882 | 0.7831 | 0.9999 |
| TBX3 | TBX3 | 3.01E-03 | 3.03E-03 | 1.20E-03 | 1.17E-03 | 0.9998 | 0.4443 | 0.0203 | 0.9872 | 0.2850 | 0.9999 |
| TBX5 | TBX5 | 2.18E-03 | 2.77E-03 | 2.95E-03 | 2.37E-03 | 0.9998 | 0.1470 | 0.7497 | 0.1132 | 0.9666 | 0.3413 |
| TBX18 | TBX18 | 3.58E-04 | 2.19E-04 | 1.60E-04 | 8.07E-05 | 0.9998 | 0.1622 | 0.0768 | 0.2067 | 0.1144 | 0.9999 |
| TBX20 | TBX20 | 6.72E-04 | 5.79E-04 | 9.28E-04 | 3.71E-04 | 0.9998 | 0.0380 | 0.0596 | 0.3131 | 0.4231 | 0.9999 |
| TENM4 | TN4 | 2.15E-06 | 1.37E-06 | 8.49E-07 | 1.30E-06 | 0.9998 | 0.6696 | 0.9974 | 0.9489 | 0.7338 | 0.9999 |
| VWF | VWF | 1.72E-03 | 2.25E-03 | 1.65E-03 | 1.47E-03 | 0.9998 | 0.5889 | 0.5673 | 0.9691 | 0.9915 | 0.9999 |
| WNT1 | WNT1 | 7.53E-06 | 4.19E-06 | 6.23E-05 | 5.36E-05 | 0.9998 | NA | 0.1373 | 0.1725 | 0.0936 | 0.9999 |

How the deposited data were processed for this re-analysis (not part of the article)

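RNA of the sSAN, iSAN, RA and LA of 4 healthy male rats and of the LV of 2 of them was sequenced in 18 libraries. Rats 1 and 2 were 59 days old and rats 3 and 4 were 70 days old. The ending of each sample title is shared by 1 library of each atrial region, and libraries with the same ending were taken as pieces of the same rat. This pairing was checked on the data. Over 11964 genes, residuals of RA and LA from the same rat correlated at 0.257 to 0.344, of RA and sSAN at 0.135 to 0.233, of RA and iSAN at 0.133 to 0.306 and of sSAN and iSAN at -0.081 to 0.586. Means between different rats were -0.098, -0.060, -0.071 and -0.085 in that order. For sSAN and iSAN the value of rat 1, -0.081, was near that mean, so the check does not bear out this 1 pair.

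The authors aligned the reads with HISAT2 and made the raw count values of each Ensembl gene with HTSeq 0.6.1, before deposition and without scaling. The FPKM values were computed by the authors and are used as deposited, with no logarithm taken. For 69.3% of 11749 genes they equal the count over the deposited length and total, and the lengths behind the others are not known. The log2 fold change values in the deposited table were computed by the authors with DESeq2 and shrunk toward 0 by its prior. The p value columns, raw and adjusted, were computed by the authors with DESeq2, as deposited, with no value for genes of low counts. The table also holds 72 columns of normalized values per sample, which were not used.

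All tests here start from the raw counts. In R 4.3.3, edgeR 4.0.16 scaled libraries by TMM, kept genes by its filter on low counts for the 2 regions compared, and fitted the quasi-likelihood model with robust spread to those 2 regions, without a block for rat. A gene was called at an adjusted p (Benjamini-Hochberg over all genes tested) under 0.05, and past the stringent threshold at an adjusted p under 0.01 with a fold over 3, thresholds as in the paper. Regions compared were sSAN with RA, iSAN with RA, sSAN with iSAN and LA with RA. Library totals from 17334954 to 24252103 counts put 1 CPM near 20 counts, so genes under that level are measured with wide counting error. The steps were tested on simulated data with known changes. There, of genes given a 2-fold change, 61% were called for sSAN with RA, 74% for iSAN with RA, 60% for sSAN with iSAN and 84% for LA with RA, and of genes given a 4-fold change 92%, 89%, 86% and 98%. Each gene was drawn independently at its fitted spread. Shifts that many genes of a library share, as from a varying content of fat or neurons, were not simulated, so real shares may be lower.

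Members of 38 gene lists were counted as higher or lower, with p adjusted over all genes and over the list alone, and each list was tested as a set with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 38 lists of a comparison. Of the lists, 34 were written for this purpose and 4 are the study's genes of interest. Those 34 are the SAN core program, atrial working myocardium, sarcomere, calcium clock, ventricular, skeletal muscle, adipocyte, brown adipocyte, neuron, Schwann cell and glia, smooth muscle, fibroblast and matrix, endothelial, lymphatic, mesothelial, macrophage, T cell, B cell, cartilage, lung epithelial, erythroid, hepatocyte and Hox genes. They also cover fatty acid oxidation, fatty acid and triglyceride synthesis, glycolysis, the citric acid cycle, oxidative phosphorylation, the mitochondrial genome, amino acid catabolism, vascular tone, angiogenesis, wound healing and coagulation and immediate early genes. Of 633 list genes, 611 matched a symbol of the deposited table, and the others were left out. Where a symbol belongs to several Ensembl genes, each was kept. A list's median with genes at 0 counts set to their bound equals its median with fitted values in each comparison.

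Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, all 5 regions in the fit, replicate as a block, each age alone, each library left out, the RA libraries divided between the nodes, an estimated correlation in camera, the fry test of limma, and gene set enrichment analysis with gene permutations and with relabeled libraries. Added after the values were seen were Adipoq as a covariate, rat 2 left out, the 10 most abundant genes left out and DESeq2 with a prior on the fold. Adipoq correlated with the region at 0.753 for sSAN with RA and 0.724 for iSAN with RA, and as a covariate it raised the median standard error 1.33 and 1.40 times, so a call can be lost with its fold unchanged. With 3 libraries in a region, its spread is pooled with that of the other region by edgeR.

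Genes named are those the paper names, the 10 highest and the 10 lowest log2 fold changes per comparison among genes past the stringent threshold with at least 1 CPM and the same direction in all 4 pairs, and up to 4 members of each list with the smallest p. Values in the paper's tables had been seen when this rule was written. Some genes that the paper names are not reported here. Gene ontology terms were not tested again because no ontology database was at hand. The LV, with 2 libraries, entered no comparison of its own, and the human data of the paper were not analysed.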

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

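The tests of the neuron markers and of the difference between smooth muscle and endothelial markers and the Adipoq covariate were chosen only after the result was seen, and the run without the 10 most abundant genes was added once the counts were at hand, with its bound written before its result.

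In groups of 4 libraries, 7 lay further from the other 3 than the 95% limit allows, of 96 groups looked at, and chance gives about 1 in 20 groups, or 4.8. As mean log2(CPM + 1) over a list, sSAN replicate 2 was low in atrial genes (8.09 against 9.43 to 9.70 in the others), sSAN replicate 1 in smooth muscle markers (5.82 against 6.33 to 6.39 in the others), and sSAN replicate 3 in macrophage markers (4.05 against 5.23 to 5.35 in the others). Also low in macrophage markers was iSAN replicate 1 (4.99 against 5.29 to 5.35 in the others). High were RA replicate 1 in neuron markers (0.465 against 0.358 to 0.371 in the others), RA replicate 2 in B cell markers (0.610 against 0.445 to 0.465 in the others) and iSAN replicate 2 in lung epithelial markers (0.643 against 0.339 to 0.350 in the others).

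Coch differed between the nodes, with a log2 fold change of -6.25, sSAN over iSAN. In data that the paper does not discuss, 1201 genes were called between LA and RA, Ucp1 was at 730.0 CPM in the sSAN against 0.0361 in the RA, and 6 of 6 Hox genes tested were higher in the sSAN than in the RA. In LA and RA, 4 Hox genes had enough counts to be tested.

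Of 22 genes of fatty acid oxidation, 18 were higher in the sSAN than in the RA, and adipose tissue in the sSAN pieces is a candidate explanation. The adipocyte markers had a median log2 fold change of 5.98 and Adipoq a mean of 603 CPM, with Thrsp at 1545 ± 1218 and Cidec at 384 ± 271 CPM, values that argue against pieces free of fat cells, though 13 of the 20 adipocyte markers had enough counts in LA and RA to be tested there. With Adipoq as a covariate, 3 oxidation genes were higher, and the list's median log2 fold change went from 1.06 to 0.21 (median standard error 0.27 and 0.17) and that of Acadm from 2.28 to 0.87 (adjusted p = 0.0071). Adipoq itself was at 203 to 1015 CPM in the sSAN and at most 0.478 in the RA, and followed the region (r = 0.753), so this fit cannot fully separate fat from the region as such. Higher fat oxidation in the muscle cells of the sSAN stays open and was not tested, since node and fat were sequenced in 1 piece.

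More genes were higher than lower in the nodes (61.9% and 62.8% of the calls), and a lower share of cardiomyocytes in these pieces could raise the other cell types, as sarcomere medians of -0.56 and -0.38 would allow. The test set in advance took the lowest median among fibroblast, endothelial, smooth muscle, glia and macrophage lists, which was the endothelial in both nodes, at 0.03 in the sSAN (95% interval -0.41 to 0.27), on the side of a lower share, and -0.18 in the iSAN (-0.39 to 0.16), on the side against it. That test used only the signs of the medians, so its bound for a lower share was met in the sSAN and its bound against in the iSAN. The 95% intervals were not part of it and resample list genes, not rats. Both hold 0, so a lower share cannot be told apart from none. A later test, chosen with these medians known, found smooth muscle above endothelial medians by 2.27 (0.81 to 3.47) and 1.93 (0.69 to 3.33). These lists had the highest and the lowest median in both nodes, so the gap came with the choice. Its intervals also resample list genes, so it cannot weigh a lower share as the whole cause. Without the 10 most abundant genes, 56.5% and 63.0% of the calls were higher, a shift under the bound of 10 points. Both fits used TMM scaling, which already adjusts for such genes, so the small shift cannot weigh a few genes taking most counts. A lower share as part or all of the cause, a few genes taking most counts and a different make-up of the nodes themselves stay open, the last untested.

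Neuron markers were higher in iSAN replicate 2 than the mean of the other 3 iSAN libraries for 23 of 24 genes, and the highest of the 4 for 22, with a median log2 ratio of 2.64. Ganglion neurons in that piece are a candidate source, with Nefl at 54.5 CPM against a mean of 5.21, Stmn2 at 30.4 against 5.07 and Tubb3 at 28.1 against 3.54. Th was below that mean, at 0 CPM there, and 6 of the list's 24 genes had enough counts in LA and RA to be tested there. The ratio restates why this library was picked, and as mean log2(CPM + 1) over all neuron markers it was at 2.75 against 0.606 to 1.28 in the others, within the 95% limit, so with 4 pieces more neurons there cannot be told apart from the spread among pieces. A difference between rats in the ganglia of the iSAN stays open and was not tested.

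Over all 35 divisions of the same 8 libraries into 4 and 4, only the real division called as many genes in each comparison with the RA. It called 3123 for sSAN against RA, with at most 1 in any other division. For iSAN against RA it called 2330, with at most 1 elsewhere, and for LA against RA 1201, with at most 22. The share of 0.0286 is under 5%, but it counts divisions that keep libraries of the same rat together. The division with 22 calls parts the LA and RA libraries by age. Chance cannot be excluded for sSAN against iSAN, where 1 gene was called, other divisions called up to 4, and 7 of the 35 called as many. Most libraries taken as the same rat resemble each other more than those of different rats, so divisions that keep a pair together are not a like comparison. The 8 divisions that part every rat's pair are too few for a share under 5%, so by them chance is not excluded in any comparison. There the highest other count was 1, 1, 0 and 1 in that order, and the other 27 keep at least 1 pair together.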

How the results depend on the processing

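The Adipoq covariate, the fit without rat 2 and DESeq2 with a prior on the fold were chosen only after the result was seen, and the 10 most abundant genes left out once the counts were at hand. In no alternative did a call of a named gene or of a list test turn to the opposite direction, and the other called genes were not followed. For the changes listed here the cause was not tested, except that each age alone, each library left out and each division of the RA leaves fewer libraries.

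With RLE size factors, without the filter on low counts and with the 10 most abundant genes left out (run for the nodes against the RA), each count of genes called against the RA stayed within 1.5 times the value reported. Between the nodes, the call of Coch, the 1 gene called, was kept with RLE size factors and lost without the filter.

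Past the stringent threshold, 401 genes were higher and 8 lower in the sSAN than in the RA, 256 and 17 in the iSAN, 0 and 0 between the nodes (sSAN over iSAN) and 57 and 38 in the LA. DESeq2 gave 669 and 32, 561 and 32, 12 and 23, and 87 and 60. With a prior on the fold, DESeq2 gave 11 lower in the iSAN, 3 lower between the nodes and 20 and 10 in the LA. With all 5 regions in the fit, 23 were lower in the sSAN, 404 higher in the iSAN and 2 lower between the nodes, and with replicate as a block 5 were lower in the sSAN. The 59-day rats alone gave 31 lower in the sSAN, 5 and 0 in the iSAN and 36 higher in the LA. The 70-day rats alone gave 149 and 5 in the sSAN, 11 lower in the iSAN and 23 higher in the LA. With the Adipoq covariate they were 187 and 0 in the sSAN and 78 and 4 in the iSAN.

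At an adjusted p under 0.05, 1932 and 1191 genes were higher and lower in the sSAN, 1463 and 867 in the iSAN, 0 and 1 between the nodes (1398 at an unadjusted p under 0.05) and 608 and 593 in the LA. DESeq2 called 61 and 75 between the nodes, and 56 and 70 with a prior. With all 5 regions in the fit, 1947 were lower in the sSAN, 6 and 14 higher and lower between the nodes and 318 and 228 in the LA. With replicate as a block the LA had 1247 and 1245. The 59-day rats alone gave 26 and 5 in the iSAN, 0 lower between the nodes and 311 and 303 in the LA. The 70-day rats alone gave 924 and 786 in the sSAN, 496 lower in the iSAN, 1 and 2 between the nodes and 193 and 191 in the LA. The Adipoq covariate gave 1003 and 677 in the sSAN, 503 and 78 in the iSAN and 1 and 4 between the nodes.

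Leaving out 1 library or rat 2 gave 1010 to 2033 higher and 642 to 1430 lower in the sSAN, in the iSAN 432 to 1221 lower and up to 1795 higher (the fewest, without iSAN replicate 3, within 1.5 times the value reported), 0 to 0 and 0 to 4 between the nodes and 359 to 517 and 346 to 502 in the LA. Past the stringent threshold it gave 125 to 477 and 1 to 18, 135 to 394 and 10 to 25, 0 to 0 and 0 to 1, and 45 to 61 and 28 to 40.

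Genes shared by both nodes were 929 higher and 550 lower. DESeq2 gave 872 lower, the Adipoq covariate 281 and 15, RA replicates 1 and 2 for the sSAN with 3 and 4 for the iSAN 124 and 17, and the exchanged RA replicates 102 and 8.

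Between the nodes, the ion channels' camera adjusted p of 0.025 became 0.459 with an estimated correlation. Their adjusted p was 0.346 by fry and 0.229 by enrichment analysis with relabeled libraries. Fry asks if a list changed at all, and camera if it ranks apart from other genes, so the fry value answers another question. For neural proteins, camera gave 0.040 and these alternatives 0.279, 0.126 and 0.343 in the same order. For receptors, camera's adjusted p was 0.056, enrichment analysis with gene permutations gave 0.014, and the other alternatives 0.056 to 0.326.

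Over all alternatives, calls of named genes kept, lost and gained numbered 2684, 334 and 94 for sSAN against RA, 2456, 449 and 81 for iSAN against RA, 7, 11 and 35 between the nodes and 1520, 282 and 108 for LA against RA. For tests of lists they were 36, 24 and 5, 43, 23 and 2, 24, 49 and 1 and 30, 15 and 8. A pseudocount and a filter on FPKM were not run, because counts were deposited. In simulated data of this depth and spread, 60% of genes given a 2-fold change between the nodes were called. That simulation drew each gene independently, without shifts that many genes of a library share, so fewer may be called in the real libraries.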

Differences from the paper's values

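DESeq2 with a prior on the fold, the Adipoq covariate and the fit without rat 2 were chosen only after the result was seen.

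Genes lower than in the RA in both nodes number about 880 in the paper's Fig. 4B, read by eye, and 550 here by edgeR at an adjusted p under 0.05, the paper's loose threshold. Of the alternatives set before the data were examined, DESeq2 (872), RLE size factors (597), all 5 regions in the fit (697) and replicate as a block (768) lie within 1.5 times of the paper's count. No filter on low counts (505) and the divided RA libraries (17 and 8) do not.

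The mean FPKM of the paper's supplementary table of genes of interest equal those of the deposited values for its 181 genes. In that table, 92 genes have an adjusted p under 0.05 for sSAN with RA, 91 for iSAN with RA and 4 for sSAN with iSAN, the paper's values, and edgeR called 78, 74 and 0 of them here. Each of the 78 and 74 is among the paper's.

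The paper draws 41 genes for the sSAN that were higher than in the RA here too. It also lists Adra2b and Bmp4 as higher, and their adjusted p by edgeR were, for Adra2b 0.053, with 0.034 by DESeq2, 0.033 by DESeq2 with a prior, 0.019 with all 5 regions in the fit and 0.028 without RA replicate 4 (alternatives from 0.019 to 0.340). For Bmp4 0.060, with 0.026 in the 70-day rats, 0.0038 with the Adipoq covariate, 0.039 by DESeq2, 0.038 by DESeq2 with a prior, 0.049 with all 5 regions in the fit, 0.022 with replicate as a block and 0.021 without sSAN replicate 2 (alternatives from 0.0038 to 0.216).

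The paper lists Kcnd1, Adra1d, Adrb3, Nrp2, Uchl1 and Nos1 as higher in the iSAN than in the RA, and the other 44 tested were higher here too. Their adjusted p by edgeR were, for Kcnd1 0.054, with 0.026 by DESeq2, 0.025 by DESeq2 with a prior, 0.019 with all 5 regions in the fit, 0.011 with replicate as a block and 0.026 without iSAN replicate 1 (alternatives from 0.011 to 0.390). For Adra1d 0.105, with 0.0094 by DESeq2, 0.0100 by DESeq2 with a prior, 0.037 with all 5 regions in the fit and 0.046 without iSAN replicate 1 (alternatives from 0.0094 to 0.909). For Adrb3 0.063, with 2.9e-04 in the 70-day rats, 4.4e-09 by DESeq2, 0.015 by DESeq2 with a prior, 0.0016 with all 5 regions in the fit, 2.0e-04 with replicate as a block and 0.0043 without iSAN replicate 1 (alternatives from 4.4e-09 to 0.521). For Nrp2 0.123, with 0.049 by DESeq2, 0.049 by DESeq2 with a prior, 0.018 with replicate as a block and 0.040 without iSAN replicate 1 (alternatives from 0.018 to 0.903). For Uchl1 0.069, with 0.0045 in the 70-day rats, 0.0068 by DESeq2, 0.013 by DESeq2 with a prior, 0.0053 with all 5 regions in the fit and 0.024 without iSAN replicate 1 (alternatives from 0.0045 to 0.801). For Nos1 0.087, with 0.013 in the 70-day rats, 0.040 by DESeq2, 0.041 by DESeq2 with a prior and 0.045 without RA replicate 2 (alternatives from 0.013 to 0.302). The prior on the fold and the Adipoq covariate, both chosen after seeing the values, drop 0 of 41 in the sSAN and 0 of 44 in the iSAN, and 15 of 41 in the sSAN and 25 of 44 in the iSAN, of the genes that the paper draws as higher and edgeR called. Of the same genes, the 59-day rats alone drop 9 of 41 in the sSAN and 43 of 44 in the iSAN, the 70-day rats alone 12 of 41 in the sSAN and 15 of 44 in the iSAN, and the fit without rat 2 10 of 41 in the sSAN and 7 of 44 in the iSAN.

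The paper calls the receptor group different between the nodes by enrichment analysis. Its adjusted p here was 0.056 by camera, 0.014 by enrichment analysis with gene permutations and 0.114 with relabeled libraries, the least that a single group can reach there, and the paper does not state which it permuted. Its enrichment score is about -0.40 in Supplementary Figure 3b, read by eye, and -0.52 here.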

Other observations

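Only the Adipoq covariate was chosen after the result was seen, and no explanation is offered here.

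Hoxb3, a gene of position along the body axis, was at 3.56 ± 0.0857 CPM (SD, n = 4) in the sSAN, 4.12 ± 0.895 in the iSAN and 0.753 ± 0.365 in the RA (log2 fold change 2.24 and 2.47, adjusted p = 0.0025 and 0.0014 from edgeR's quasi-likelihood test, higher in 4 of 4 rats in each node). Of the Hox genes with enough counts, 6 of 6 were higher in the sSAN and 4 of 4 in the iSAN (the same counts when adjusted over the list alone), with 8 in the iSAN without any one of RA replicates 1, 2, 3 and 4. In LA and RA, 4 Hox genes were tested, and a gene that passes the filter through the node alone can hardly come out lower. As a set, Hox genes were also tested with camera. By camera they gave adjusted p = 1.6e-08, and adjusted p = 0.088 with an estimated correlation in the sSAN, and adjusted p = 3.1e-07, and adjusted p = 0.098 with an estimated correlation in the iSAN. Under the Adipoq covariate 6 and 3 were higher. Among the 59-day rats 6 and 0 were higher, and in the 70-day rats 7 and 7. Between the nodes edgeR and DESeq2 called none of 9, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.401).

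Alas2, an enzyme of heme synthesis in red cells, was at 6.56 ± 1.30 CPM in the sSAN, 3.12 ± 0.988 in the iSAN and 0.659 ± 0.468 in the RA (log2 fold change 3.32 and 2.25, adjusted p = 0.0016 and 0.0079). Of the erythroid markers 4 of 4 were higher in each node (the same counts when adjusted over the list alone), and 2 in the iSAN without any one of RA replicates 2 and 3 and iSAN replicate 2. Copies of the hemoglobin genes share reads. By camera they gave adjusted p = 7.0e-10, and adjusted p = 0.131 with an estimated correlation in the sSAN, and adjusted p = 7.1e-05, and adjusted p = 0.234 with an estimated correlation in the iSAN. In the 59-day rats 5 and 0 were higher, in the 70-day rats 4 and 4, and with the Adipoq covariate 4 and 0. Comparing the nodes, edgeR called none (4 at an unadjusted p under 0.05, 4 when adjusted over the list alone) and DESeq2 called 4 higher in the sSAN (camera adjusted p = 1.5e-09, and adjusted p = 0.279 with an estimated correlation).

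Endothelial markers were 1 higher and 2 lower of 11 in the sSAN and 0 higher and 2 lower of 11 in the iSAN (adjusted over the list alone, 2 and 3, and 0 and 5). Egfl7, an endothelial matrix protein, rose by 0.81 on the log2 scale in the sSAN (adjusted p = 0.0018), and Emcn, a surface protein of capillaries and veins, fell by 0.88 in the iSAN (adjusted p = 6.0e-04). Emcn was called lower in both nodes. The sSAN count of lower genes was 0 without any one of RA replicates 1, 2 and 4 and sSAN replicates 1 and 4, 1 without any one of RA replicate 3 and sSAN replicate 2 and 4 without sSAN replicate 3, that of higher genes 2 without sSAN replicate 4, and the iSAN count of lower genes 5 without iSAN replicate 1. By camera they gave adjusted p = 0.720 in the sSAN, adjusted p = 0.0066, and adjusted p = 0.242 with an estimated correlation in the iSAN, and adjusted p = 0.026, and adjusted p = 0.518 with an estimated correlation between the nodes, where edgeR and DESeq2 called none over all genes and 4 had an unadjusted p under 0.05 (3 higher and 1 lower when adjusted over the list alone). With the Adipoq covariate 1 and 0 were higher and lower in the sSAN and 0 and 2 in the iSAN.

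Among the hepatocyte markers, Alb, which encodes albumin, was at 91.4 ± 80.3 CPM in the sSAN and 24.0 ± 33.8 in the iSAN (adjusted p = 0.0016 and 0.020, the latter 0.051 to 0.068 without any one of RA replicates 1, 2, 3 and 4), with 2 counts in the RA. Of this list, 1 of 2 genes was higher in the sSAN and 2 of 3 in the iSAN, or 1 without any one of RA replicates 1, 2, 3 and 4 (the same counts when adjusted over the list alone; camera adjusted p = 0.176 in the sSAN, and adjusted p = 0.020, and adjusted p = 0.176 with an estimated correlation in the iSAN). Lymphatic markers were 2 higher and 2 lower of 7 in the sSAN and 2 higher and 0 lower of 7 in the iSAN (adjusted over the list alone, 2 and 2, and 4 and 1; camera adjusted p = 0.162, and adjusted p = 0.0089, and adjusted p = 0.234 with an estimated correlation). The lower lymphatic markers were 1 without any one of RA replicates 1, 2 and 4 and sSAN replicates 1, 2 and 4 in the sSAN and 1 without any one of RA replicate 3 and iSAN replicate 1 in the iSAN. T cell markers were 1 higher and 3 lower of 7 in the iSAN (adjusted over the list alone, 1 and 4; adjusted p = 0.014, and adjusted p = 0.234 with an estimated correlation), with lower markers 1 without any one of RA replicates 3 and 4 and iSAN replicate 2. In the sSAN none of 8 was called by edgeR or DESeq2, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.693), and 1 without any one of RA replicate 4 and sSAN replicate 3.

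Between the nodes, T cell markers ranked higher in the sSAN (camera adjusted p = 9.5e-04, and adjusted p = 0.279 with an estimated correlation). Lymphatic markers (adjusted p = 0.031, and adjusted p = 0.428 with an estimated correlation), hepatocyte markers (adjusted p = 0.031, and adjusted p = 0.279 with an estimated correlation) and mesothelial markers (adjusted p = 0.043, and adjusted p = 0.609 with an estimated correlation) ranked lower. When adjusted over the list alone, 2 T cell markers were higher in the sSAN, and 1 hepatocyte marker was lower.

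Ventricular markers were 2 higher and 1 lower of 4 in the sSAN and 3 higher and 0 lower of 4 in the iSAN (adjusted over the list alone, 3 and 1, and 3 and 1; camera adjusted p = 0.245 and 0.075), with 1 without RA replicate 4 in the iSAN. Immediate early genes were 2 higher and 0 lower of 19 in the sSAN and 1 higher and 0 lower of 19 in the iSAN (adjusted over the list alone, 0 and 0, and 1 and 0; camera adjusted p = 0.719 and 0.243). The higher immediate early genes were 0 without any one of RA replicates 2, 3 and 4 and sSAN replicates 1 and 2 and 1 without sSAN replicate 3 in the sSAN and 4 without RA replicate 1 in the iSAN. Of the skeletal muscle markers, Neb was the 1 lower of 7 in each node (1 and 0 when adjusted over the list alone; camera adjusted p = 0.299 and 0.669), with 2 without sSAN replicate 3 in the sSAN and 0 without any one of RA replicates 1, 2, 3 and 4 and iSAN replicate 3 in the iSAN. Of the lung markers, Ager was the 1 tested and was higher in the sSAN, 0 without any one of the 8 libraries, and did not pass in the iSAN except without any one of iSAN replicates 1 and 4 (camera adjusted p = 0.388 and 0.448). By edgeR none of 10 mesothelial markers was called in the sSAN or the iSAN, with 2 and 4 at an unadjusted p under 0.05 and 1 and 2 called higher by DESeq2 (camera adjusted p = 0.450 and 0.085). The mesothelial count was 2 without sSAN replicate 3 and 6 without iSAN replicate 2. None of 3 cartilage markers was called by edgeR, with 1 and 0 at an unadjusted p under 0.05 and 3 and 0 by DESeq2 (camera adjusted p = 0.299 and 0.698), and in the sSAN 1 without any one of RA replicates 2, 3 and 4 and sSAN replicate 3 were higher and 1 without sSAN replicate 3 lower. The 1 B cell marker tested passed in neither node by edgeR or DESeq2, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.988 and 0.698), and 1 without sSAN replicate 4.

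The paper gives no test of the LA against the RA in rats. Of 13904 genes tested, 608 were higher and 593 lower in the LA. Bmp10, a growth factor of the right atrium, was at 0.233 ± 0.231 CPM in the LA and 2001 ± 389 in the RA (log2 fold change -13.00, adjusted p = 5.4e-07), lower in 4 of 4 rats. Genes of the SAN core program were 1 higher and 5 lower of 14, with adjusted p = 1.3e-05, and adjusted p = 0.035 with an estimated correlation. Atrial genes were 0 higher and 3 lower of 13, with a median log2 fold change of -0.15, and Bmp10, a member, lay far below it. By camera they gave adjusted p = 4.8e-11, and adjusted p = 0.035 with an estimated correlation. Macrophage markers were 0 higher and 6 lower of 11, with adjusted p = 6.6e-05, and adjusted p = 0.241 with an estimated correlation, with higher markers 1 without LA replicate 1. Smooth muscle markers were 5 higher and 1 lower of 10, with adjusted p = 1.2e-04, and adjusted p = 0.154 with an estimated correlation. Adjusted over the list alone, the counts were 1 and 7, 0 and 5, 0 and 6, and 5 and 1. With replicate as a block, 1247 genes were higher and 1245 lower in the LA, with all 5 regions in the fit 318 and 228, in the 59-day rats alone 311 and 303, and in the 70-day rats alone 193 and 191.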
